# ATM and 53BP1 regulate alternative end joining–mediated V(D)J recombination

**DOI:** 10.1126/sciadv.adn4682

**Published:** 2024-07-31

**Authors:** Jinglong Wang, Cheyenne A. Sadeghi, Long V. Le, Marie Le Bouteiller, Richard L. Frock

## Abstract

G_0_-G_1_ phase alternative end joining (A-EJ) is a recently defined mutagenic pathway characterized by resected deletion and translocation joints that are predominantly direct and are distinguished from A-EJ in cycling cells that rely much more on microhomology-mediated end joining (MMEJ). Using chemical and genetic approaches, we systematically evaluate potential A-EJ factors and DNA damage response (DDR) genes to support this mechanism by mapping the repair fates of RAG1/2-initiated double-strand breaks in the context of Igκ locus V-J recombination and chromosome translocation. Our findings highlight a polymerase theta–independent Parp1-XRCC1/LigIII axis as central A-EJ components, supported by 53BP1 in the context of an Ataxia-telangiectasia mutated (ATM)–activated DDR. Mechanistically, we demonstrate varied changes in short-range resection, MMEJ, and translocation, imposed by compromising specific DDR activities, which include polymerase alpha, Ataxia-telangiectasia and Rad3-related (ATR), DNA2, and Mre11. This study advances our understanding of DNA damage repair within the 53BP1 regulatory domain and the RAG1/2 postcleavage complex.

## INTRODUCTION

V(D)J recombination assembles the variable region of antigen receptor loci in the G_0_-G_1_ phase of the cell cycle and is essential for B and T cell development. Recombination is highly coordinated, involving the loading of the RAG1/2 endonuclease at J region recombination centers, pairing of D or V gene segments across chromatin loops, RAG1/2 incision, hairpin opening and processing of the coding ends, ligation of coding ends, and, separately, ligation of blunt recombination sequence (signal) ends (*1*, *2*). The primary mechanism for ligation is nonhomologous end joining (NHEJ). However, core NHEJ deficiency [i.e., Ku70, Ku80, XRCC4, or DNA Ligase IV (Lig4)] reveals an alternative end joining (A-EJ) machinery that completes DNA double-strand break (DSB) repair to varying degrees. For instance, while A-EJ in the absence of XRCC4 or LigIV deficiency is extremely low in the G_0_-G_1_ phase, it is quite robust in cycling phases, characterized by kilobase-long resection and near-exclusive junctional microhomology (MH) utilization (*3*, *4*). In contrast, G_0_-G_1_ A-EJ in the absence of Ku70 is robust, though less efficient than NHEJ, repairing both Cas9 and RAG1/2 DSBs with a limited resection window and a greater direct to MH ratio that more closely resembles NHEJ than *Lig4^−/−^* (*4*). However, a key discerning feature for V(D)J recombination by either A-EJ mechanism is the loss in biased joining of coding ends to each other and likewise for signal ends. Thus, end joining in the absence of Ku70/80 represents a true A-EJ mechanism, whereas the absence of XRCC4/LigIV represents an end-joining mechanism influenced by NHEJ intermediates (*4*).

Despite its significance in tumorigenesis (*5*), A-EJ mechanisms remain poorly understood. Early identified components in cycling cells included Parp1, XRCC1, and LigIII (*6*, *7*), which contribute to chromosome translocation in mouse embryonic stem cells. In this context, LigI acts as a backup ligase for A-EJ (*8*) but is redundant for IgH class switch recombination (*9*, *10*). A more recently identified A-EJ component, Polθ, operates on DNA ends in the absence of Ku70/Ku80 (*11*, *12*) and functions independently of Parp1 when repairing G_0_-G_1_ DSBs in the S-G_2_-M phase (*3*). Therefore, it remains unclear which A-EJ mechanisms operate in the G_0_-G_1_ phase given junction structure and repair capacity differences between noncycling and cycling cells (*4*).

Microhomology-mediated end joining (MMEJ) is not exclusive to a single pathway but rather indicates the extent to which end hybridization is necessary to complete repair [typically 2 to 20 base pairs (bp)]. Junctional MHs formed by A-EJ involve limited resection and fill-in processes. Implicated factors include, among others, CtIP (*13*), Mre11 and associated RAD50-NBS1 (MRN) (*14*–*17*), and loaders of DNA clamps to tether polymerases, such as polymerase theta (Polθ) and polymerase lambda (Polλ) (*11*, *18*–*22*). Ataxia-telangiectasia mutated (ATM)–mediated phosphorylation of CtIP stimulates sequential Mre11 endo- and exonuclease activity to remove protein-bound or -adducted 5′ ends (*23*–*26*), whereas DNA2 promotes resection of clean ends (*27*). CtIP also promotes DNA2-dependent long-range resection that is separate from an Exo1-dependent mechanism (*28*–*30*).

A central regulator of resection that is associated with the full establishment of the DNA damage response (DDR) is 53BP1, which recruits multiple complexes [i.e., Shieldin, CST-Polα, Dynll1 dimers, TOPBP1 with Ataxia-telangiectasia and Rad3-related (ATR), and PTIP] to regulate DNA end resection (*31*–*38*). Although 53BP1 generally supports NHEJ, it is unclear how these associated complexes support NHEJ. This is further complicated with A-EJ mechanisms that generate resected intermediates to complete repair. Notably, Exo1 is the primary nuclease responsible for long-range resection in G_0_-G_1_ phase LigIV-deficient cells, and both Exo1 and DNA2 contribute to long-range resection in cells that are additionally deficient in 53BP1 (*39*). In this context, long range resection in LigIV/53BP1 double-deficient cells is mediated by ATM (*40*), which also initiates the DDR with DNA-PKcs, as a functional kinase with Ku70/Ku80, to stabilize end synapsis. While it is clear that DSB-associated resection in the G_0_-G_1_ phase occurs in the absence of core NHEJ factors (*4*, *39*), it is unknown how the DDR regulates A-EJ mechanisms in this context.

Here, we identify the Parp1-XRCC1-LigIII axis as the primary driver of A-EJ–mediated Igκ locus V(D)J recombination in the absence of Ku70. Inhibited V-J recombination due to DDR or candidate repair factor perturbation is accompanied by joints with increased resection and an increased MH over direct joint utilization where ATR, Mre11 exonuclease, polymerase alpha and DNA2 inhibition affect these measures to varying degrees. In this regard, MMEJ utilization becomes near exclusive in *Ku70^−/−^Xrcc1^−/−^* cells and in *Ku70^−/-^Parp1^−/−^* cells synergized with ATM inhibition. Crucially, we also find that A-EJ repair capacity is reliant on 53BP1 in the context of the ATM-initiated DDR. ATM and Parp1 separately support the residual recombination fidelity of coding ends by A-EJ. ATM also suppresses excessive distal V-J recombination and interchromosomal translocations, predominantly to other RAG1/2 DSBs. Other inhibited DDR genes also increase translocations at the cost of V-J recombination efficiency and contrasts that of XRCC1 or 53BP1 deficiencies that are uniformly end joining defective.

## RESULTS

To elucidate mechanistic factors for Ku-independent A-EJ and their regulation, we knocked out several DDR or candidate A-EJ genes in the *Ku70^−/−^*, *Ku70^−/−^53bp1^−/−^*, and *Lig4^−/-^Ku70^−/−^* Abelson kinase transformed murine progenitor B (*vAbl*) cell lines and validated low levels of prior endogenous V(D)J recombination (fig. S1, A to J, and tables S1 to S4). Ku70 was complemented to restore NHEJ and contrast A-EJ phenotypes. We used a panel of common inhibitors of implicated kinases, polymerases, and nucleases in both wild-type (WT) and *Ku70^−/−^* backgrounds to determine the core A-EJ pathway and its regulators (see Materials and Methods for cited doses). *vAbl* cells were assayed for physiologic V(D)J recombination under G_0_-G_1_ arrest by the Abl kinase inhibitor STI-571 (*4*, *40*, *41*, *42*) and for cell viability to optimize compound efficacy and interpretation of recombined junctions. Overall, most inhibitors exhibited minimal effects, though Polα inhibition had a discernible impact on cell viability (fig. S2, A to L).

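Junction lists of 48 HTGTS-JoinT-seq libraries were analyzed, 24 from WT and 24 from *Ku70-/-* *vAbl* cells. *vAbl* cells are mouse progenitor B cells kept in cycle by the Abelson kinase; blocking that kinase with STI-571 arrests them in G_0_-G_1_ and lets RAG1/2 cut the Igκ locus. *Ku70-/-* cells lack a subunit of the Ku complex that starts NHEJ, so the joints they still form measure A-EJ. HTGTS-JoinT-seq amplifies outward from a fixed bait end next to the Jκ1 break, and each junction gives the position in the genome that was joined to this end. For each genotype and each bait there are 3 libraries from cycling cells and 3 from cells treated with STI-571 (3 μM, 4 days) and DMSO. The other 24 libraries, from cells given STI-571 with the DNA ligase inhibitors L67 or L82-G17, are not mentioned in the paper.

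The authors took every library down to 500000 read pairs, mapped the reads to mm9 without removing duplicates, and added the junctions that fall in the bait region. These lists were read as deposited, so a junction amplified many times counts many times. The alternative, each distinct junction counted once, was run for 104 of 124 results and not for Vκ site usage. It merges amplified copies, but also separate joints alike in position, strand, bait end and overlap or gap. Its values therefore do not isolate the effect of amplification. From the coding end bait, the libraries hold 370027 to 385847 junctions in WT cells with STI-571, 133143 to 153717 in *Ku70-/-* cells with STI-571, 22717 to 32108 in cycling WT cells and 12295 to 14579 in cycling *Ku70-/-* cells. The corresponding ranges for the signal end bait are 339201 to 352630, 176513 to 192122, 22602 to 25104 and 8294 to 13726. Each library was sequenced in 2 runs, and the smaller run gave 9.42 to 10.6% of the junctions in every library, so no genotype or treatment was read in a run of its own.

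Tables S3 and S4 list 2 of the 3 *Ku70-/-* libraries with STI-571 for each bait, and the paper gives no reason for leaving out the other. That library has a total close to the listed ones, but from the coding end bait its Vκ junctions come from 889 distinct junctions against 12885 and 12042 in the listed libraries, and from the signal end bait from 954 against 13337 and 10693. It is called the unlisted library here, and *Ku70-/-* values are given first over the listed libraries and then over all 3. The library is the unit of every test. The paper's methods name a single clone for WT and a single clone as the *Ku70-/-* parent of further lines. Tests between genotypes therefore cannot tell loss of Ku70 from other differences between the cell lines. Tests are exact two-sided permutation tests over libraries, and with 3 libraries against 3 their smallest possible p is 0.1. Replicates of a condition differed in Vκ site usage by at least 9.74 times what random sampling of junctions would give (chi-square per degree of freedom). The 95% intervals printed for single libraries treat every counted junction as independent. Where copies are counted, they are too narrow even for counting error. None of them covers differences between cultures.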

We measured Igκ locus V-J recombination and interchromosomal translocations by A-EJ in *Ku70^−/−^* and derivative *vAbl* cells using the high-throughput rejoin and genome-wide translocation sequencing platform, *HTGTS-JoinT-seq* (*4*, *43*), from the Jκ1 bait DSB position (fig. S3A). We used baits from each side of the DSB corresponding to both the hairpin sealed coding end (Jκ1CE) and blunt signal end (Jκ1SE), a result of paired RAG1/2 DSB cleavage in complex with one of 100+ corresponding Vκ coding/signal end preys. This locus also contains Vκ gene segments organized in deletional (DEL) or inversional (INV) strand orientations with respect to the Jκ region that can result in a variety of deletions, inversions, and excision circles when viewed from the coding or signal ends of the Jκ1 bait DSB (Fig. 1A and figs. S3A and S4A). 

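On mm9, the Jκ1 coding segment lies at positions 70672556 to 70672593 of chromosome 6 (Igkj1, ENSMUSG00000076604.1), and its first coding bases read GTGGACGTTCGGTGGAGGCA. The heptamer read outward from this break is CACAGTG, the consensus sequence. Vκ break sites were placed from the pooled signal end junctions of all STI-571-treated WT libraries, those with L67 or L82-G17 included: a position became a site when at least 30 junctions ended there, no position within 50 bp had more, and the next bases on the signal side opened with CAC, the heptamer bases that RAG1/2 need. This gave 136 sites between the outermost Vκ genes, 93 next to annotated Vκ genes (out of 100 in the annotation) and 43 with no annotated gene beside them; 111 carry the full CACAGTG. There are 62 deletional and 74 inversional sites. Pileups without CAC (116) and sites outside the outermost Vκ genes (22) were left out.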

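V-J efficiency was taken as the junctions within 200 bp of a Vκ break site as a percentage of the 500000 read pairs. In *Ku70-/-* cells with STI-571 it was 22.0% ± 0.616 (SD, n = 2) from the coding end bait and 29.1% ± 0.805 (SD, n = 2) from the signal end bait over the libraries listed in the supplementary tables. Over all libraries the means were 20.9% ± 1.88 (SD, n = 3) and 28.8% ± 0.695 (SD, n = 3); the unlisted libraries stood at 18.8% (95% interval 18.7 to 18.9) and 28.4% (28.3 to 28.5). Every signal end library exceeded every coding end library, with a difference of 7.91 percentage points over all 3 (exact two-sided permutation p = 0.1). The order was not kept with each junction counted once, where the difference was −0.0555 points. That count merges separate joints of the same structure along with amplified copies.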

In general, although chemical or genetic perturbation of A-EJ yielded similar results for both bait ends, with some exceptions highlighted below, signal ends tended to recover more junctions than coding end baits. 

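WT cells with STI-571 gave the opposite order, 70.2% ± 1.91 (SD, n = 3) from the coding end bait and 65.8% ± 1.53 (SD, n = 3) from the signal end bait, a signal minus coding difference of −4.36 percentage points with no overlap between libraries. The bait effect in *Ku70-/-* cells minus that in WT cells was 12.3 points (exact two-sided permutation p = 0.005, the smallest possible when libraries are exchanged between baits within each genotype). That exchange assumes no bait effect in either genotype, so its p does not by itself show that the effects differ. The contrast rests on dividing by read pairs. As a share of all recovered junctions the WT difference turns positive (2.25 points), because signal end libraries hold fewer junctions outside the Vκ region, and the contrast between genotypes falls to 3.76 points (exact permutation p = 0.255). With each junction counted once the contrast is 1.86 points (exact permutation p = 0.235).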

The same outcome did not occur for NHEJ, indicating that hairpin opening, an end processing event that is required for accessibility and subsequent ligation of coding ends, may be rate limiting.

**Fig. 1.**
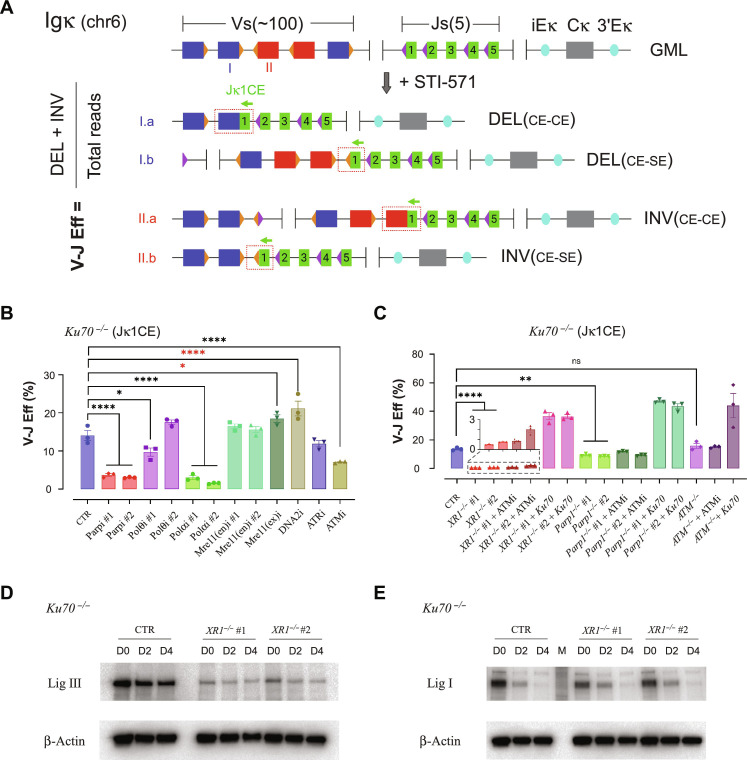
XRCC1, Parp1, and DDR components support A-EJ of Igκ locus DSBs. (**A**) The murine Igκ antigen receptor locus in a germline configuration (GML), each with an associated recombination signal sequence (triangles). STI-571 treatment enables *vAbl* cells to undergo G_0_-G_1_ arrest and initiate V-J recombination. V gene segments are oriented in a deletion (DEL, blue; example: I) or inversion (INV, red; example: II) configuration with respect to the Jκ1 coding end (CE) bait (green arrow). The Jκ1CE can form Vκ coding (CE-CE; I.a or II.a) or hybrid (CE-SE; I.b or II.b) joints with the associated recombination signal end (SE; orange triangles). Recombination efficiency (V-J Eff) was calculated by the sum of DEL and INV V-J joints divided by the total reads. (**B**) V-J recombination efficiency of *Ku70^−/−^* cells with or without inhibitors. (**C**) V-J recombination efficiency changes of *Ku70^−/−^ vAbl* cells with added deletions and optionally with ATMi treatment or Ku70 ectopic expression. All experiments were biologically repeated three times, and significance was determined by one-way ANOVA with posttest comparison: *P < 0.05, **P < 0.01, ****P < 0.0001, and ns, no significance; red asterisks indicate significant increases. (**D**) Western blot of LigIII expression levels in *vAbl Ku70^−/−^* (CTR) and *Ku70^−/−^ XRCC1^−/−^* (*XR1*^*−*/−^ #1/2) cells treated by STI-571 for 0, 2, and 4 days (D0, D2, and D4), respectively, where β-actin was used as controls. (**E**) Same as (D) but for LigI expression levels.

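Before STI-571 the WT libraries already carried V-J joints in 5.12% ± 0.969 (SD, n = 3) of read pairs from the coding end bait and 4.09% ± 0.192 (SD, n = 3) from the signal end bait, and the *Ku70-/-* libraries in 1.09% ± 0.146 (SD, n = 3) and 0.669% ± 0.236 (SD, n = 3). Arrest raised V-J efficiency by 65.0 and 61.7 percentage points in WT cells and by 19.8 and 28.2 points in *Ku70-/-* cells (coding end and signal end bait; exact two-sided permutation p = 0.1 for each). Counting each junction once moved the WT coding end rise the most, to 1.98 points, as it merges like joints whether amplified or formed separately. Arrested libraries stayed above every cycling library under each alternative.

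**Figure D1:**
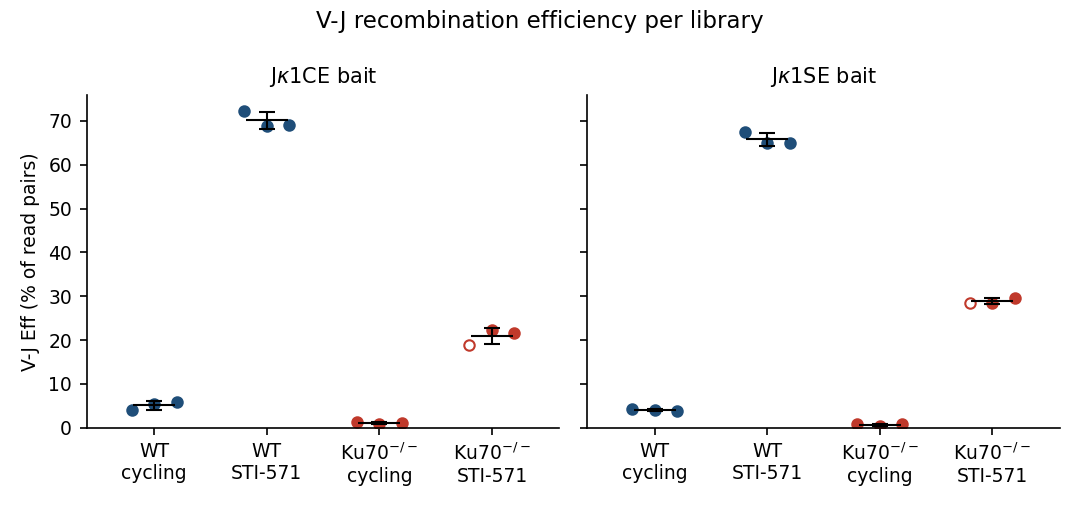
V-J efficiency (percent of 500000 read pairs) of cycling and STI-571-treated WT and *Ku70-/-* cells from the Jκ1CE and Jκ1SE baits. Points are libraries, open circles the unlisted *Ku70-/-* libraries, and bars show the mean ± SD over all 3 libraries.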

### XRCC1, Parp1, and DDR components support A-EJ of Igκ locus DSBs

As A-EJ recombines Vκ-Jκ regions with significantly less bias (i.e., CE-CE and SE-SE) than NHEJ (*4*), we incorporated repair to both CEs and SEs in the Vκ region, normalized against the total sequence reads, which include other repair outcomes (e.g., rejoined or recombined Jκ DSBs and translocations), to derive the V-J recombination efficiency (V-J Eff) (Fig. 1A and fig. S4A) (see Materials and Methods). 

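The joints that enter V-J Eff divide differently in the 2 genotypes. From the coding end bait with STI-571, WT libraries hold 350752 ± 9558 (SD, n = 3) junctions within 200 bp of a Vκ site, of which 747 ± 108 (SD, n = 3) are hybrid joints to the signal end. The listed *Ku70-/-* libraries hold 109922 ± 3082 (SD, n = 2) with 36122 ± 815 (SD, n = 2) hybrid joints, and all 3 hold 104653 ± 9383 (SD, n = 3) with 36710 ± 1171 (SD, n = 3); the unlisted library has 94115 and 37886. Leaving hybrid joints out would thus remove a large part of the *Ku70-/-* events and almost none of the WT events. Elsewhere on chromosome 6, apart from the Jκ region, there were 11030 ± 656 (SD, n = 3) junctions in WT and 3924 ± 259 (SD, n = 2) in the listed *Ku70-/-* libraries. Counting the whole Vκ region in place of the 200-bp windows gives 351261 ± 9625 (SD, n = 3) and 113177 ± 3091 (SD, n = 2).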

Using this approach, we separated analysis of gene perturbations in the *Ku70^−/−^* parental background into two distinct groups: putative core factors (Parp1, Polθ, and XRCC1) and DDR factors involved in regulation (ATM and ATR) or DNA end processing (Polα, Mre11, and DNA2).

Regarding putative core factors, we found that inhibition of multiple Parp genes (Parpi #1/2) or deletion of Parp1 (*Parp1^−/−^* #1/2) decreased V-J efficiency by 80 and 30% for the CE bait and 85 and 80% for the SE bait, respectively (Fig. 1, A to C; figs. S3B and S4, B and D; and tables S3 and S4), indicating that Parp genes play a significant role in this process. We next wanted to know whether Polθ participates in this mechanism despite its very poor expression in the G_0_-G_1_ phase (*3*). Here, Polθi #2 had no impact on V-J recombination efficiency (Fig. 1B and fig. S4C); however, Polθi #1 decreased both WT and *Ku70^−/−^* recombination (Fig. 1B and figs. S4C and S5, B and C). Given that Polθi #1 (Novobiocin) also affects adenosine triphosphatase (ATPase) activities of multiple classes of proteins (*44*), some of which may be important for recombination, whereas Polθi #2 (ART558) is, to date, more extensively characterized (*45*), we propose that Polθ plays a minimal role at best in Ku-independent V(D)J recombination. We next determined which A-EJ components drive ligation. As nuclear LigIII activity depends on XRCC1 (*9*, *46*), and likewise for LigI with PCNA (*47*), we compared total protein levels of the A-EJ ligases in cycling versus G_0_-G_1_ arrest. LigIII abundance was only slightly decreased (Fig. 1D), whereas LigI levels plummeted fivefold by day 2, when cells are arrested, and was nearly absent by day 4 (Fig. 1E). This suggests that LigIII is the primary A-EJ ligase in this G_0_-G_1_ setting. As predicted from cycling cells (*48*), XRCC1 deletion reduced steady-state protein levels of LigIII by sixfold but did not affect LigI (Fig. 1, D and E), indicating that XRCC1 specifically stabilizes LigIII protein levels. In this regard, XRCC1 deletion essentially abolished V-J recombination, resulting in a robust one to two orders of magnitude decrease (Fig. 1C and figs. S3B and S4, B and D), revealing a core A-EJ role for XRCC1/LigIII.Collectively, the data support a Parp1-XRCC1-LigIII axis driving G_0_-G_1_ phase A-EJ.

With regard to the regulation of A-EJ, both ATR and ATM inhibition displayed modest reductions (~40 to 50%) in V-J recombination (Fig. 1, B and C, and figs. S3B and S4, B and C), indicating that DDR kinase activities partially facilitate A-EJ. Although ATMi treatment of *Ku70^−/-^Atm^−/−^ vAbl* cells had no additional impact on V-J efficiency (Fig. 1C and fig. S4C), deletion of ATM in *Ku70^−/−^* cells did not decrease V-J efficiency as it did with ATMi alone. This suggests that a dominant negative activity suppresses overlapping DDR kinase functions. As expected, NHEJ restoration via Ku70 expression in double-knockout cell lines markedly increased V-J efficiency, reaching levels twofold higher than *Ku70^−/−^* alone (Fig. 1C and fig. S4C). Inhibiting the nuclease activity of DNA2 displayed opposing efficiency changes that were dependent on the bait end. Specifically, DNA2i decreased efficiency, on par with ATRi for the SE bait, but increased efficiency by ~33% for the CE bait, which was the greatest increase of all combinations tested. This increase with DNA2i suggests competition with another factor that opens hairpins. Inhibited Mre11 nuclease activities had a smaller impact on recombination efficiency, where inhibited exonuclease activity [Mre11(ex)i] modestly increased CE bait V-J efficiency, like DNA2i, but did not affect the SE bait, unlike DNA2i (Fig. 1B and fig. S4C). Mre11 endonuclease inhibitors [Mre11(en)i #1/2] had no significant impact on any analysis parameter in this study. These results are in support of a prior in vitro finding that DNA2, rather than Mre11, acts as the primary nuclease for accessible ends (*27*).

To uncover additional insight into the chemical inhibitory effects specific to A-EJ, we also tested the same compounds in *WT vAbl* cells. Parpi #1/2, ATRi, and ATMi compounds also reduced V-J efficiency from both CE and SE baits (fig. S5, A to C), but the severity was attenuated compared to *Ku70^−/−^* cells (Fig. 1B and fig. S4C). Polα inhibition (Polαi #1/2) displayed a two- to threefold reduced V-J efficiency in both WT and *Ku70^−/−^ vAbl* lines; however, the decreased viability (fig. S2, A to C, G to I) limits interpretation of junction yields, but distinguishing repair patterns are evident and described below. Overall, the data suggest that an ATM/ATR DDR mechanism supports A-EJ.

### 53BP1 is essential for G_0_-G_1_ A-EJ

We next addressed the extent to which the DDR supports A-EJ by deleting a core regulator of resection: 53BP1. Loss of 53BP1 (*Ku70^−/−^53bp1^−/−^* #1/2) inhibited A-EJ, resulting in a robust decrease (10-fold for CE bait; 5-fold for SE bait) in V-J efficiency for all combinations (Fig. 2, A and B; figs. S6, A and B, and S7, A to C; tables S3 and S4) but was still comparably higher than *Ku70^−/−^Xrcc1^−/−^* (#1/2) cells across experiments. As Exo1 is a crucial nuclease responsible for long-range resection in *vAbl* cells without 53BP1 (*39*), we generated *Ku70^−/−^53bp1^−/−^Exo1^−/−^* (#1/2/3) cells to determine whether recombination efficiency was restored. Unexpectedly, no marked improvement was detected (fig. S6, A and B), suggesting something beyond hyper-resection control is necessary to restore V-J efficiency. Similarly, Exo1 deletion in *Ku70^−/−^* cells did not alter the recombination efficiency (fig. S8, A and B), and DNA2i or Mre11(ex)i treatments to *Ku70^−/−^53bp1^−/−^* (#1/2) and *Ku70^−/−^53bp1^−/−^Exo1^−/−^* cells (#1/2) also did not significantly change recombination efficiencies (fig. S6B). Therefore, we conclude Exo1 deficiency alone or in combination with inhibited DNA2 or Mre11 exonuclease activities cannot restore A-EJ-mediated V-J recombination efficiency in the absence of 53BP1.

**Fig. 2.**
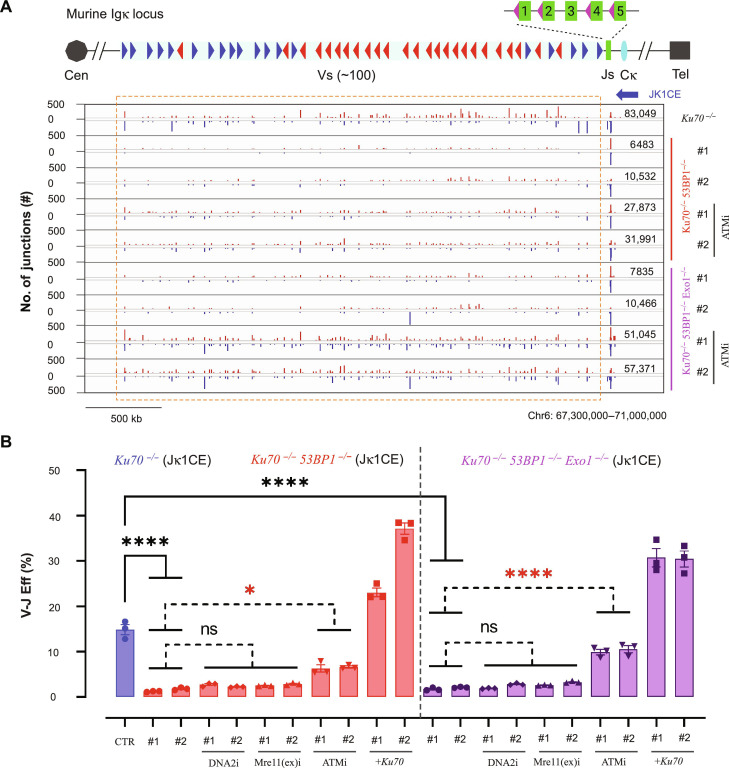
53BP1 is essential for G_0_-G_1_ A-EJ. (**A**) Representative *Ku70^−/−^* CE bait junction plots as described in fig. S3B but in the context of 53BP1 single or 53BP1/Exo1 double deletion, with or without ATM inhibition. (**B**) V-J recombination of the above backgrounds, with or without DNA2, Mre11(ex), and ATM inhibitors, or Ku70 rescue expression. Differences within *Ku70^−/-^53BP1^−/−^* (red bars) and *Ku70^−/-^53BP1^−/−^Exo1^−/−^* (magenta bars) are evaluated by two-way ANOVA plus posttest comparison: *P < 0.05, ****P < 0.0001; black asterisks indicate significant decreases. All experiments were biologically repeated three times. (A) generated from the Integrative Genomics Viewer (igv.org).

ATM inhibition in G_0_-G_1_–arrested *Lig4^−/−^53bp1^−/−^ vAbl* cells blocks long-range resection (*40*). Therefore, we tested ATMi effects in *Ku70^−/−^53bp1^−/−^* (#1/2) and *Ku70^−/−^53bp1^−/−^Exo1^−/−^* (#1/2) cells and found that V-J efficiency from CE and SE baits was restored to ~50 and ~80% of that in *Ku70^−/−^*, respectively, but comparable to ATMi-treated *Ku70^−/−^* (Fig. 2, A and B, and fig. S6, A and B). Correspondingly, ATMi decreased V-J efficiency in *Ku70^−/−^Exo1^−/−^* and *Lig4^−/-^Ku70^−/−^* cells (figs. S7, B and C, and S8, A and B). Together, the data indicate that ATM inhibition, which partially disrupts A-EJ, can normalize the impact of 53BP1 deficiency on A-EJ. Restoring DNA-PK functionality via Ku70 complementation irrespective of 53BP1 status enhanced recombination efficiency beyond *Ku70^−/−^* except in LigIV-deficient backgrounds, which remained unchanged (*4*, *49*) (Fig. 2B; figs. S6B, S7, B and C, S8, A and B; and tables S3 and S4). In sum, we conclude that 53BP1 robustly supports A-EJ–mediated recombination in the context of the ATM-activated DDR.

### A-EJ regulators and drivers, but not 53BP1, suppress resected end joining

An increased range of resected joints relative to NHEJ-mediated joints (*4*) serves as a distinguishing feature of A-EJ, which is kinetically relevant to their inherent repair efficiencies. Thus, we wanted to know which of the above perturbations affected resected joint distributions. To do this, Vκ joints were pooled and remapped to an absolute DSB position located between the prey coding end and its adjacent signal end for both Jκ1CE and Jκ1SE baits. 

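WT libraries with STI-571 were measured for how far each Vκ junction lies from the break between coding and signal end. Of the junctions within 100 bp, 98.0% ± 0.206 (SD, n = 3) from the coding end bait and 99.7% ± 0.0774 (SD, n = 3) from the signal end bait lay within 10 bp. The median distance was 3 bp for coding ends, which lose a few bases when hairpins are opened and trimmed, and 0 bp for signal ends. Joints to the other kind of end made up 0.212% ± 0.0255 (SD, n = 3) of coding end bait junctions and 1.72% ± 0.177 (SD, n = 3) of signal end bait junctions. The few hybrid joints of the coding end bait were as close to the break as the rest, with 98.6% ± 1.37 (SD, n = 3) inside the window.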

In *WT vAbl* cells, SE baits were joined to SE preys, likewise for CE baits/preys, and were exclusive to a ±10-bp window around the Vκ DSB sites (fig. S9, A to C). In contrast, *Ku70^−/−^* CE and SE baits each contained a mix of CE and SE prey joints with distributions that extended far beyond this window (Fig. 3A and fig. S10, A to D). Therefore, we derived the fraction enriched within the ±10-bp DSB window to discern changes in resected joint distributions. 

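In *Ku70-/-* libraries with STI-571, 45.5% ± 1.23 (SD, n = 2) of coding end bait junctions and 51.8% ± 0.330 (SD, n = 2) of signal end bait junctions stayed within 10 bp over the listed libraries, and 47.6% ± 3.73 (SD, n = 3) and 53.2% ± 2.53 (SD, n = 3) over all. The unlisted libraries had the highest shares, 51.8% (95% interval 51.5 to 52.1) and 56.2% (55.9 to 56.4). Against WT the share changed by −52.5 and −47.9 percentage points (listed) or −50.4 and −46.4 points (all; exact two-sided permutation p = 0.1 each). The median distance was 12 bp from the coding end bait and 10.0 bp from the signal end bait in the listed libraries, and the 90th percentile from the coding end bait was 36.5 bp. Hybrid joints rose to 32.9% ± 0.1798 (SD, n = 2) of coding end bait junctions, or 35.3% ± 4.27 (SD, n = 3) with the unlisted library at 40.3% (95% interval 39.9 to 40.6). A window of 20 bp moved the coding end difference the most, to −26.7 points, and the genotypes stayed apart. The paper takes the fraction inside the window as its measure of changes in the distributions of resected joints. Its figures show lower *Ku70-/-* shares than found here, about 35% from the coding end bait and 41% from the signal end bait. The cause of this gap was not tested.

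**Figure D2:**
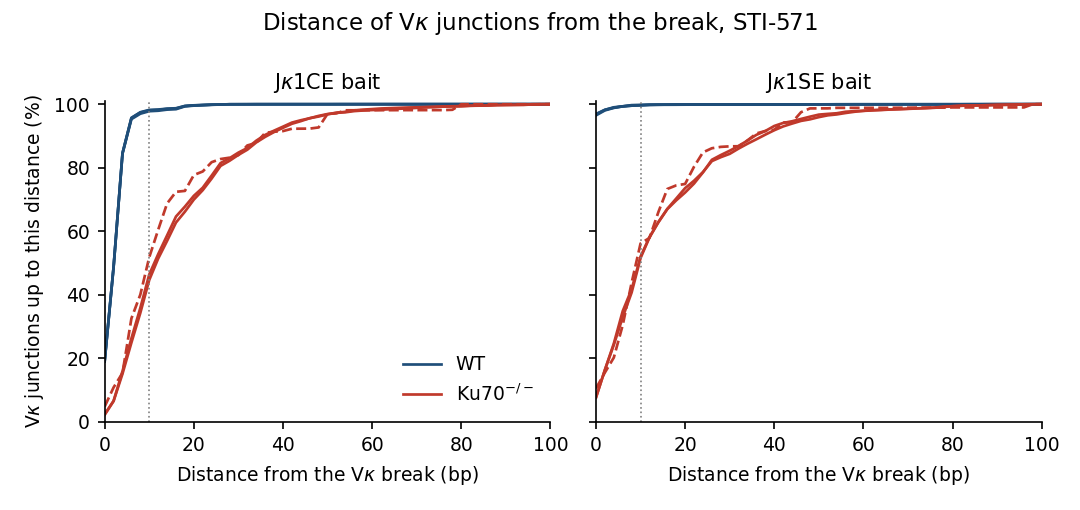
Cumulative share of Vκ junctions (percent) against distance from the Vκ break (bp) for WT and *Ku70-/-* cells with STI-571 from the Jκ1CE and Jκ1SE baits. Each line is a library, dashed lines are the unlisted *Ku70-/-* libraries, and the dotted line marks 10 bp.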

Despite varied effects on V-J efficiencies with the inhibitor panel in WT cells (fig. S5, B and C), none of them promoted resected end joining (fig. S9, B and C). In contrast, Parp (#1/2), Polα (#1/2), and ATM inhibitors increased the fraction of resected joints in *Ku70^−/−^* cells (Fig. 3, A and B, and fig. S10, A and B). *Parp1^−/−^* (#1/2), *Atm^−/−^*, or *Xrcc1^−/−^* (#1/2) in *Ku70^−/−^* cells also significantly increased resected joints (Fig. 3C and fig. S10C). However, corresponding 53BP1, LigIV, and/or Exo1 deletions in *Ku70^−/−^* cells did not increase the resected joint fraction unless they were additionally treated with ATMi (Fig. 3D and figs. S10D and S11, A to F). In contrast, ATMi did not change joint distributions when added to *Ku70^−/-^Parp1^−/−^* (#1/2) or *Ku70^−/−^Xrcc1^−/−^* (#1/2) *vAbl* cells (Fig. 3C and fig. S10C). This suggests that Parp1 and XRCC1 have overlapping roles with ATM to regulate end processing. Neither DNA2 or Mre11 nuclease inhibition nor Exo1 deletion displayed an anti-resected joint enrichment in the various backgrounds (Fig. 3, A, B, and D, and figs. S9, B and C, S10, B and D, and S11, C to F), except for DNA2i in *Ku70^−/−^* cells (Fig. 3, A and B, and fig. S10, A and B), which correlates with its impacts on V-J recombination efficiency. As predicted, restoration of NHEJ through Ku70 expression dropped the resected joint fraction by ~2-fold in relevant cell lines except those with additional LigIV deficiency (Fig. 3, C and D; figs. S10, C and D, and S11, A to F; and tables S3 and S4), which are subject to DNA-PK–mediated resection mechanisms (*49*). Collectively, we conclude that DNA2 promotes resected end joining while Parp1, XRCC1, Polα, and ATM signaling limit resected end joining in the absence of Ku70. We also conclude, counterintuitively, that 53BP1 does not influence resected joint distributions despite crucially supporting A-EJ recombination efficiency.

**Fig. 3.**
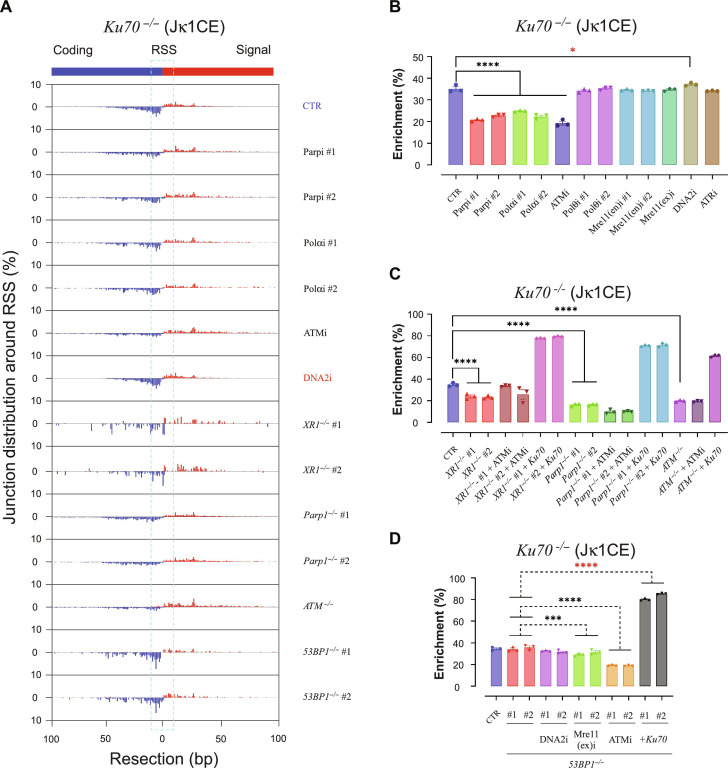
A-EJ regulators and drivers, but not 53BP1, suppress hyper-resected joints. (**A**) Coding and signal prey junctions of Vκ region DSBs from the Jκ1CE bait are aggregated in a resection window of ±100 bp around the RAG1/2 DSB (RSS). Representative plots showing restricted (DNA2i treatment), extended (Polα inhibition; XR1 deletion; Parp1 and ATM inhibition or deletion), or no significant change (53BP1 deletion) are indicated. (**B** to **D**) The percentage of junctions that enriched in the window of ±10 bp around the RSS site was used as an indicator for resection, as cyan dashed rectangle in (A). The significance of enrichment changes when combined with indicated inhibitors or gene modification or both was evaluated by one-way ANOVA (B and C) and two-way ANOVA (D) plus posttest comparison; *N* = 3.

### MMEJ increases with greater declines in A-EJ activity

As resection enhances the likelihood of relying on junctional MHs to stabilize/align ends and complete ligation, we wanted to know whether increased resected joints correlated with changes in Vκ region junction structure patterns. 

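Each Vκ junction was sorted by the bases shared by bait and prey at the joint (microhomology), by inserted bases, or as direct when it had neither. From the coding end bait, the listed *Ku70-/-* libraries with STI-571 had 52.7% ± 0.898 (SD, n = 2) direct joints, 2.63% ± 0.000868 (SD, n = 2) insertions, and microhomologies of 1, 2, 3 and 4 bp at 27.8% ± 1.05, 10.1% ± 0.0509, 3.48% ± 0.142 and 1.52% ± 0.0146 (SD, n = 2 each). Over all libraries the direct share was 51.2% ± 2.64 (SD, n = 3), insertions 2.05% ± 1.01 (SD, n = 3) and 1-bp microhomology 31.6% ± 6.55 (SD, n = 3). The unlisted library departs most in that class, with 39.1% at 1 bp and 0.878% insertions (95% interval 0.820 to 0.939). With the signal end bait, direct joints were 57.0% ± 0.615 (SD, n = 2) in the listed and 58.2% ± 2.06 (SD, n = 3) in all libraries (60.5% in the unlisted), insertions 1.66% ± 0.414 (SD, n = 2) and 1.28% ± 0.732 (SD, n = 3), and the shares at 1, 2, 3 and 4 bp 21.2%, 9.87%, 4.65% and 2.14% in the listed libraries. Lengths of 1 to 4 bp make up 96.2% (coding end) and 91.6% (signal end) of all microhomology joints there.

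Microhomologies longer than 1 bp took 16.8% ± 0.152 (SD, n = 2) of listed and 15.1% ± 2.93 (SD, n = 3) of all *Ku70-/-* coding end joints, 13.1 points above WT over all libraries (exact two-sided permutation p = 0.1), and 20.1% ± 0.224 (SD, n = 2) and 20.8% ± 1.23 (SD, n = 3) of signal end joints, also without overlap with WT. The insertion share of signal end joints did not separate the genotypes (−0.803 points; exact permutation p = 0.2), although it does without WT library a (−0.882 points) or *Ku70-/-* library b (−1.14 points) and shrinks to −0.416 points without the unlisted library. Pooling 1-bp microhomology with longer ones moved the coding end difference the most, to 32.3 points. With each junction counted once, the share of direct and 1-bp joints combined changes from −0.217 points against WT (−2.49 points without the unlisted library) to 30.9 points, as insertions make up 63.1% of distinct WT junctions.

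**Figure D3:**
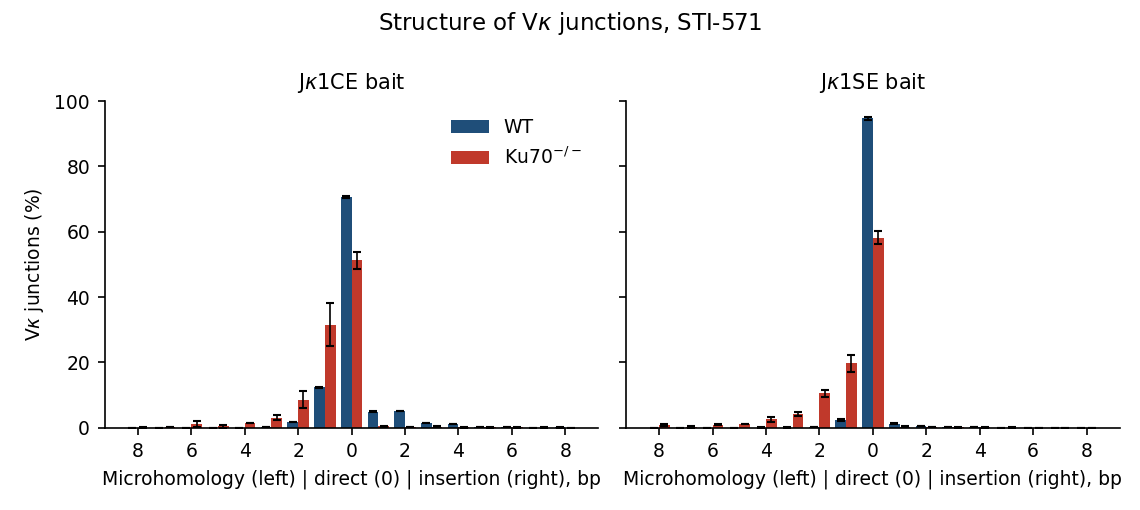
Share of Vκ junctions (percent) that are direct, carry microhomology of a given length or carry insertions in WT and *Ku70-/-* cells with STI-571, by bait. Bars show the mean ± SD over all 3 libraries.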

For a baseline A-EJ measure, *Ku70^−/−^* joints from either CE or SE baits contain very few insertions and have a dominant peak of direct joints (~50 to 60%), along with an exponential decay of increasing MH lengths (1 to 4 bp) (Fig. 4A). In contrast, NHEJ restoration via Ku70 complementation reduced MH use and increased direct repair and specifically increased palindromic insertions from CE baits, consistent with what is observed in WT *vAbl* cells (*4*, *49*, *50*) (Fig. 4, A to D, and figs. S12, A to F; S13, A and B; S14, A to D; and S15, A to D). For the A-EJ perturbations, both CE and SE bait junctions displayed similar pattern changes across comparisons with the 1-bp MH representing an inflection point from the *Ku70^−/−^* joint structure pattern. Of the 12 inhibitors, only ATM and Polα (#1/2) inhibitors increased total MMEJ (>1 bp) by ~100% while Parp (#1/2) inhibitors marginally increased MMEJ. *Ku70^−/-^Atm^−/−^* cells also reproduced the phenotype of ATMi-mediated MMEJ increase. Although *Ku70^−/-^Parp1^−/−^* (#1/2) structures were not altered, inclusion of ATMi promoted MMEJ synergy with a 30 to 40% transition of direct to MH joint utilization (Fig. 4, A and B, and fig. S12, A to D). However, when integrated with an unchanged resected joint pattern with combined Parp1 and ATM perturbation (Fig. 3C and fig. S10C), the data suggest that resection alone is not causal for the MMEJ synergy. Furthering this notion, *Ku70^−/−^53bp1^−/−^* (#1/2) lines, which did not increase the range of resected joints, increased total MMEJ to a similar level as ATMi alone. Added Mre11, DNA2, or ATM inhibitors did not affect the increased MMEJ pattern (Fig. 4C and fig. S12E). A similar result for these inhibitors was observed in other 53BP1-deficient backgrounds, and Exo1 deficiency in the various backgrounds did not enhance MMEJ (figs. S13, A and B, and S15, A to D). A robust transition to MMEJ that was similar in phenotype to *Ku70^−/-^Parp1^−/−^* + ATMi was revealed in *Ku70^−/−^Xrcc1^−/−^* cells (#1/2) that used ~18% direct joints. In this regard, direct joint utilization was further reduced to ~8% with ATMi and is reminiscent of the G_0_-G_1_ phase *Lig4^−/−^ vAbl* MMEJ pattern for both bait ends (*49*). Collectively, these observations imply that increased MMEJ does not necessarily rely on altered resected joint patterns, but rather, the altered patterns may be a consequence of increased MMEJ utilization. The data also support the concept that near-exclusive MMEJ utilization is suppressed by both the ATM-recruited 53BP1 chromatin domain and the bona fide A-EJ pathway.

**Fig. 4.**
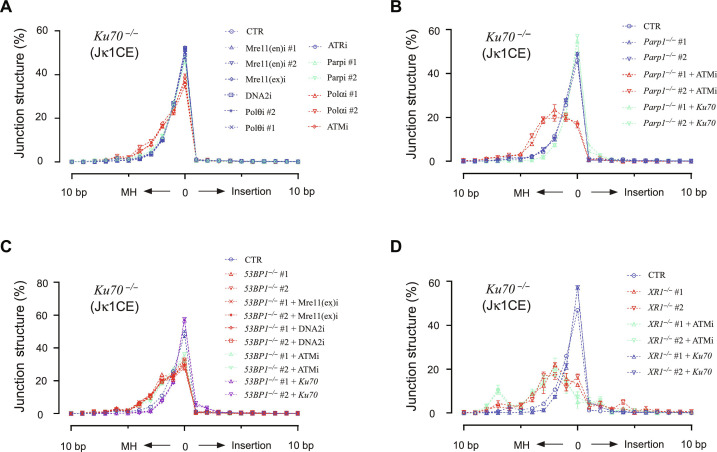
MMEJ increases with greater declines in A-EJ function. (**A**) Jκ1CE bait and Vκ region prey junction structure distributions for the various inhibitors are split into three groups: no detectable pattern change (blue), marginal change (Parpi #1/2, green), and substantial change (Polαi #1/2 and ATMi). The repair profile was shown in the ±10-bp window, the left part indicates overlapping bait/prey microhomology (MH) length, 0 indicates direct (blunt) repair, and the right part indicates the insertion size. (**B** to **D**) Same as (A) but for Parp1, 53BP1, and XRCC1 deletion with or without the indicated inhibitors or Ku70 expression, respectively. All experiments were biologically repeated three times.

### ATM and Parp1 maintain recombination fidelity

Given that the DDR supports A-EJ functions, we evaluated whether perturbing pathway components altered Vκ region CE and SE pairing to the Jκ1 bait DSB to further promote CE-SE hybrid joining. To do this, we quantified the number of junctions based on the joining types and derived the CE/SE ratio (Fig. 5A and tables S3 and S4). From the CE bait in WT *vAbl* cells, CE-CE recombination fidelity averaged ~850:1, and ATMi decreased bias ~18-fold, down to ~45:1 (fig. S16A and table S3) but remained dependent on NHEJ (*51*). 

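In the 3 WT control libraries of this sequencing run listed in table S3, CE-CE joints outnumbered hybrid joints 422, 538 and 463 to 1, a mean of 474 ± 58.5 (SD, n = 3). The ratio rests on few joints, 640 to 855 hybrid joints per library, so small changes in what is called a hybrid joint move it far. Telling coding from signal ends by the side of the break in place of the strand gave 66.8, and counting each junction once gave 85.4. For the signal end bait, the ratio of SE-SE to hybrid joints was 57.4 ± 5.65 (SD, n = 3).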

Among the other inhibitors, only Parpi (#1/2) displayed an increase in these hybrid CE-SE joints, but this effect was only ~2-fold. Although the absence of Ku70 significantly drops CE recombination fidelity down to ~2:1 (*4*, *49*), we discovered that inhibited ATM and Parp had similar effects in further decreasing recombination fidelity toward a true translocation-defined 1:1 CE/SE ratio with no additional inhibitors affecting recombination fidelity (Fig. 5B). 

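The listed *Ku70-/-* controls of this run had 2.04 ± 0.0166 (SD, n = 2) CE-CE joints per hybrid joint from the coding end bait and 1.10 ± 0.0143 (SD, n = 2) SE-SE joints per hybrid joint from the signal end bait. Over all libraries the ratios were 1.86 ± 0.323 (SD, n = 3) and 1.10 ± 0.0101 (SD, n = 3), with the unlisted coding end library at 1.48. On a log2 scale the coding end ratio changed by −7.85 (listed) or −8.01 (all) against WT and the signal end ratio by −5.70 (all; exact two-sided permutation p = 0.1 each). Sorting by side of the break moved the coding end change the most, to −5.15. The signal end ratio of *Ku70-/-* cells was thus already near 1:1 without any inhibitor, while the coding end bait kept a residual preference for coding ends. The paper states that loss of Ku70 lowers the fidelity of coding end joining and measures further losses against the preference that remains.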

Similar to the trend of increased resected joints (Fig. 3, A to D), *Parp1^−/−^* (#1/2) and *Xrcc1^−/−^* (#1/2), but not *53bp1^−/−^* (#1/2) or *Exo1^−/−^* (#1/2/3), also decreased the residual end bias (Fig. 5, B and C, and fig. S16, B and C). However, while *Ku70^−/-^Atm^−/−^* or *Ku70^−/−^* + ATMi dropped CE bias down to ~1:1, SE bias from the Jκ1SE bait increased ~3-fold to ~3:1 (Fig. 5, B and C, and tables S3 and S4); this ATMi effect to recover SE fidelity was also found across all combinations, including 53BP1 deficiency (table S4). This is notable because only ATM perturbation displayed both a CE bias drop and an SE bias rise in A-EJ backgrounds (tables S3 and S4), supporting prior work that ATM regulates RAG1/2 postcleavage activity in DNA-PK–deficient cells (*52*).

**Fig. 5.**
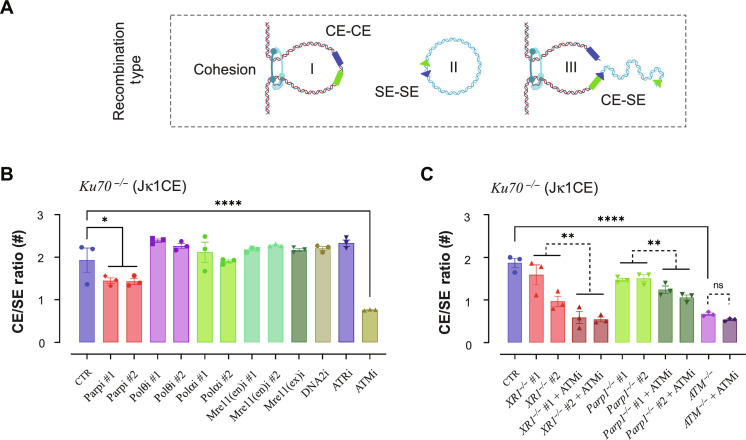
ATM and Parp1 maintain recombination fidelity. (**A**) An illustration of possible recombination outcomes of post-RAG1/2 cleavage, including coding to coding (CE-CE) (I), signal to signal (SE-SE) (II), and hybrid joins (CE-SE) (III). (**B**) The *Ku70^−/−^* cell CE/SE ratio from Jκ1CE bait is indicated with or without the indicated inhibitors. (**C**) Same as (B) but with additional XRCC1 (XR1), Parp1, or ATM deletion with or without ATM inhibitor. One-way ANOVA with posttest significance for each comparison is indicated; *N* = 3. (A) was created with BioRender.com.

### A-EJ and ATM increase distal Vκ recombination

The Igκ topologically associating domain (TAD) can be divided into Vκ region sub-TADs—*sTAD1-2*, *sTAD3*, *sTAD4*, and *sTAD5* (*53*), each with varying numbers of actively extruding CTCF/cohesion anchored chromatin loops that form an interaction zone for V-J pairing and cleavage by RAG1/2 (*54*). In *WT vAbl* cells, Jκ1CE bait recombination was the greatest in the Jκ proximal sTAD (*sTAD5*; ~45%) and declined as a function of linear distance with the distal sTAD (*sTAD1-2*) contributing ~11% of total recombination (fig. S17, A and B, and table S3). In contrast, *Ku70^−/−^ vAbl* cells displayed a similar overall trend but with a ~7% decrease in *sTAD5* and ~7% increase in *sTAD1-2* (Fig. 6, A to C, and table S3). 

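The WT controls of this run were assigned to sub-TADs with bounds at Vκ sites: sTAD1-2 from 67506211 to 68114918 (23 sites), sTAD3 from 68170701 to 68880262 (29 sites), sTAD4 from 68890062 to 69676566 (31 sites) and sTAD5 from 69714516 to 70654172 (53 sites) on chromosome 6. From the coding end bait they took 13.8% ± 0.321, 16.2% ± 0.128, 26.3% ± 0.214 and 43.7% ± 0.213 of Vκ junctions (SD, n = 3 each). From the signal end bait the shares were 17.7% ± 0.437, 23.5% ± 0.633, 18.2% ± 0.342 and 40.7% ± 0.576 (SD, n = 3 each), so the steady decline with distance belongs to the coding end bait and sTAD3 exceeds sTAD4 from the signal end.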

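From the coding end bait, the listed *Ku70-/-* libraries with STI-571 placed 38.1% ± 0.488 (SD, n = 2) of Vκ junctions in sTAD5 and 19.8% ± 1.06 (SD, n = 2) in sTAD1-2, which is −5.60 and 5.98 percentage points against WT. Over all libraries the shares were 35.9% ± 3.73 (SD, n = 3) and 18.5% ± 2.36 (SD, n = 3), or −7.74 and 4.69 points (exact two-sided permutation p = 0.1 each); the unlisted library had 31.6% (95% interval 31.3 to 31.9) and 15.9% (15.7 to 16.1). The change in sTAD4 has no settled sign, −1.59 points over the listed and 0.244 over all libraries. Counting each junction once moved the sTAD5 difference the most, to −1.56 points.

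At 5 neighboring sites noticed in the data (Igkv3-7, a site at 70613890, Igkv3-4, Igkv3-3 and Igkv3-2; 91.0 kb in all) the 3 *Ku70-/-* coding end libraries hold 4 of 313958 Vκ junctions, and signal end libraries 2 of 432682, while the sites take 8.33% ± 0.222 (SD, n = 3) of WT coding end junctions. Igkv3-1, closer to Jκ1, is still used in *Ku70-/-* cells. In an alternative chosen after seeing the data, the 5 sites were left out of both genotypes: sTAD5 then held 38.5% ± 0.377 (SD, n = 3) in WT against 38.1% in the listed and 35.9% in all *Ku70-/-* libraries, a difference of −0.480 or −2.62 points with overlap between genotypes. The sTAD1-2 difference from the coding end bait remained at 4.73 (listed) or 3.43 points (all) without overlap. From the signal end bait it was −0.726 points over all libraries with overlap, and −1.79 points without overlap once the 5 sites were left out. The paper reasons from the shares to a landscape of similar shape with a shift from proximal to distal recombination in *Ku70-/-* cells.

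**Figure D4:**
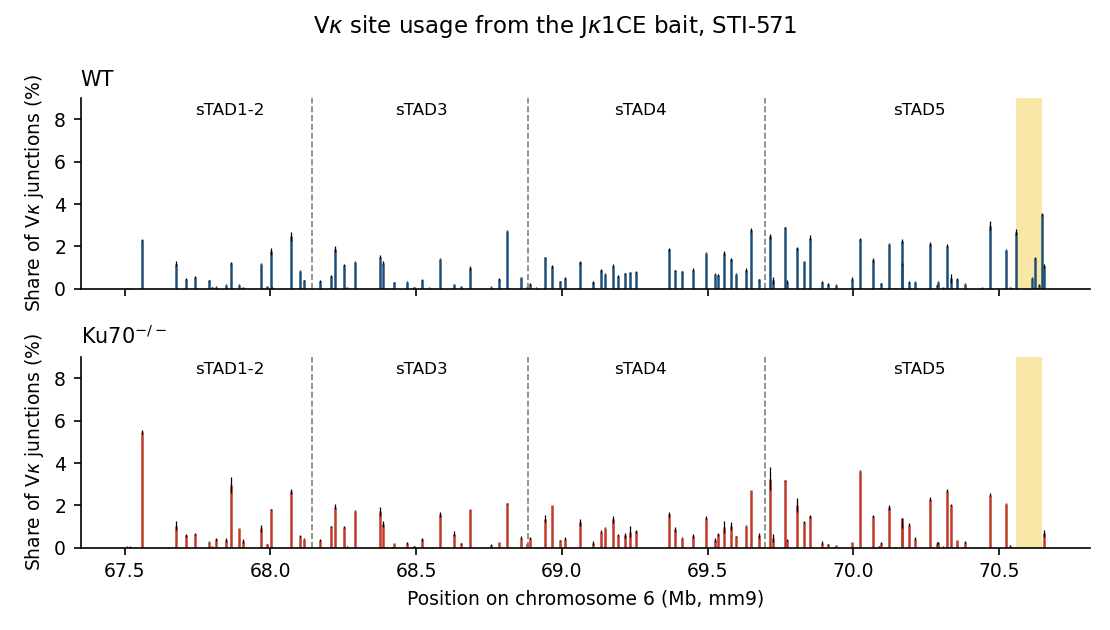
Share of Vκ junctions (percent) at each Vκ site (position on chromosome 6, Mb) in WT and *Ku70-/-* cells with STI-571 from the Jκ1CE bait. Vertical lines and error bars are means ± SD over the libraries listed in table S3, dashed lines mark sub-TAD bounds, and the yellow band spans the 5 sites.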

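Site by site, usage was compared between *Ku70-/-* and WT cells with STI-571 on log2 junctions per 1000 (limma on all 3 libraries per group, Benjamini-Hochberg adjusted p below 0.05). From the coding end bait 8 of 112 sites passed (3 up and 5 down), and the 48 sites whose libraries do not overlap stand against the 10% that chance gives with 3 against 3 libraries. The largest rises were at Igkv9-123 (67904221, log2 change 2.18), Igkv8-16 (70336665, 2.13) and Igkv11-125 (67864047, 1.19). None of these rises passes in every fit without 1 library: the lowest log2 changes were 2.08 (Igkv9-123, without WT replicate 2), 1.89 (Igkv8-16, without WT replicate 3) and 1.09 (Igkv11-125, without *Ku70-/-* replicate 2). All 5 falls are the neighboring sites above; Igkv3-2 went from 35.1 ± 0.607 per 1000 in WT to 0.00297 ± 0.00515 (SD, n = 3 each), so its log2 change of −11.5 rests on 1 junction among the *Ku70-/-* libraries and on the value added before taking logs (−8.47 with 10 junctions added). In the signal end libraries 13 of 113 sites passed (6 up and 7 down), with Igkv4-70 (4.92), Igkv4-69 (4.21) and Igkv4-80 (2.16) rising the most on the log2 scale. Igkv4-70 and Igkv4-69 pass in every fit without 1 library, but Igkv4-80 only in the fit without the unlisted library, where its log2 change is lowest (1.72). The unlisted library adds much of the scatter: with the listed libraries alone 44 and 61 sites passed, while without 1 WT library the counts fall as low as 5 and 7.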

From the panel of inhibitors tested, none displayed a discernible shift in the landscape of utilization from WT cells (fig. S17B and tables S3 and S4). However, only ATMi or *Atm^−/−^* further increased sTAD1-2 recombination in *Ku70^−/−^* by ~5 to 6% (Fig. 6, B and C; fig. S18, A to C; and table S3) and was consistently found across other *Ku70^−/−^* combinations except for *Ku70^−/−^Xrcc1^−/−^* (Fig. 6C and tables S3 and S4). We conclude that A-EJ and inhibited ATM have additive effects on promoting distal V-J recombination.

**Fig. 6.**
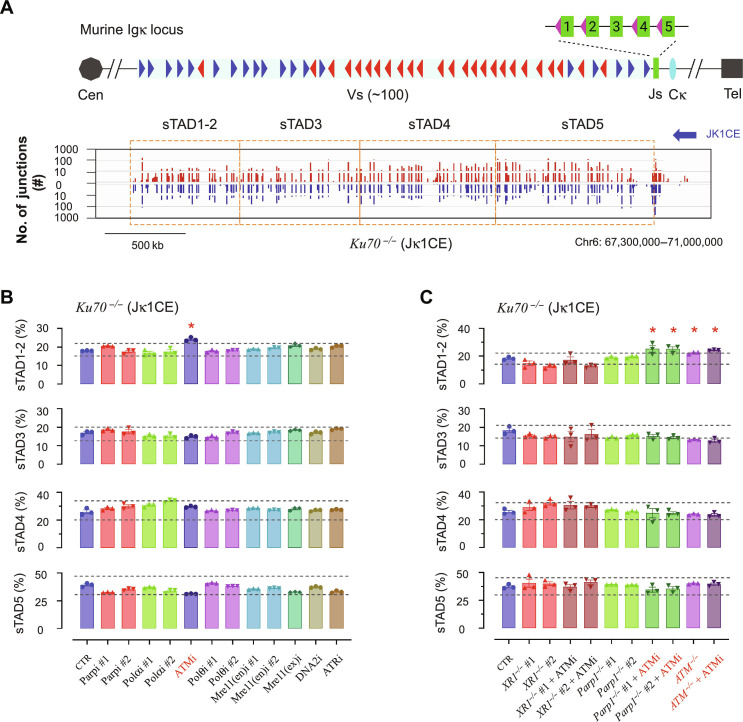
A-EJ and ATM increase distal Vκ recombination. (**A**) The Igκ locus is a topologically associated domain (TAD) that can be divided into four subTADs: *sTAD1-2*, *sTAD3*, *sTAD4*, and *sTAD5* (*53*), as shown in the *Ku70^−/−^* Jκ1CE bait control. (**B**) The percentage of the four segments with or without indicated inhibitors as indicated. (**C**) Same as in (B) but for XRCC1 (XR1), Parp1, and ATM deletions with or without ATM inhibitor. Text highlighted in red and indicated in the graph by red asterisks denotes conditions that extend beyond the ±20% threshold change of the CTR (dashed lines). All experiments represent three biological replications. (A) generated from the Integrative Genomics Viewer (igv.org).

### Compromised DDR affects A-EJ translocations

Despite the normally well-orchestrated process of V(D)J recombination, chromosome translocations between RAG1/2-mediated and spontaneous DSBs can also occur. Thus, we sought to determine whether genome-wide junctions are repaired similarly to recombined junctions in the Igκ locus in the context of A-EJ and DDR gene perturbation. In this regard, translocations represented a mix of spontaneous prey DSBs and RAG1/2 prey DSBs from other antigen receptor loci (e.g., Igλ, IgH, etc.). Therefore, we analyzed both the relative and absolute translocation pools (see Materials and Methods), which were highly correlated (tables S3 and S4), to describe notable changes. 

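Translocations as deposited, the relative pool, were set beside translocations with each junction counted once, library by library. The latter stand in for the absolute pool; the rule by which the authors merged copies was not recovered, and their absolute counts are not equal to these in any listed library with STI-571. In WT coding end libraries with STI-571, 253, 284 and 334 translocations as deposited come down to 140, 159 and 155 when each junction is counted once. In the listed *Ku70-/-* libraries, 1617 and 1554 come down to 295 and 273, and in the unlisted library 1423 come down to 73. From the signal end bait the WT counts are 464, 300 and 207 against 47, 47 and 40, the listed *Ku70-/-* counts 1978 and 2034 against 250 and 230, and the unlisted 3563 against 24. With 3 libraries per group no correlation within a group was computed. From each bait the listed *Ku70-/-* libraries lie above every WT library in both pools. The unlisted signal end library, which the paper's tables do not hold, has the highest relative and the lowest absolute count.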

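WT libraries with STI-571 held 290.3 ± 40.9 (SD, n = 3) interchromosomal translocations per 500000 read pairs from the coding end bait and 324 ± 130.1 (SD, n = 3) from the signal end bait, duplicates included. The share falling in the Igh, Igl, Tcra/Tcrd and Tcrg windows was 10.6% ± 6.01 (SD, n = 3) from the coding end bait, with Igh at 4.84% ± 0.283 (SD, n = 3) and Igl at 5.25% ± 5.84 (SD, n = 3). The signal end bait gave 39.7% ± 24.1 (SD, n = 3) with libraries from 17.9 to 65.5%. Single positions weigh on these values: in the library with 65.5% (95% interval 61.081 to 69.699), 134 of 464 translocations end at the same position, 54174233 on chromosome 14, inside the Tcra/Tcrd window.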

In general, WT translocations were low in frequency and composed mostly of spontaneous DSB end partners. Whereas *Ku70^−/−^* translocations were three- to sixfold higher in frequency with a greater proportion coming from other antigen receptor locus RAG1/2 DSB end partners (Fig. 7A, figs. S19A and S20A, and tables S3 and S4). 

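In the listed *Ku70-/-* libraries with STI-571, translocations numbered 1585.5 ± 44.5 (SD, n = 2) from the coding end bait and 2006 ± 39.6 (SD, n = 2) from the signal end bait, 5.46 and 6.20 times the WT means; over all libraries they numbered 1531 ± 98.97 (SD, n = 3) and 2525 ± 899 (SD, n = 3), or 5.27 and 7.80 times (exact two-sided permutation p = 0.1 each). Counting each junction once lowers the folds to 1.88 and 5.37 over the listed libraries. With the unlisted libraries included they are 1.41 and 3.76, and the genotypes overlap. The coding end fold moved the most under that alternative. In cycling cells translocations numbered 73.7 ± 32.6 (WT) and 80.3 ± 37.6 (*Ku70-/-*) from the coding end bait and 1.67 ± 1.53 and 71.7 ± 28.4 from the signal end bait (SD, n = 3 each).

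The share at antigen receptor loci from the coding end bait was 36.3% ± 1.61 (SD, n = 2) over the listed libraries, with Igl alone at 33.9% ± 0.654 (SD, n = 2), and 49.2% ± 22.3 (SD, n = 3) over all. Both sets lie above every WT library. The unlisted library, at 74.8% (95% interval 72.5 to 77.0), has 928 of 1423 translocations at a single position, 19063363 on chromosome 16, inside the Igl window. From the signal end bait the share was lower than in WT, 20.8% ± 0.551 (SD, n = 2) over the listed and 14.3% ± 11.3 (SD, n = 3) over all libraries, a difference of −25.4 points with overlap between genotypes; without the WT library at 65.5% the difference is −12.5 points, and without the WT library at 17.9% it is −36.3 points and the genotypes separate. The unlisted library had 1.15% (95% interval 0.849 to 1.56). The paper states that *Ku70-/-* translocations are more frequent and draw more on RAG1/2 breaks elsewhere. In this run the frequency as deposited was higher from both baits, and the receptor share was higher from the coding end bait. For the signal end bait the receptor share is not settled, as the genotypes overlap.

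**Figure D5:**
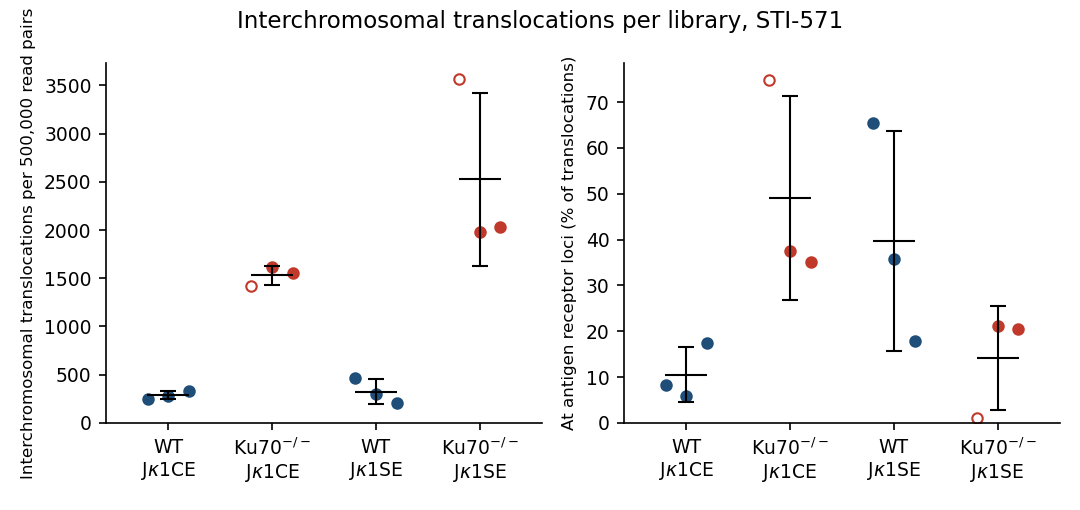
Interchromosomal translocations per 500000 read pairs and the percentage of them at other antigen receptor loci in WT and *Ku70-/-* cells with STI-571, by bait. Points are libraries, open circles the unlisted *Ku70-/-* libraries, and bars the mean ± SD over all 3 libraries.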

Consistent with the negative impact to V-J efficiency (fig. S4, B and C), WT *vAbl* cells treated with Parp, ATM, or ATR inhibitors increased translocations (fig. S19, A to H). Notably, *Ku70^−/−^ vAbl* cells treated with Parpi (#1/2) specifically increased spontaneous translocations, while ATMi preferentially increased RAG1/2 translocations (fig. S19, B and D, and tables S3 and S4). This difference emphasizes their respective roles in base excision repair and regulating RAG1/2 recombination center activity. Unlike WT CE bait V-J joints that were predominantly direct with some insertions (~20%), WT CE bait translocation joints were primarily insertions (~70%) with a cascading enrichment of direct (~20%) and MHs (~10%). This pattern is consistent with coding end preservation and committed repair by NHEJ. In this context, many of the inhibitors increased direct and MH utilization, where the compounds that decreased V-J efficiency and increased translocations, like ATMi, Parpi, ATRi, and Polαi, also displayed the greatest MMEJ transition (fig. S19, I and J).

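In the WT controls of this run, insertions took 14.9% ± 0.140 (SD, n = 3) and direct joints 70.6% ± 0.348 (SD, n = 3) of coding end Vκ junctions. Among distinct translocations of the same libraries (137 to 154 with a readable joint), insertions took 69.4% ± 5.61, direct joints 14.5% ± 6.04, 1-bp microhomology 7.76% ± 2.13 and longer microhomology 8.34% ± 1.28 (SD, n = 3 each). The insertion share was 54.6 points higher in translocations, and no library overlapped. The size of this gap depends on counting the Vκ junctions as deposited and the translocations once. In an alternative chosen after seeing the data, with the Vκ junctions counted once too, the gap shrinks to 6.31 points, as insertions also make up most of the distinct Vκ junctions.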

**Fig. 7.**
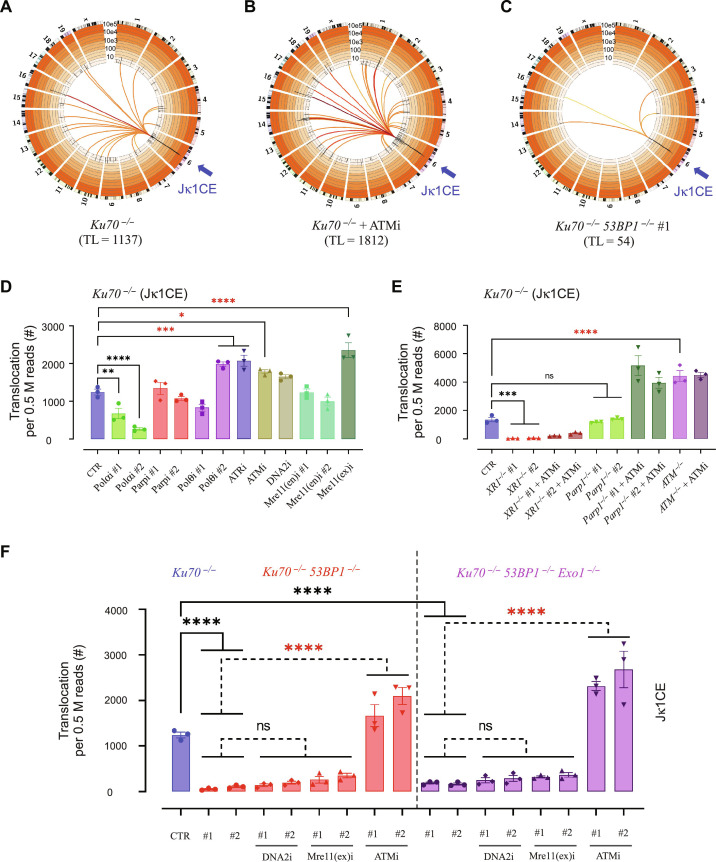
Compromised DDR affects A-EJ translocations. (**A** to **C**) Representative genome-wide plots of junctions joined with Jκ1CE in *Ku70^−/−^* (A), *Ku70^−/−^* + ATMi (B), and *Ku70^−/−^ 53BP1^−/−^* #1 (C). (**D** to **F**) Relative translocation frequencies in *Ku70^−/−^* with or without the indicated inhibitors, deletions, or both per 0.5 M (million) sequence read pairs. The significance between *Ku70^−/−^* (CTR) and the indicated inhibitors, gene modification, or both was evaluated by one-way ANOVA plus posttest comparison: *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001; *N* = 3.

The chemical inhibition and gene deletion effects on *Ku70^−/−^* translocation frequency revealed both gains and losses. ATM deletion or inhibition of ATR, Mre11(ex), or ATM (including with all gene deletion contexts) consistently increased translocations (Fig. 7, A to E, and fig. S20, A and B), which, for the exception of Mre11(ex)i, corresponded with decreased V-J efficiencies (Fig. 1, B and C, and fig. S4, C and D). In contrast, deficiency of XRCC1 or 53BP1 recovered very few translocations (Fig. 7, A to F; figs. S20, A and B, and S21; and tables S3 and S4) consistent with robust decreases in V-J efficiencies (Figs. 1C and 2B and figs. S4D and S6B). Unlike with WT *vAbl* cells, Parpi or Parp1 deficiency in *Ku70^−/−^ vAbl* cells did not change the translocation level. This unexpected effect may be normalized due to a combined genome-wide DSB increase and a partially compromised A-EJ. Joint structures of *Ku70^−/−^* translocations resembled V-region joint structures, and similar patterns emerged for all other added DDR or A-EJ perturbations (fig. S22, A to D). 

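Distinct translocations of the listed *Ku70-/-* coding end libraries had 26.9% ± 6.98 (SD, n = 2) microhomology longer than 1 bp, 61.0% ± 3.90 (SD, n = 2) direct or 1-bp joints and 12.1% ± 3.08 (SD, n = 2) insertions. Over all libraries the shares were 30.4% ± 7.86, 47.6% ± 23.3 and 22.0% ± 17.2 (SD, n = 3 each). The unlisted library has only 72 distinct translocations with a readable joint, of which 37.5% (95% interval 27.2 to 49.0) had longer microhomology and 41.7% (31.0 to 53.2) insertions. Against Vκ junctions as deposited, translocations had 15.3 points more of the longer microhomology and 19.9 points more insertions over all libraries (10.1 and 9.47 points over the listed). With translocations counted as deposited as well, the differences were 2.62 and 0.563 points, and the direct and 1-bp joints differed by −3.18 points. In an alternative chosen after seeing the data, with both pools counted once, the differences were 14.3 points in longer microhomology, −16.5 in direct and 1-bp joints and 2.21 in insertions over all libraries. Longer microhomology from the signal end bait took 22.8% ± 4.64 (SD, n = 2) of the distinct translocations of listed libraries. The paper states the resemblance from the classes of joints.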

Notably, ATMi treatment in all measurable *Ku70^−/−^* double-knockout combinations generally doubled MMEJ utilization from the 20% baseline (fig. S22, C and D). However, the low translocation frequencies in the severely compromised backgrounds (i.e., *Ku70^−/−^Xrcc1^−/−^* and *Ku70^−/−^53bp1^−/−^*) precluded further comparison. In summary, the data reveal two distinct groups of genes that influence translocation generation: (i) upstream DDR genes that influence A-EJ synapsis partners, and (ii) end-joining capacity genes essential for the bona fide A-EJ pathway.

## DISCUSSION

This study revealed Parp1 and XRCC1 as crucial A-EJ factors that drive Igκ V-J recombination and DSB repair in the absence of the Ku-initiated NHEJ. This mechanism is aided by the ATM-initiated DDR that stabilizes end joining via 53BP1. On the one hand, disrupting the core A-EJ factor XRCC1 decreases both V-J recombination and translocations, with residual joints consisting mostly of MHs to stabilize their end ligation. On the other hand, disrupting the DDR at different stages is varied, where key factor perturbations highlight defective end-joining fidelity, efficiency, and/or synapsis functions, most of which are also either evident with or functionally compensated by NHEJ (*41*, *55*). Thus, the short-range resection and repair that is associated with this A-EJ mechanism is an excellent model to understand the plasticity of the DDR, particularly from 53BP1-regulated and ATM-independent contexts, to elucidate additional end-joining mechanisms (Fig. 8). Our data provide further insight into the regulation of this heir-apparent end-joining pathway.

**Fig. 8.**
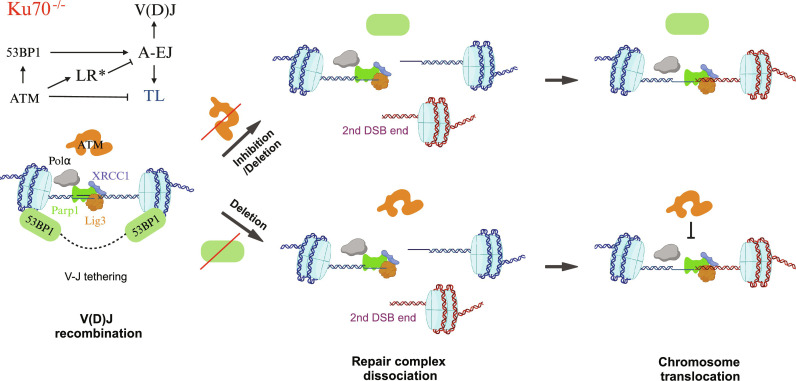
ATM and 53BP1 regulate A-EJ–mediated V(D)J recombination and chromosome translocation. Ku70 deficiency eliminates NHEJ and enables a bona fide A-EJ mechanism involving Parp1, XRCC1, and LigIII to complete V(D)J recombination, initiated by the RAG1/2 endonuclease. A-EJ is supported by the ATM-mediated DDR which recruits 53BP1 to facilitate end salvage mechanisms (e.g., distal end tethering) and suppress the formation of translocations (TL). ATM also activates nucleases to promote long-range resection (LR*) and suppress A-EJ when 53BP1 is absent or excluded from DDR recruitment. Thus, inhibiting or deleting ATM (top) increases translocations due to diminished end tethering support and nuclease activation, while deleting 53BP1 (bottom) decreases overall A-EJ capacity by dissociating the V-J tethered repair complex and enabling ATM-activated nucleases to suppress translocations. Created with BioRender.com.

Although its role(s) in A-EJ will need more clarity, poly(ADP)ribosylation contributed by Parp1 and Parp2 labels DNA end termini, histones, and DNA repair proteins (*56*, *57*) and, therefore, could facilitate end access, tethering at the nucleosome level or even end bridging (*58*, *59*). The likelihood of both genes operating in A-EJ is consistent with the partial loss in repair with Parp1 deficiency and a greater A-EJ defect with Parp inhibitors that preferentially trap Parp2 (*60*); however, functions in addition to A-EJ are likely the reason why dual deficiency of these genes is cell lethal in NHEJ-proficient *vAbl* cells (*61*). In this regard, Parp1/Parp2 functions in chromatin remodeling due to overlapping linker histone regulation with the DDR kinases (*62*, *63*) may explain its role in supporting both DNA end-joining mechanisms. Inhibiting ATM in *Ku70^−/-^Parp1^−/−^* cells had distinguishing phenotypes that were either synergistic (e.g., junction structures, translocations) or antagonistic (e.g., CE/SE ratio), with the latter involving an unscheduled release of SEs from the RAG1/2 postcleavage complex. Thus, the Parp1/ATM redundancy to remove linker histones by a combination of phosphorylation, ubiquitination, and parylation could be central to effectively joining DNA ends by the bona fide A-EJ mechanism.

Our data also imply that LigIII drives G_0_-G_1_ phase A-EJ. Loss of its chromatin loader, XRCC1, substantially reduces its protein expression, whereas LigI protein expression is heavily down-regulated at the onset of V(D)J recombination (*41*). The notable transition to more resected joints and increased MMEJ as a function of A-EJ loss implicates XRCC1 as the central scaffolding factor necessary to form direct or limited MH joints. This model is consistent with prior studies demonstrating that XRCC1 more rapidly accumulates at DNA strand breaks than the polymerase loader, PCNA (*64*, *65*), and the DDR (*66*). In the context of base excision repair (BER), XRCC1 recruitment to damaged sites is enhanced by Parp1 or Parp2 ADP ribosylation (*67*) and is a requisite component for polymerase beta (Polβ) recruitment (*68*) to enable limited fill-in activity. Curiously, Polλ acts to “back up” Polβ excision repair functions (*69*). Both polymerases display some level of MMEJ activity for short 3′ overhangs (*70*), which, for Polλ, could generate short and long MHs that are characteristic of NHEJ and Polθ-mediated end joining, respectively (*22*). Therefore, we speculate that A-EJ may use a similar BER polymerase preference, which may change with an increasing end destabilization burden.

With respect to how the DDR supports A-EJ, inactivation via ATM deletion or inhibition in *Ku70^−/−^* cells impaired A-EJ synapsis and enhanced MMEJ in all conditions, indicating a primary role to stabilize ends for ligation and preventing translocation (Fig. 8). The high functional overlap between the ATM perturbations for A-EJ is consistent with kinase-dead ATM versus deficiency having no overt difference in NHEJ-mediated V(D)J recombination despite kinase dead dominant effects to block topoisomerase I lesion resolution during replication as a putative causal mechanism for viability and cancer predisposition differences (*71*, *72*). Therefore, the difference in V-J efficiency between inhibited (decreased) and deficient (no change) ATM could be due to the ability of ATR to compensate for ATM absence, given that inhibited ATR also negatively affected V(D)J recombination while increasing translocations; further studies will be necessary to reveal unique and overlapping DDR kinase functions for A-EJ. However, the DDR’s most notable impact on A-EJ was 53BP1 deficiency, which robustly suppressed V-J efficiency and translocations while increasing MMEJ yet not altering resected joint distributions. These observations suggest that the 53BP1 chromatin domain provides end stability and alignment to facilitate blunt (direct) end joining, as evidenced by the numerous 53BP1-associated complexes to regulate end processing (*31*,*35*–*37*, *39*), and presents a limited temporal window even for NHEJ to complete V(D)J recombination in its absence (*73*–*75*). Therefore, the residual A-EJ in the absence of 53BP1 likely reflects a kinetic component to DSB repair (i.e., fast ligation fraction). A corollary to the end stability provided by 53BP1 is that translocations are likely formed and perhaps synergized when persisting DSBs are fused into the same 53BP1 chromatin domain (*76*) as a necessary step to ensure that stable DNA ends are repaired even at the cost of rearrangement.

Our study complements recent work described by the Ceccaldi and Sfeir groups (*77*, *78*), which revealed a mitosis-specific DSB repair mechanism directed by the CDK1-activated polo-like kinase 1 (PLK1) to promote an ATM-dependent, but ATR-independent, MMEJ mechanism involving Polθ, TOPBP1, MDC1, the RAD9-RAD1-HUS1 DNA clamp complex, and its interacting partner, RHINO (Rad9, Rad1, Hus1 Interacting Nuclear Orphan). This mitotic DSB repair mechanism does not involve NHEJ or homologous recombination due to the negative regulation of 53BP1 and BRCA2 by the CDK1-PLK1 axis (*77*, *79*–*81*). As cells enter the G_1_ phase, NHEJ proficiency returns, enabling 53BP1 nuclear bodies to form due to unresolved mitotic DNA damage. Polθ nuclear bodies also form, but both are nearly mutually excluded from each other (*77*), suggesting that Polθ largely operates external to the 53BP1 domain in early G_1_ and is consistent with 53BP1 acting as a Polθ synthetic lethal partner (*12*, *82*). Although further investigation will determine the repair and end processing hierarchy, we propose that the bona fide A-EJ mechanism is functionally distinct from the Polθ-mediated A-EJ mechanism and speculate that most of the MMEJ outcomes described here for A-EJ, elsewhere for *Lig4^−/−^* (*4*, *49*), and in cycling cell contexts represent repair events beyond the regulation of 53BP1.

An added complication to this study is the regulation of the RAG1/2 postcleavage synaptic complex by ATM and how these ends are handed off to repair pathways. Coding ends are first released from the RAG1/2 complex to complete repair by NHEJ, while the release of signal ends for repair occurs afterward. For the latter part, RAG2 phosphorylation by ATM suppresses the release of signal ends (*52*) to minimize bi-allelic cleavage (*83*). Therefore, premature signal end release as coding ends are processed would disrupt DNA-PK synapsis and generate more re-synapsed and ligated hybrid joints (*41*). In support of this model, our WT + ATMi *vAbl* data indicate that signal ends are subjected to similar end processing as their fated coding-end partner, indicating that re-synapsis occurs before most hairpins are opened. Furthermore, while the increased level of rejoined Jκ1 DSB ends occur in the absence of Ku70, ATMi in WT cells does not substantially promote this type of activity; rather, we find ~10-fold increased inversional J-J coding joints to all Jκ DSBs in the Jκ recombination center, which, given this high frequency relative to translocations to other antigen receptor loci (table S3), suggests that ATM regulates postcleavage activity of multiply loaded RAG1/2 sites within a single Jκ recombination center. Therefore, with respect to A-EJ and the generation of substantially more hybrid joints, we propose that the kinetics of signal end acquisition by A-EJ are faster than ATM recruitment (*66*) for most postcleavage complexes, reflecting the modest increase in hybrid joints with additional ATM inhibition.

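The level of Jκ region joints without ATM inhibition can be read from the controls of this run. Junctions within 2 kb of the Jκ1 break made up 2.54% ± 0.223 (SD, n = 3) of read pairs in WT cells with STI-571 from the coding end bait and 6.67% ± 0.197 (SD, n = 2) in the listed *Ku70-/-* libraries, 6.62% ± 0.159 (SD, n = 3) over all with the unlisted library at 6.53% (95% interval 6.47 to 6.60). From the signal end bait the shares were 0.873% ± 0.0597 (SD, n = 3), 6.85% ± 0.189 (SD, n = 2) and 6.25% ± 1.05 (SD, n = 3), with 5.05% (4.99 to 5.11) in the unlisted library. The rises over WT were 4.08 and 5.38 points over all libraries (exact two-sided permutation p = 0.1 each). Of 12721 ± 1116 (SD, n = 3) coding end junctions in this window in WT and 33326.5 ± 985 (SD, n = 2) in the listed *Ku70-/-* libraries, joints back to the bait region itself made up 609 ± 91.0 (SD, n = 3) and 27629.5 ± 1286 (SD, n = 2), so these rose by more than the whole window and the other junctions in it fell. Counting each junction once moved the coding end rise the most, to 0.232 points with overlap between genotypes.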

## MATERIALS AND METHODS

### Cell lines

Mouse *vAbl* cells including WT (clone B), *L4^−/−^, Ku70^−/−^,* and *L4^−/−^Ku70^−/−^* (*K7L4^−/−^*) cells were reported in our previous study (*4*). Putative A-EJ and DDR genes were deleted in the Ku70-deficient (clone B1) or the *Lig4^−/-^Ku70^−/−^* (clone A1–1) *vAbl* lines to generate the following lines: *Ku70^−/−^Atm^−/−^, Ku70^−/−^Xrcc1^−/−^, Ku70^−/−^53bp1^−/−^, Ku70^−/−^Parp1^−/−^, Ku70^−/−^Exo1^−/−^, Ku70^−/−^53bp1^−/−^Exo1^−/−^*, and *Lig4^−/-^Ku70^−/−^53bp1^−/−^*. Ku70 was ectopically expressed in *Ku70^−/−^*-related cell lines using lenti-iKu70-GFP. Confirmation of these cell lines was performed by genotyping using the primers listed in table S5 and Western blotting using the antibody indicated. All *vAbl* cells were cultured at 37°C and 5% CO_2_ in RPMI 1640 medium supplemented with 10% (v/v) fetal bovine serum, penicillin/streptomycin (50 U/ml), 2 mM l-glutamine, 1× MEM nonessential amino acids (NEAA), 1 mM sodium pyruvate, 50 μM 2-mercaptoethanol, and 20 mM Hepes (pH 7.4). To induce V(D)J recombination, *vAbl* cells were seeded at a concentration of 1 million cells/ml and supplemented with 3 μM STI-571 for 4 days. Cells treated with STI-571 were not used for cell line preservation.

### Compounds

The following compounds and their intended effects are indicated: G_1_-G_0_ arrest—STI-571 (3 μM, TCI Chemicals, catalog no. TCI0936-100MG); Cell cycle analysis—EdU (50 μM, Cayman, catalog no. 20518); Inducible gene expression—Doxycycline (2 μM, Sigma-Aldrich, catalog no. D9891-10G); Parp inhibition—Olaparib [Parpi #1, 10 μM (*84*, *85*), AdooQ BioScience, catalog no. A10111] and Talazoparib [Parpi #2, 1 μM (*86*, *87*), ApexBio, catalog no. A4153]; Polθ inhibition—Novobiocin [Polθi #1, 100 μM (*88*), BioVision, catalog no. B1526-1G] and ART558 [Polθi #2, 10 μM (*89*), MedChem Express, catalog no. HY-141520]; Polα inhibition—Adarotene [Polαi #1, 1 μM (*39*, *90*), MedChem Express, catalog no. HY-14808] and CD437 [Polαi #2, 5 μM (*91*), Sigma-Aldrich, catalog no. 178496-5MG]; ATR inhibition—AZD6738 [ATRi, 0.5 μM (*92*), MedChem Express, catalog no. HY-19323]; ATM inhibition—Ku60019 [ATMi, 2 μM (*93*), Sigma-Aldrich, catalog no. SML1416-5MG]; DNA2 inhibition—C5 [DNA2i, 20 μM (*94*), MedChem Express, catalog no. HY-128729]; Mre11 inhibition—PFM01 (Mre11eni #1, 10 μM), PFM03 (Mre11eni #2, 10 μM), and PFM39 (Mre11exi, 100 μM) were from the Tainer laboratory (*95*).

### Gene knockout using CRISPR-Cas9

The genes indicated in this study were knockout using paired guide RNAs. In brief, 5 μl of 20 μM crRNA was mixed with 5 μl of 20 μM tracrRNA, denatured at 90°C for 2 min, and annealed at room temperature for 30 min to form guide RNA. Five microliters of 10 μM guide RNA was mixed with 0.5 μl of 5× PBS buffer (RNase-free) and 0.5 μl of 60 μM SpCas9 protein and incubated at room temperature for 10 min. Paired guide RNPs were mixed with nucleofection buffer (SF Cell Line 4D X Kit, Lonza, #V4XC-2024) and delivered into 10 million vAbl cells using 4D-nucleofector system (Lonza, Core plus X unit).

### Lentivirus production

Lentivirus containing ihKu70-GFP-Blast cassette was generated using the second generation lentivirus packaging system as described previously (*49*). The lentivirus titration was recommended to be performed in the targeting cell lines rather than in HEK293T cells alone. Lentivirus was added into *vAbl* cells and maintained in R10 media with polybrene (5 μg/ml) for 2 days and changing media and continually cultured in R10 media with blasticidin (5 μg/ml) for 1 to 2 weeks (media were changed every 2 to 3 days to maintain the cell density between 0.1 and 2 million/ml).

### Plenti-ihKu70-GFP-blast generation

The Human Ku70 gene was incorporated into the Lenti-iCas9-neo plasmid (Addgene #85400) through a two-step cloning process. Initially, the neomycin-resistant gene was substituted with a blasticidin-resistant gene. Subsequently, the Cas9 gene was replaced with the Ku70 gene.

### Immunoblotting

The samples, including *vAbl Ku70^−/−^, Ku70^−/−^Xrcc1^−/−^* (#1/2), *Ku70^−/−^Atm^−/−^* (#1/2), *Lig4^−/−^Ku70^−/−^*, and *Lig4^−/−^Ku70^−/−^53bp1^−/−^* (#1/2), were collected at a concentration of 5 million cells, spun down, and washed by 1 ml of RS buffer (150 mM NaCl and 10 mM tris, pH 7.5), spun down, resuspended using 100 μl of standard radioimmunoprecipitation assay lysis buffer (150 mM NaCl, 1% NP-40, 0.5% sodium deoxycholate, 0.1% SDS, and 50 mM tris, pH 8.0), and left on ice for 15 min; then, 100 μl of 2× Laemmli buffer (4% SDS, 5% 2-mercaptoethanol, 20% glycerol, 0.004% bromophenol blue, and 125 mM tris, pH 6.8) was added and incubated at 95°C for 10 min. Protein electrophoresis, membrane transfer, and immunoblotting were performed as previously described (*49*) using the following antibodies: anti-53BP1 (1:2000, Novus Biologicals #NBP2-54753SS), anti-ATM (1:1000, Proteintech #27156-1-AP), anti-LigI (1:1000, Proteintech #18051–1-AP), anti-LigIII (1:5000, BD Biosciences #BD611876), anti–Rabbit-immunoglobulin G (IgG) (1:2000, Thermo Fisher Scientific #G-21234), and anti-β-actin (1:4000, Santa Cruz Biotechnology #SC-47778).

### Flow cytometry sorting

The *vAbl* cells that transfected with iKu70-GFP were induced by 3 μM Doxycycline at least 2 days before flow cytometry. The population expressed with iKu70-GFP was detected in fluorescein isothiocyanate channel and collected in a tube with R10 media. The selected cells were cultured for the experiments in this study.

### HTGTS library preparation

HTGTS library preparation was performed as previously described (*43*, *49*) with some modifications. In brief, 5.5 μg of genomic DNA from each treatment condition was adjusted to 110 μl (50 ng/μl) and sheared using a bioruptor sonication device (Diagenode) in low mode for two cycles (30 s on + 60 s off) at 4°C, resulting in fragments ranging from 200 bp to 2 kb. The sheared fragments were transferred into a 96-well microplate and subjected to linear amplification (LAM)–PCR using biotin-labeled primers, including Bio-IgkJ1CE and Bio-IgkJ1SE proximal to the IgkJ1 RAG1/2 incision site, respectively. The LAM-PCR products were enriched using a streptavidin-coated 96-well microplate, followed by in situ adapter ligation. Unligated adapters were removed, and the ligated products were subjected to nested PCR using a common primer (AP2I7-novo) matching the adapter sequence and another barcoded I5 primer that matches the region between the bait site and the biotin-labeled primer. The DNA from the nested PCR was purified using SPRIselect beads (Beckman #B23318). Subsequently, tagged PCR was performed using primers P7I7 and P5I5, which match the primers used in the nested PCR. The PCR products were purified by 1% agarose gel electrophoresis, and DNA products with a length of 500 bp to 1 kb were excised and extracted using a gel extraction kit. The tagged DNA libraries were subjected to bioanalyzer analysis for quality control and sequencing using the Illumina NovaSeq-PE150. Please refer to table S6 for the oligos used.

### Data analyses

LAM-HTGTS data analysis was performed following previously reported methods (*4*, *43*, *49*). Briefly, sequencing reads from Illumina NovaSeq PE150 were demultiplexed based on the inner barcodes and the sequence between the bait site and the nested PCR I5 primers using the fastq-multx tool from ea-utils. The adapter sequences were trimmed using the SeqPrep utility. The demultiplexing and trimming functions were integrated into a script called TranslocPreprocess.pl. Subsequently, the read pairs were normalized down to 500,000 using Seqtk and mapped to the mm9 reference genome using TranslocWrapper.pl to identify chromosome translocations or V-J recombination events, generating result tlx files. Relative translocation measurements were generated like V-J recombination joints by using the no-dedup option from TranslocWrapper.pl (*43*, *96*), whereas absolute translocation measures for junction structures were derived using default settings (*4*, *43*). Junctions that aligned to the bait region were not shown in the result tlx files and were extracted separately using a script called JoinT.R, resulting in JoinT tlx files containing translocations, V(D)J recombination, and rejoin events of the IgkJ1 region.

JoinT tlx files were converted into bedgraph files using tlx2bed.py, which were then visualized and plotted using IGV (integrative genomics viewer). Junctions in regions of interest from the JoinT tlx files were extracted using tlxbedintersect.py, which relied on two other scripts, tlx2BED.pl and pullTLXFromBED.pl. The regions of interest varied depending on the specific questions. For Vκ-Jκ recombination, the regions of interest were the RAG1/2 cleavage sites of Vκ genes, with a flanking 200-bp window (±200), which could be further divided into four to five TADs. In the case of translocation, the region of interest was the “prey” locus in all chromosomes except chr6. To visualize the relative translocation distributions, the representative JoinT tlx files were converted into circos plots.

The JoinT tlx files were also utilized for repair efficiency, pathway, and resection analyses. V-J efficiency (Vs% in tables S3 and S4) was calculated by dividing the junctions recovered from the Vκ region by the normalized total reads. JctStructure.R was used to determine the repair patterns, including MH, direct repair, and insertion over a range of 20 bp for each extreme. The degree of DSB end resection, indicated by the distribution of junctions near the DSB break site, was quantified using ResectionRSS.R.

Data obtained from Western blot and flow cytometry experiments were analyzed using ImageJ (NIH) and FlowJo (FlowJo LLC), respectively.

### Software/code availability

All essential HTGTS-specific codes are described elsewhere (*4*, *43*, *49*) or are publicly available at https://zenodo.org/records/11099892 or https://github.com/JinglongSoM/LAM-HTGTS. The codes and software used in this study are indicated: Python (v3.8.5), R (v4.0.3), ImageJ, IGV (v2.8.2), and FlowJo (v10.8).

### Statistical analysis

Data are reported as mean ± SEM unless specified otherwise. Differences were analyzed using one-way and two-way analysis of variance (ANOVA), followed by Dunnett’s multiple comparisons test. Statistical calculations were carried out using GraphPad Prism 10 (GraphPad Software Inc.). A *P* value of less than 0.05 was deemed statistically significant.

# Supplementary material for: ATM and 53BP1 regulate alternative end joining–mediated V(D)J recombination
**Source:** Sci Adv. 2024 Jul 31;10(31):eadn4682. doi: 10.1126/sciadv.adn4682
**Supplement:** Supplementary file 1 — Figs. S1 to S22 Legends for tables S1 to S6

Supplementary Materials for  
**ATM and 53BP1 regulate alternative end joining–mediated  
V(D)J recombination**

Jinglong Wang *et al.*

*Sci. Adv.* **10**, eadn4682 (2024)  
DOI: 10.1126/sciadv.adn4682

**The PDF file includes:**

Figs. S1 to S22  
Legends for tables S1 to S6

**Other Supplementary Material for this manuscript includes the following:**

Tables S1 to S6

## Supplemental Figs

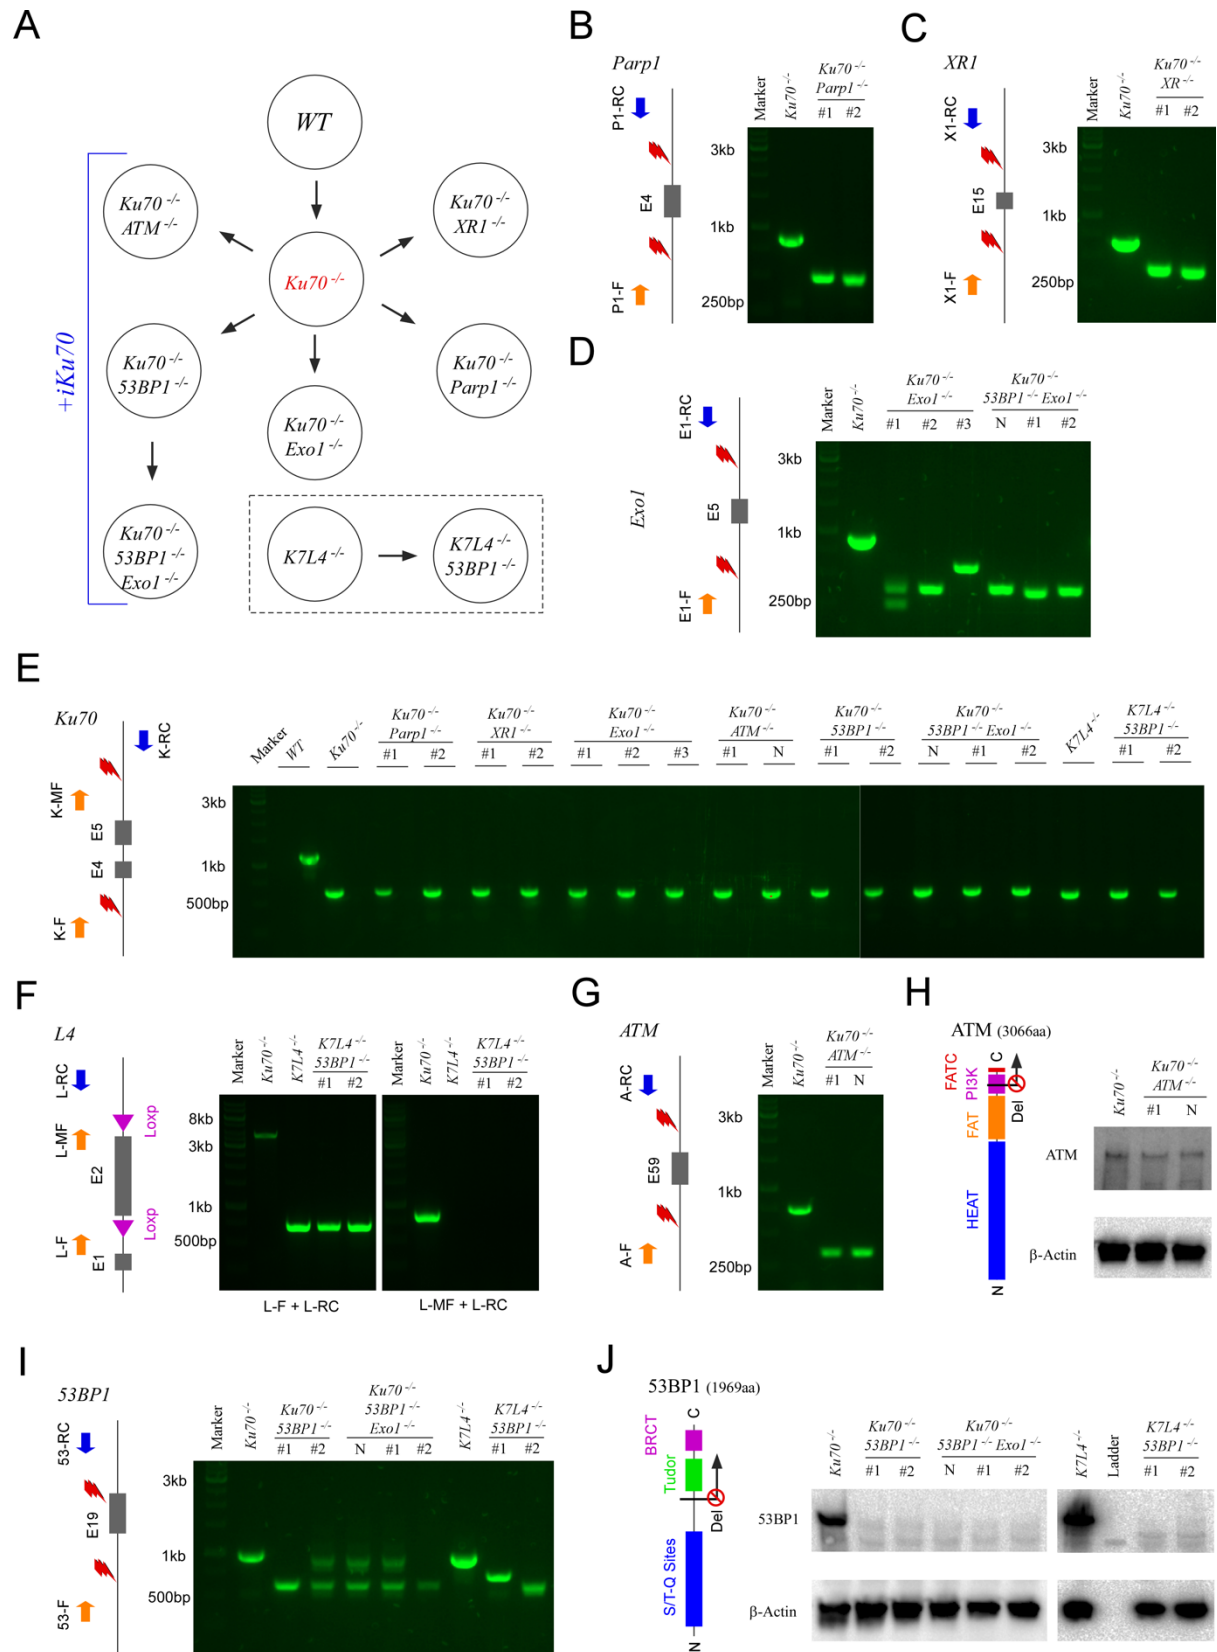

**Fig. S1. Cell lines used for this study.** (A) The family tree of gene deleted *vAb/* cells. (B) The Exon 4 (E4) of *Parp1* was deleted by Cas9 (lightning bolt symbols) and verified by genotyping using the indicated primers (P1-F and P1-RC). (C-D) Same as (B) except the Exon 15 (E15) of *XRCC1* (XR1) and Exon 5 (E5) of *Exo1* using indicated primers. (E) A larger DNA fragment (~3kb) containing Exon 4 (E4) and Exon 5 (E5) of *Ku70* were deleted by Cas9. The corresponding cell lines and the WT control were verified by K-F plus K-RC (left) and K-MF plus K-RC (right) primer combinations. (F) Same as (E) except for *Lig4* (L4) deletion by Cre-LoxP system and verified by indicated primer combinations. (G-H) Exon 59 (E59) of *ATM*, corresponding to the middle region of PI3K was deleted by Cas9 was verified by genotyping (G) that resulted in C-terminal loss due to frame shift further verified by western blotting (H). (I-J) Same as (G-H) except the Exon 19 (E19) deletion of *53BP1* and loss of expression of whole protein.

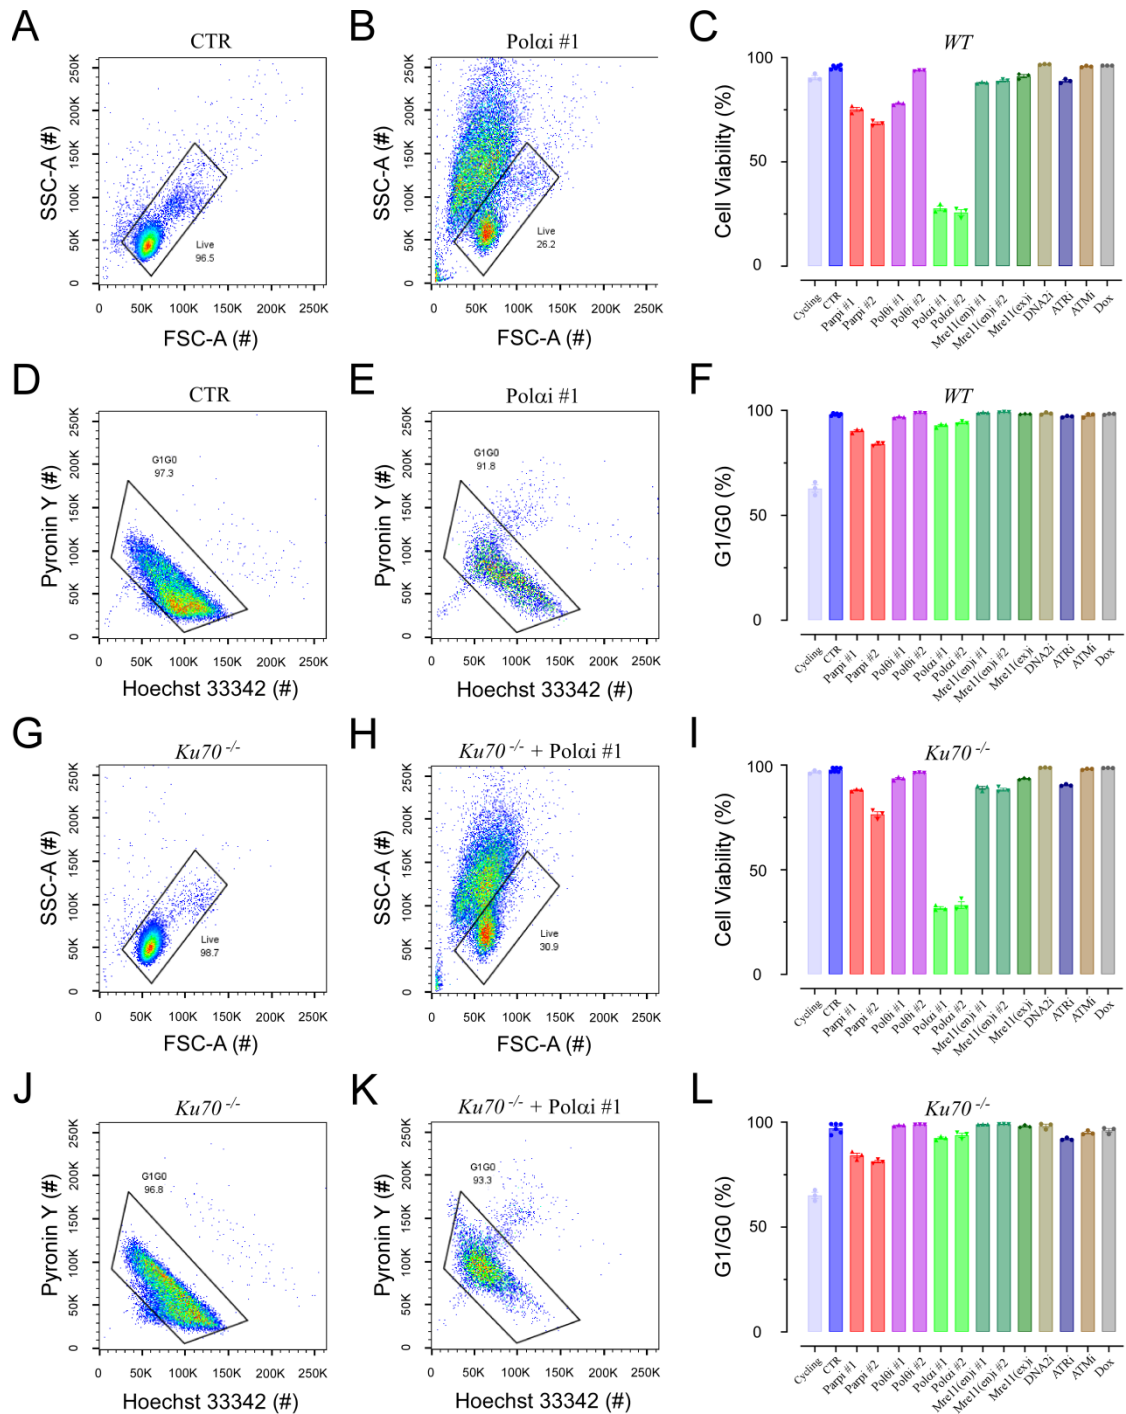

**Fig. S2. Cell death and cell cycle analysis by flow cytometry. (A-B)** Representative Figures of cell viability analysis in the control (A) and Polai-treated conditions (B). Dead cells (ungated) and live cells (gated) displayed distinct clusters in the FSC-A and SSC-A channels. **(C)** The percentages of live *vAb1* WT cells with/without indicated compounds used for this study. **(D-E)** Representative Figures of cell cycle analysis in the control (D) and Polai-treated conditions (E), with Hoechst 33342 staining the content of genomic DNA while Pyronin Y staining the RNA. The gating indicates the population of G1/G0 cells. **(F)** The G1/G0 populations in the condition with/without indicated compounds were shown in the bars. **(G-L)** Same as (A-F) except for the *Ku70<sup>-/-</sup>*.

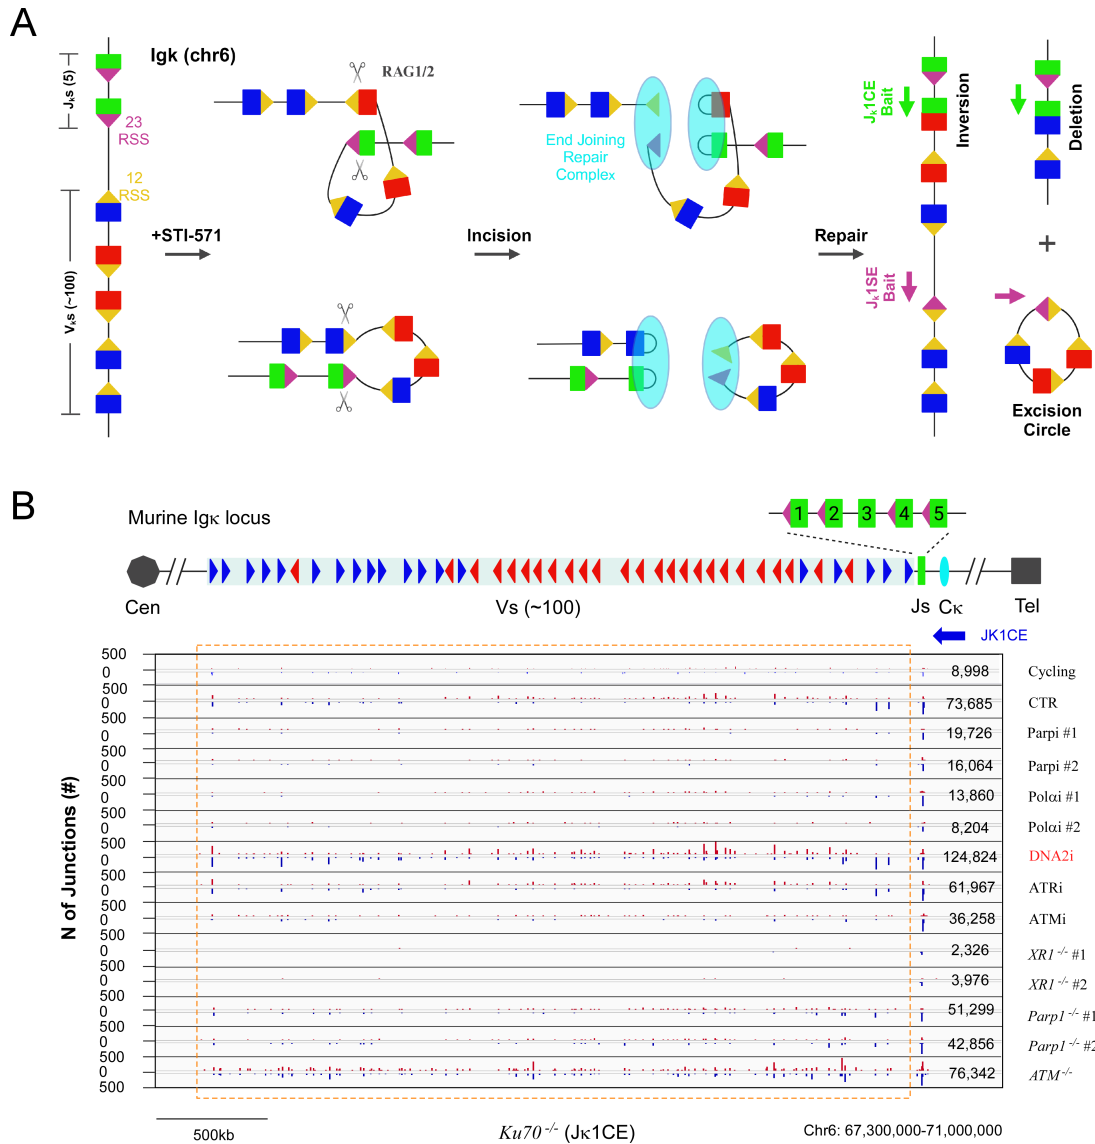

**Fig. S3. Representative landscapes of V-J junctions captured by Jk1CE.** (A) The Igk antigen receptor locus contains inversional (red boxed) and deletional (blue boxes) V gene segments with respect to the J gene segments (green boxes). Recombination of V and J gene segment regions in *vAbI* cells is initiated by RAG1/2 endonuclease V-J pairing and incision (scissors) between each gene segment and its associated recombination signal sequences (RSS) distinguished by non-conserved internal 12 or 23 bp spacer sequence (triangles), followed by NHEJ to generate inversional and deletional coding joints and their complementary signal joints which include the other half of the inversion and the interstitial region forming an excision circle, respectively. See Fig. S5 for WT recombination outcomes. A-EJ (*Ku70*<sup>-/-</sup>) promotes substantially more hybrid (coding/signal) joints with outcomes between V and J regions that are depicted in Figs. 1 and S4. (B) Representative plots display V<sub>k</sub> region junctions (orange dashed box) that recombined to the Jk1 coding end (Jk1CE) in *vAbI Ku70*<sup>-/-</sup> cells without STI-571 treatment (cycling), and with STI-571 treatment combined with DMSO (CTR), inhibitors (Parp1i #1/2, Polθi #1, Polai #1/2, DNA2i, ATRi and ATMi) or gene deletions (XRCC1 - XR1<sup>-/-</sup> #1/2, Parp1<sup>-/-</sup> #1/2 and ATM<sup>-/-</sup>). The total V<sub>k</sub> region junctions (orange rectangular) in either plus (red) or minus (blue) DNA strand orientations are indicated. Scale bar is 500kb.

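The 8998 printed for cycling *Ku70-/-* cells in fig. S3B equals the Vκ region count of replicate 1 of the cycling coding end libraries, made up of 3416 junctions on the plus and 5582 on the minus strand. The other replicates held 6970 (2492 plus, 4478 minus) and 7822 (2806 plus, 5016 minus), so the plotted library has the highest count of the 3. In the listed STI-571 libraries the counts were 115363 (55135 plus, 60228 minus) and 110991 (50457 plus, 60534 minus), and in the unlisted library 96095 (42705 plus, 53390 minus). For a coding end bait at Jκ1, strand combines the orientation of the Vκ gene with the kind of end joined, so hybrid joints move counts from either strand to the other and a strand total alone does not give the split into DEL and INV genes.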

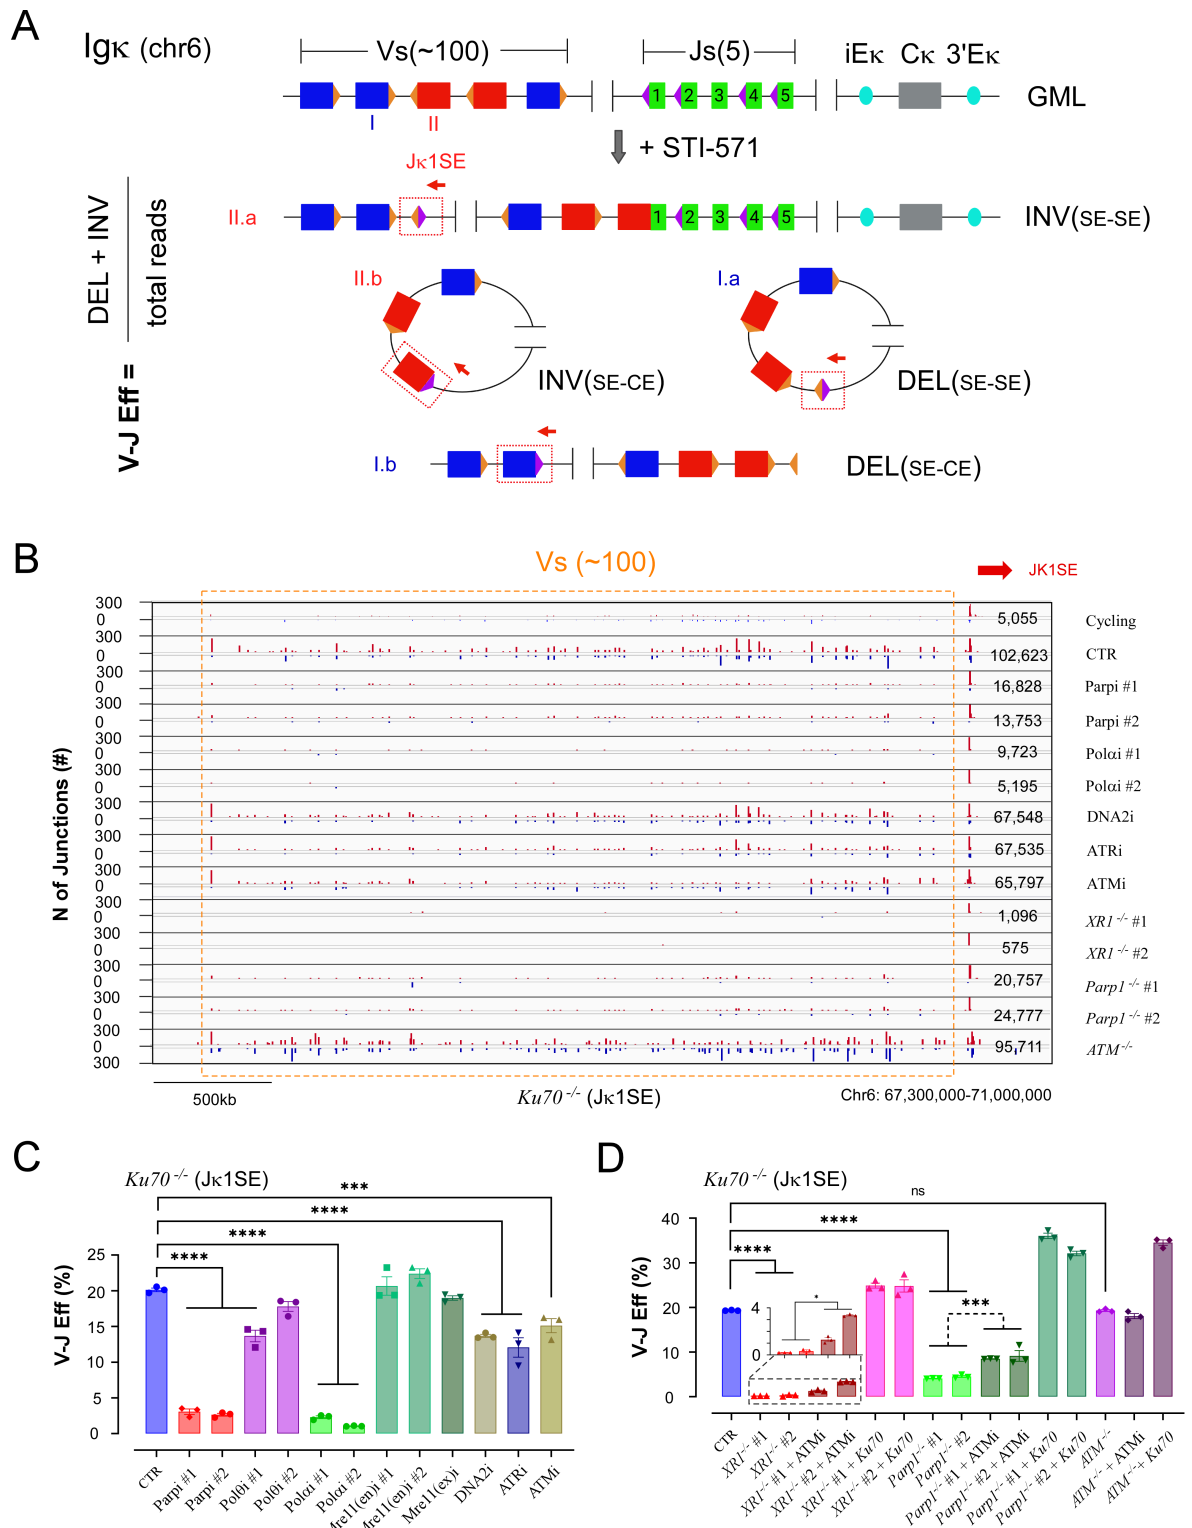

**Fig. S4. Characterizing the genes that affect Ku70-independent V-J signal end recombination efficiency.** (A) Representative  $V_k$  region junctions that recombined to the Jk1 signal end (Jk1SE) in  $vAb1$   $Ku70^{-/-}$  cells from inversion-oriented  $V_k$  gene segments (INV, red; example: II) forming inversion signal joints (SE-SE; II.a) or excision circle hybrid joints (SE-CE; II.b) and deletion-oriented  $V_k$  gene segments (DEL, blue; example: I) forming excision circle signal joints (SE-SE; I.a) or inversional hybrid joints (SE-CE; I.b) captured by the Jk1SE bait primer (red arrow). The V-J Eff was calculated by the sum of INV and DEL divided by the total sequence reads.

GML = germline configuration. **(B)** Representative plots display junctions that recombined to Jk1SE in *vAbl Ku70<sup>-/-</sup>* cells under cycling or STI-571 conditions (everything else) with added inhibitors (Parpi #1/2, Polθi #1/2, Polαi #1/2, DNA2i, ATRi and ATMi) or gene deletions (*XRCC1 - XR1<sup>-/-</sup>* #1/2, *Parp1<sup>-/-</sup>* #1/2 and *Atm<sup>-/-</sup>*). The total numbers of junctions in Igk V region (orange rectangle) in either plus (red) or minus (blue) DNA strand orientations are indicated. 

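For the signal end bait, the 5055 printed for cycling *Ku70-/-* cells equals the Vκ region count of a library with 1377 junctions on the plus and 3678 on the minus strand. The remaining cycling libraries held 2921 (1035 plus, 1886 minus) and 4777 (1611 plus, 3166 minus). The listed STI-571 libraries held 145785 (92104 plus, 53681 minus) and 150778 (96060 plus, 54718 minus), and the unlisted 142319 (99758 plus, 42561 minus). The plus share therefore rises with STI-571, to 63.2 and 63.7% in the listed and 70.1% in the unlisted library.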

Scale bar is 500kb. **(C)** V-J recombination efficiency of *vAbl Ku70<sup>-/-</sup>* cells with or without inhibitors are indicated. **(D)** V-J recombination efficiency of *vAbl Ku70<sup>-/-</sup>* cells with gene deletions or with added ATMi or Ku70 expression are indicated. Differences in (C-D) were evaluated by One-way ANOVA plus post-comparison, with \*\*\* (p<0.001), \*\*\*\* (p<0.0001) and ns (no significance). Differences in the ATMi conditional subgroups *XR1<sup>-/-</sup>* and *Parp1<sup>-/-</sup>* were evaluated by Two-way ANOVA plus post-comparison with \* (p<0.05), \*\*\* (p<0.001). All the experiments were independently repeated three times.

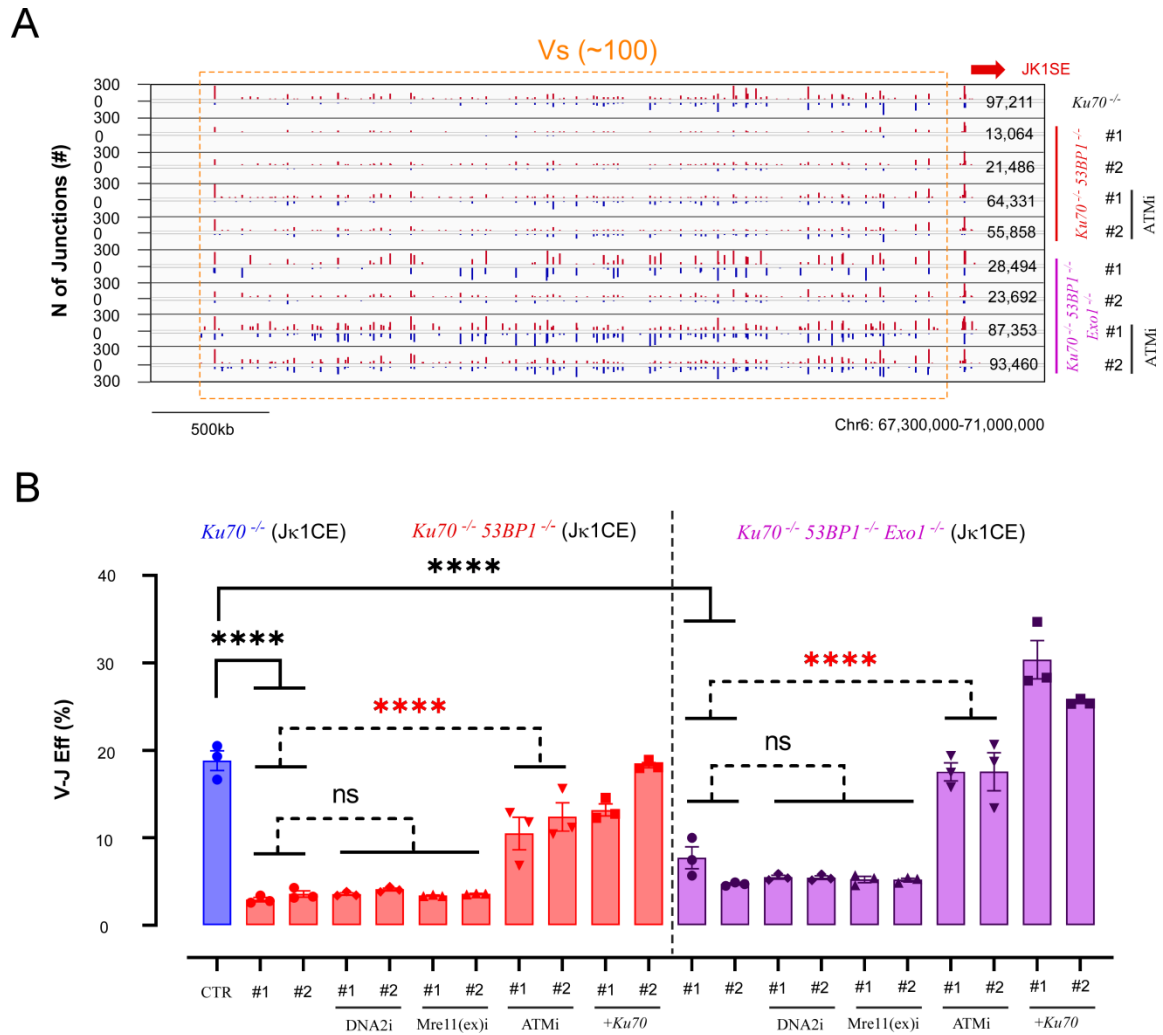

**Fig. S6. ATMi partially restores V-J signal end recombination in *Ku70*<sup>-/-</sup> cells caused by 53BP1 depletion.** (A) Representative plots of junctions that recombined to Jk1SE bait in *Ku70*<sup>-/-</sup>, *Ku70*<sup>-/-</sup>53bp1<sup>-/-</sup> #1/2 and *Ku70*<sup>-/-</sup>53bp1<sup>-/-</sup> Exo1<sup>-/-</sup>, with or without ATM inhibition. (B) The V-J recombination efficiency in *Ku70*<sup>-/-</sup>, *Ku70*<sup>-/-</sup>53bp1<sup>-/-</sup> #1/2 and *Ku70*<sup>-/-</sup>53bp1<sup>-/-</sup>Exo1<sup>-/-</sup>, with or without DNA2, Mre11(ex) and ATM inhibitors, or Ku70 rescue expression. The difference between *Ku70*<sup>-/-</sup> (CTR) and rest treatment conditions are evaluated by One-way ANOVA plus post-comparison, and the differences within *Ku70*<sup>-/-</sup>53bp1<sup>-/-</sup> (red bars) and *Ku70*<sup>-/-</sup>53bp1<sup>-/-</sup>Exo1<sup>-/-</sup> (magenta bars) were evaluated by two-way ANOVA plus post-comparison, with \*\*\*\* (p<0.0001) and ns (no significance). All the experiments were independently repeated three times.

A

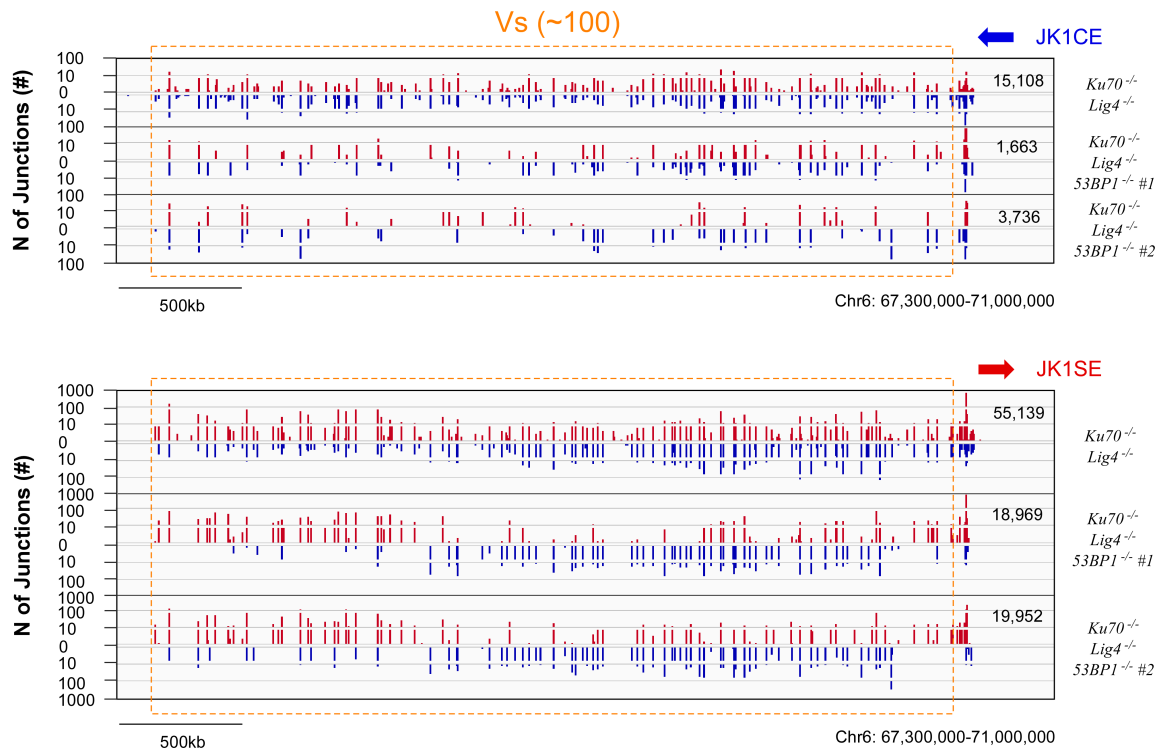

B

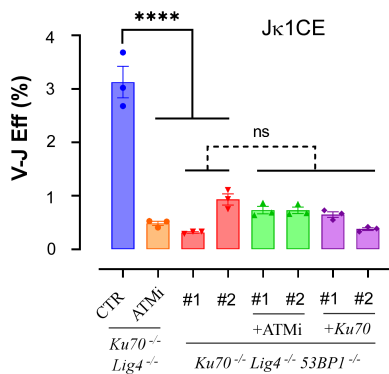

C

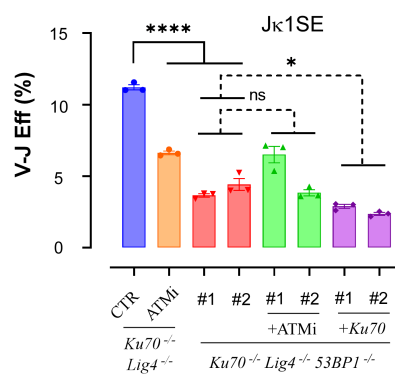

**Fig. S7. ATMi does not restore V-J recombination in *Ku70*<sup>-/-</sup>*Lig4*<sup>-/-</sup> cells caused by 53BP1 depletion.** (A) Representative plots of junctions that recombined to Jk1CE and Jk1SE baits, respectively, in *Ku70*<sup>-/-</sup>*Lig4*<sup>-/-</sup> and *Ku70*<sup>-/-</sup>*Lig4*<sup>-/-</sup> *53bp1*<sup>-/-</sup> #1/2. (B-C) V-J recombination efficiency in *Ku70*<sup>-/-</sup> *Lig4*<sup>-/-</sup> and *Ku70*<sup>-/-</sup> *Lig4*<sup>-/-</sup> *53bp1*<sup>-/-</sup> #1/2, with or without ATM inhibition or Ku70 rescue expression using Jk1CE and Jk1SE, respectively. The difference between *Ku70*<sup>-/-</sup>*Lig4*<sup>-/-</sup> and treatment conditions were evaluated by one-way ANOVA plus post-comparison, and the differences within *Ku70*<sup>-/-</sup> *Lig4*<sup>-/-</sup> *53bp1*<sup>-/-</sup> (red bars) and further treated conditions were evaluated by Two-way ANOVA plus post-comparison, with \* (p<0.05), \*\*\*\* (p<0.0001) and ns (no significance). All the experiments were independently repeated three times.

A

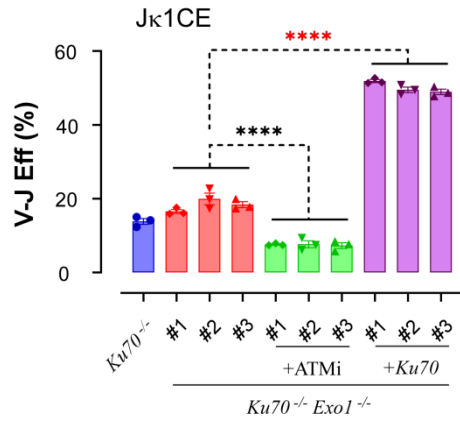

B

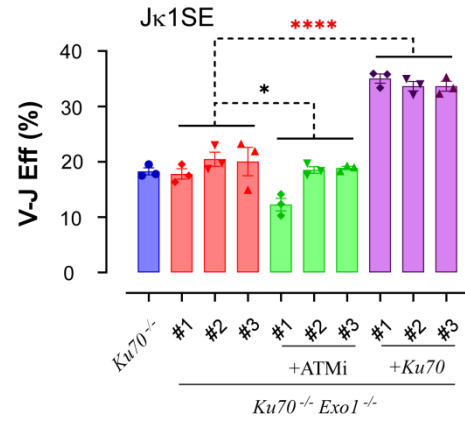

**Fig. S8. Exo1 has little impact on A-EJ mediated V-J recombination.** (A) V-J coding end recombination efficiency in *Ku70*<sup>-/-</sup>, *Ku70*<sup>-/-</sup> *Exo1*<sup>-/-</sup> #1/2/3 with or without ATM inhibitor or Ku70 rescue expression. The changes between *Ku70*<sup>-/-</sup> *Exo1*<sup>-/-</sup> and indicated treatment conditions were evaluated by two-way ANOVA plus post-comparison with \*\*\*\* ( $p < 0.0001$ ). (B) Same as (A) except with the signal end bait: \* ( $p < 0.05$ ) and \*\*\*\* ( $p < 0.0001$ ). All the experiments were independently repeated three times.

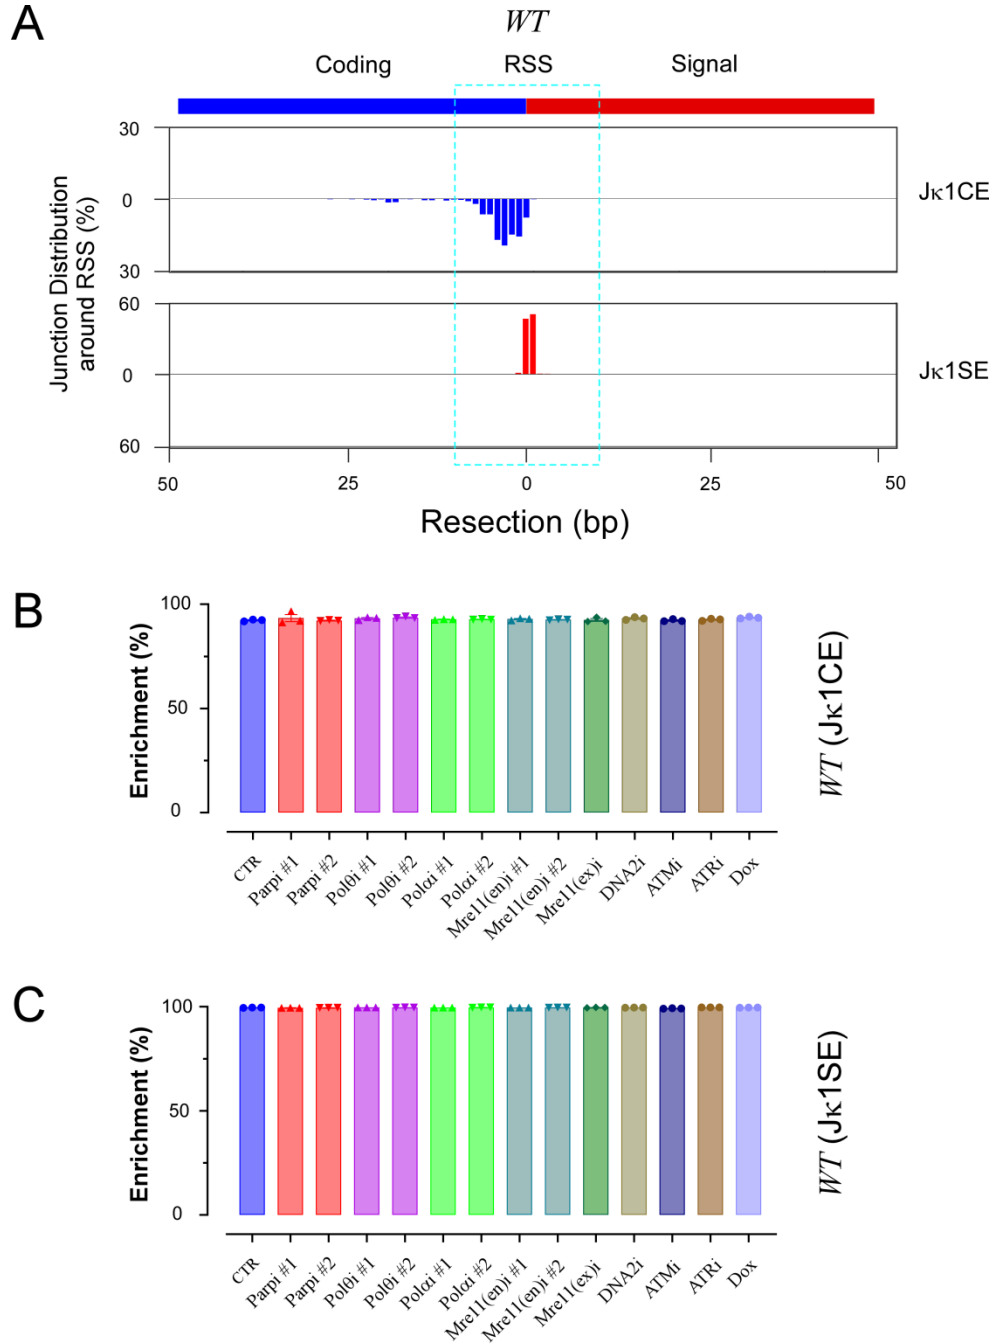

**Fig. S9. Identifying genes regulating end resection in WT *vAbI* cells.** (A) The 100+ *V<sub>k</sub>* recombined junction distributions are collapsed onto an absolute position map with the left side representing all *V<sub>k</sub>* coding and the right side representing all *V<sub>k</sub>* signal positions with respect to RAG1/2 incision (zero point). The limited resection window of enrichment ( $\pm 10$  bps around DSB) is indicated (dashed cyan rectangle). (B-C) The percentage of junctions that enriched in the 10bp resection window was used to discern changes to resection. The values of enrichment in WT combined with indicated inhibitors captured by Jk1CE (B) and Jk1SE (C) baits were shown in bar graphs. All the experiments were independently repeated three times.

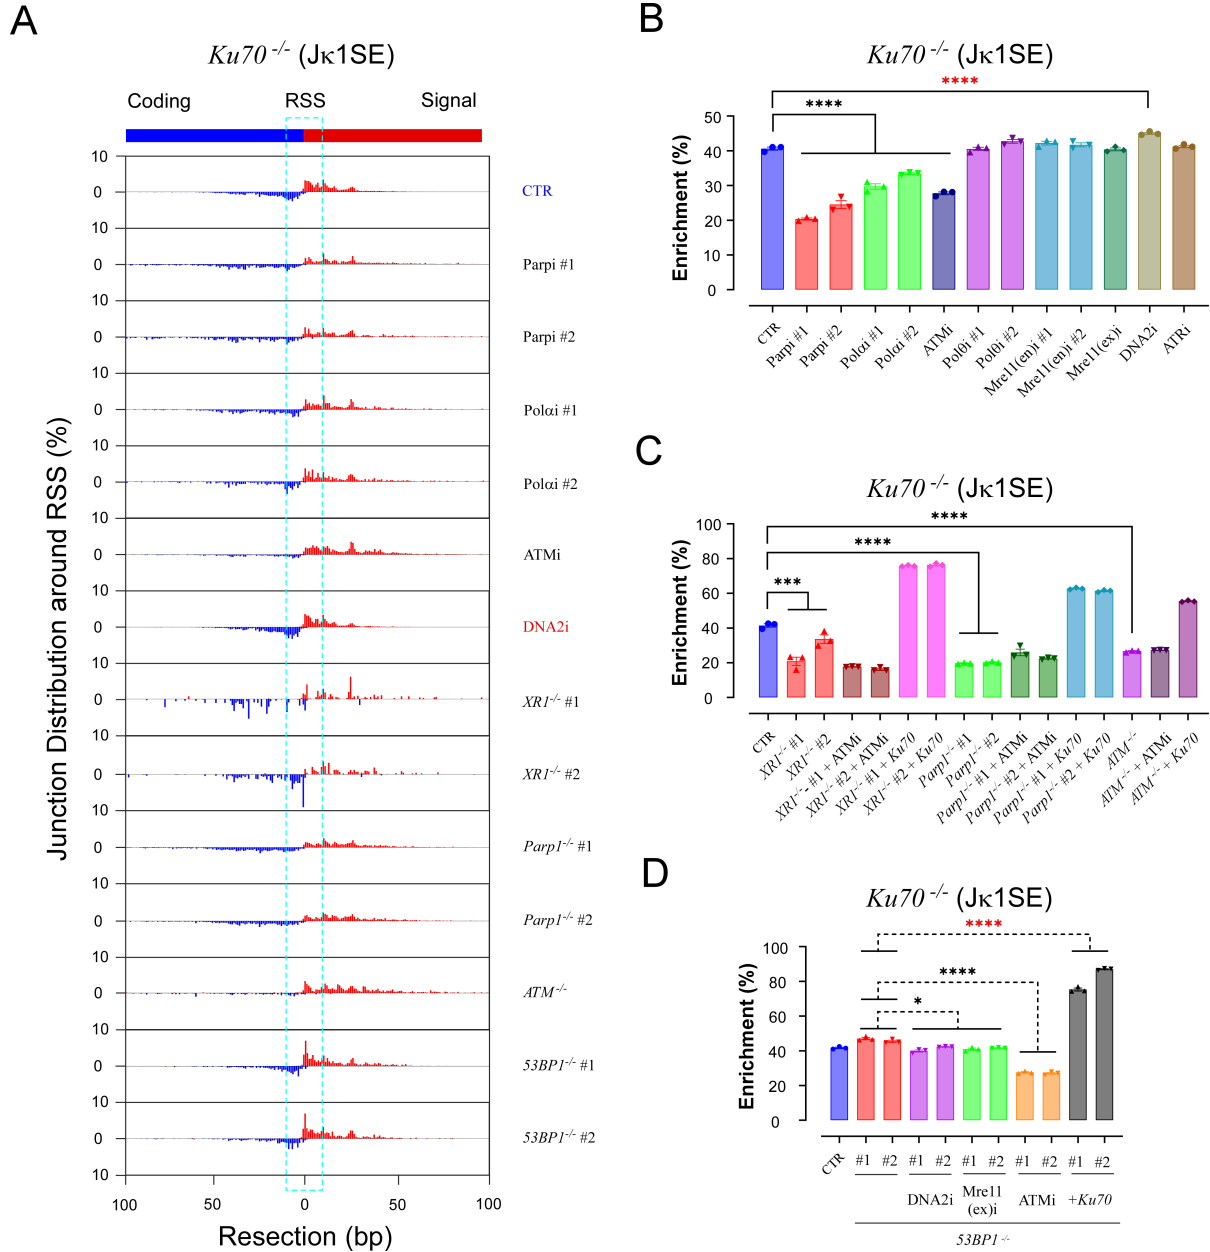

**Fig. S10. Identifying genes that regulate prey resected joint distributions from the Jκ1SE bait.** (A) In the absence of Ku70, the coding and signal ends of V segments joined with Jκ1SE in a resection window of 200 bps ( $\pm 100$  bps around RSS site). The representative plots showing the degrees of resection was restricted (DNA2i treatment), extended (Polα inhibition; XRCC1 deletion; Parp1 and ATM inhibition or deletion), or no significant change (53BP1 deletion). (B-D) The percentage of junctions that enriched within  $\pm 10$  bps of the RAG1/2 DSB (dashed cyan rectangle in (A)) was used measure resection changes. The values of enrichment in *Ku70*<sup>-/-</sup> combined with indicated inhibitors, gene modification or both were evaluated by one-way ANOVA plus post comparison (B-C) and two-way ANOVA plus post comparison (D), with \* ( $p < 0.05$ ), \*\* ( $p < 0.01$ ) and \*\*\*\* ( $p < 0.0001$ ). All the experiments were independently repeated three times.

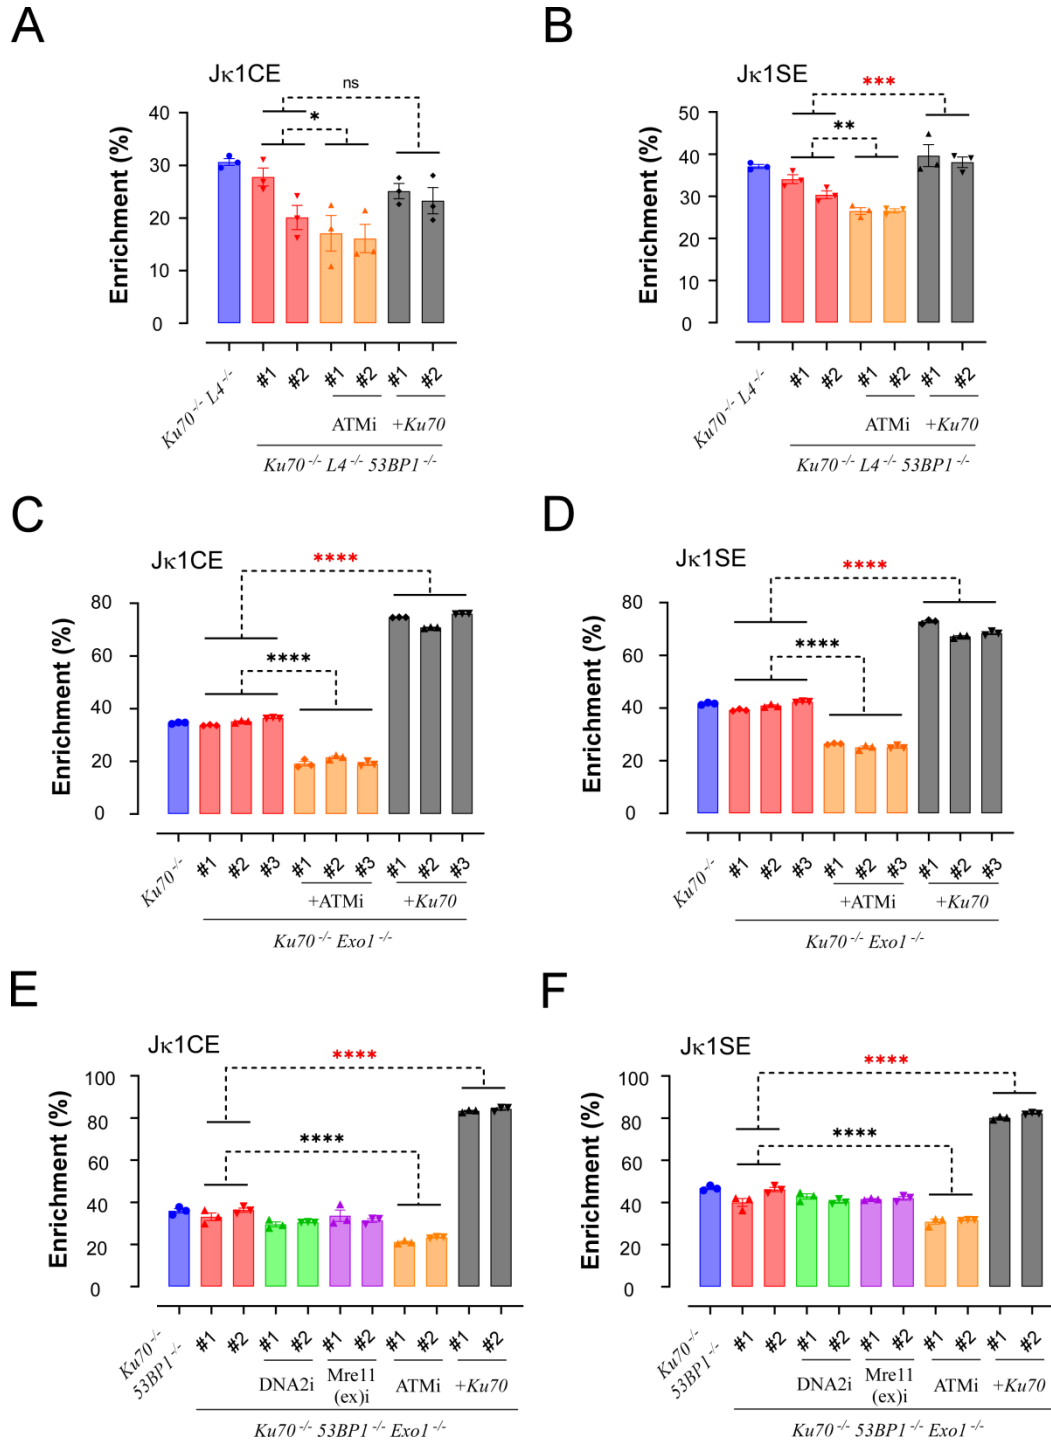

**Fig. S11. Exo1 and 53BP1 do not impact resected V region joint patterns.** (A-B) The percentages of junctions that enriched within  $\pm 10$  bps of V $\kappa$  DSB sites for *Ku70*<sup>-/-</sup>*Lig4*<sup>-/-</sup>, *Ku70*<sup>-/-</sup>*Lig4*<sup>-/-</sup>*53bp1*<sup>-/-</sup> *vAb1* cells with or without ATMi or Ku70 rescue expression from Jk1CE (A) or Jk1SE (B) baits, respectively. (C-D) Similar as (A-B) but for additional Exo1 knockout on top of *Ku70*<sup>-/-</sup>. (E-F) Similar as (C-D) but for additional Exo1 knockout on top of *Ku70*<sup>-/-</sup>*53bp1*<sup>-/-</sup> with extra inhibitors, DNA2i and Mre11(ex)i, tested. The changes within each group were evaluated by two-way ANOVA plus post comparison with \* ( $p < 0.05$ ), \*\* ( $p < 0.01$ ), \*\*\* ( $p < 0.001$ ), \*\*\*\* ( $p < 0.0001$ ) and ns (no significance). All the experiments were independently repeated three times.

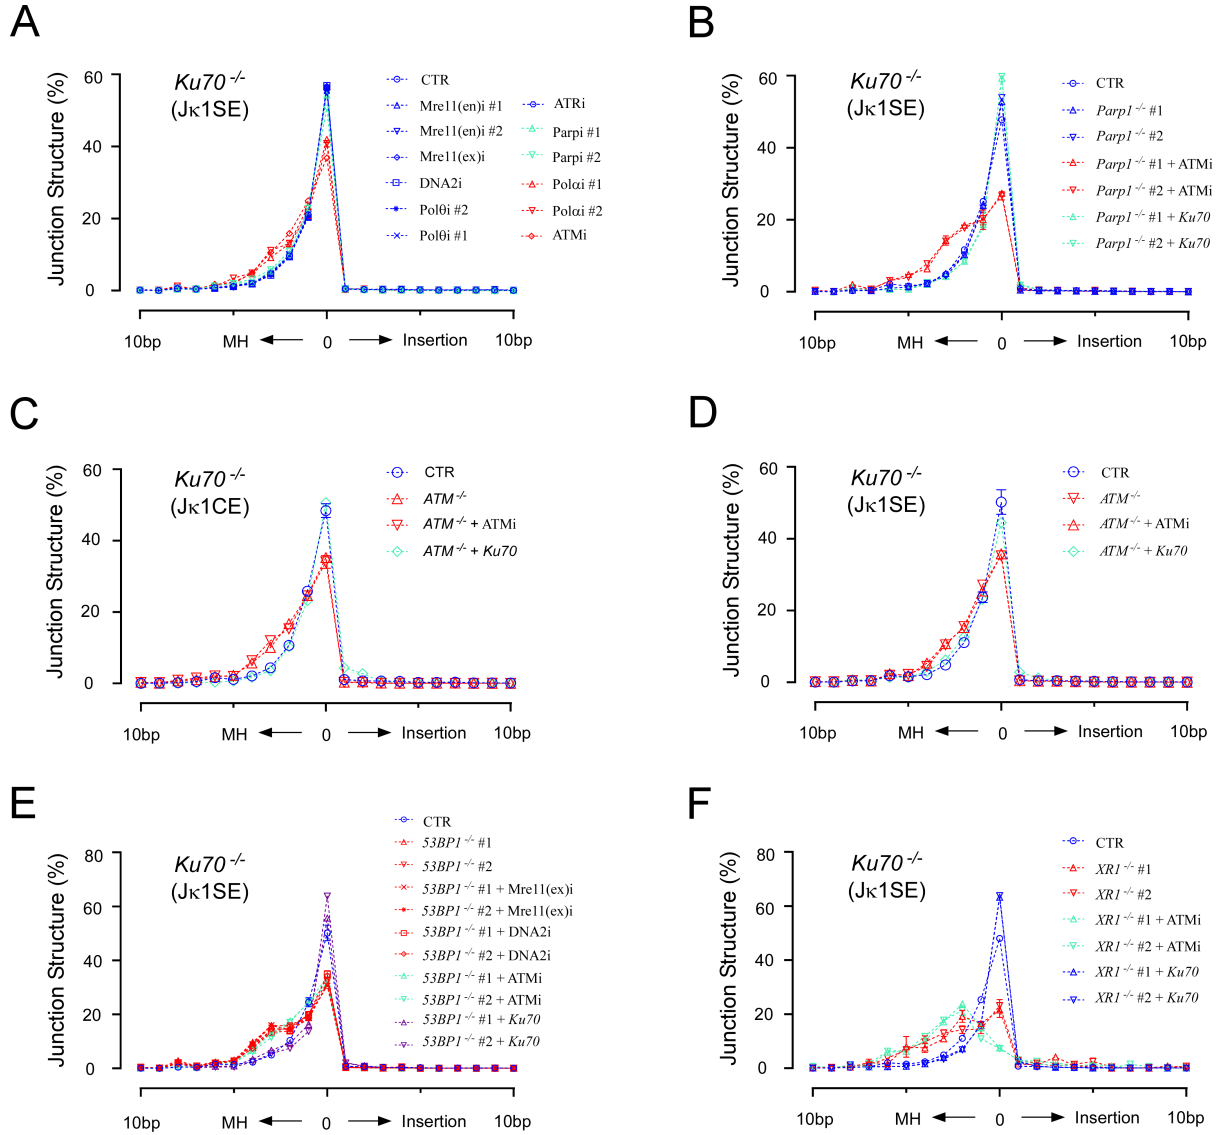

**Fig. S12. Pol $\alpha$ , ATM, 53BP1, Parp1, and XRCC1 compensate for the microhomology dependency of V region recombined joints.** (A) The distribution of junction structures including microhomology, direct repair and insertion in the conditions of *Ku70*<sup>-/-</sup> with/without indicated inhibitors using Jk1SE as bait, with no detectable pattern change (blue), marginal change (Parpi #1/2, green) and significant change (Polai #1/2 and ATMi). (B-F) Same as in (A) but for Parp1, ATM, 53BP1 and XRCC1 deletion with/without indicated inhibitors or Ku70 rescue expression, respectively, except Jk1CE was used in (C). All the experiments were independently repeated three times.

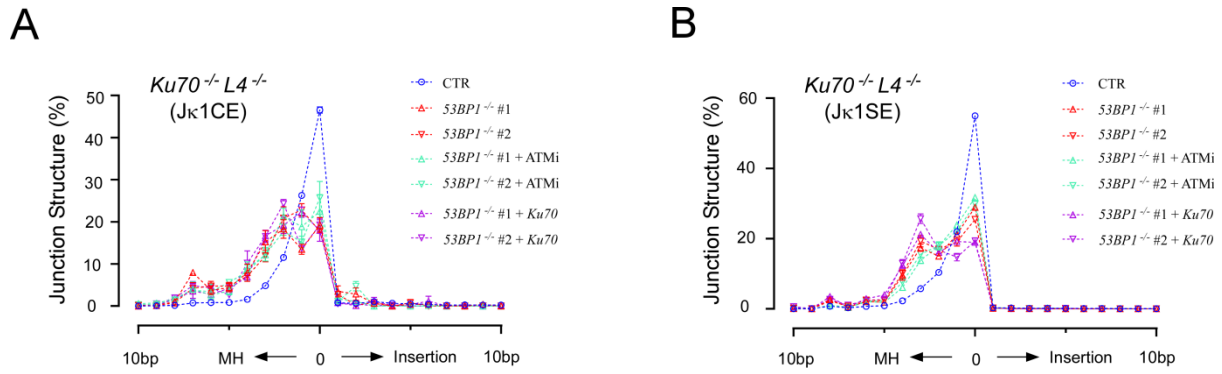

**Fig. S13. *53bp1*<sup>-/-</sup> dramatically enhances the MH usage in the absence of Ku70 and Lig4 (L4).** (A) The distribution of junction structures, including microhomology, direct repair and insertion, in *Ku70*<sup>-/-</sup>*Lig4*<sup>-/-</sup> (CTR) and *Ku70*<sup>-/-</sup>*Lig4*<sup>-/-</sup>*53bp1*<sup>-/-</sup> #1/2 *vAbI* cells with/without ATMi and Ku70 rescue expression, obtained by Jk1CE. (B) Same as (A) but for Jk1SE. All the experiments were independently repeated three times.

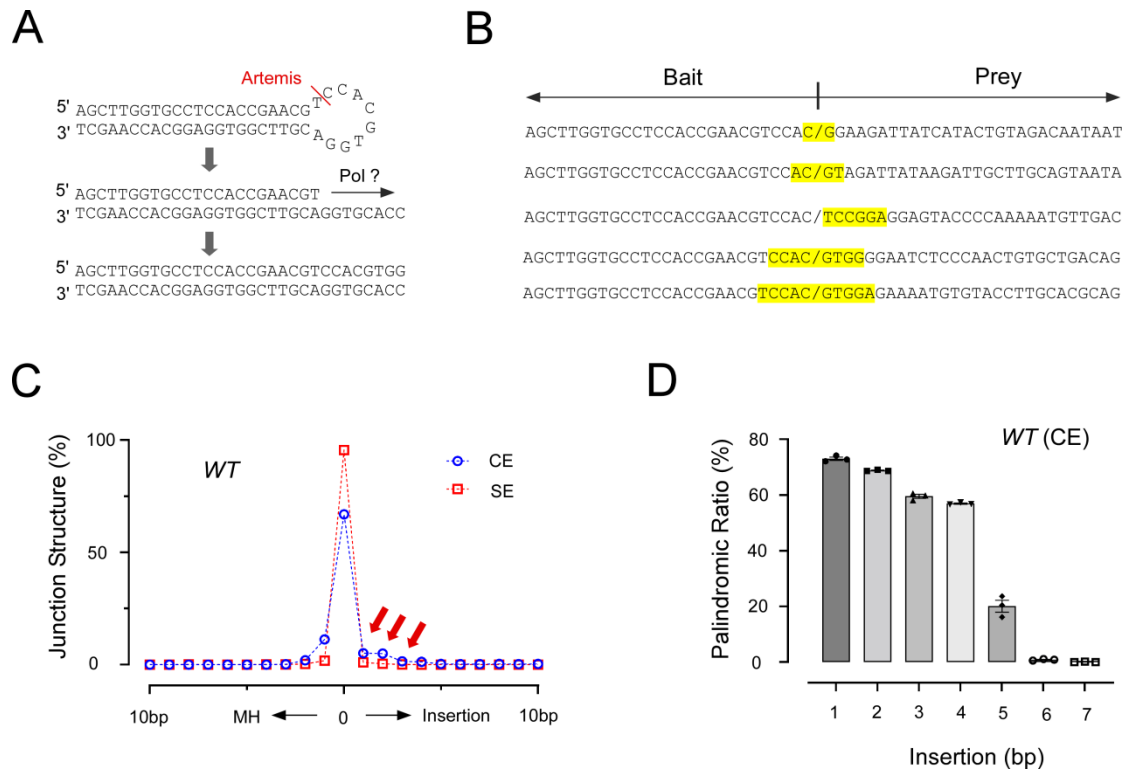

**Fig. S14. Palindromic insertions from hairpin opening and fill-in are the dominant coding end insertions in WT *vAbI* cells.** (A) The mechanism of palindromic insertion generation, where hairpin of the coding end was opened by Artemis, followed by unknown polymerase. (B) Representative palindromic insertions (highlighted) obtained from the Jk1CE bait; prey indicates the contribution from V genes. (C) Insertions (red arrows) were limited to the coding end. (D) Distribution of palindromic coding end insertion lengths relative to random insertion.

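Insertions at Vκ joints of the coding end bait in WT cells with STI-571, the few hybrid joints included, were tested for palindromy, that is, whether the inserted bases continue the reverse complement of the end they follow, as they would after a hairpin is opened away from its tip. For insertions of 1, 2, 3 and 4 bp the palindromic share was 73.4% ± 0.690, 75.1% ± 0.479, 71.2% ± 3.06 and 74.0% ± 1.57, and 73.9% ± 0.307 when pooled (SD, n = 3 each). It dropped to 35.6% ± 2.18 at 5 bp and 1.19% ± 1.66 at 6 bp (SD, n = 3 each). The signal end bait, whose ends are never hairpins, had 27.2% ± 3.39 (SD, n = 3) for 1 to 4 bp, and its insertions reached only 2.08% ± 0.183 (SD, n = 3) of Vκ junctions. Random bases would match either end in 43.8, 12.1, 3.10 and 0.780% of insertions of 1, 2, 3 and 4 bp, so the WT excess is smallest at 1 bp. In *Ku70-/-* coding end libraries, again with hybrid joints included, the share for 1 to 4 bp was 43.7% ± 3.46 (SD, n = 2) over the listed and 35.97% ± 13.5 (SD, n = 3) over all, with the unlisted library at 20.6%. Counting each junction once moved the WT share the most, to 42.2%. The paper concludes from such sequences that hairpin opening and fill-in produce most coding end insertions.

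**Figure D6:**
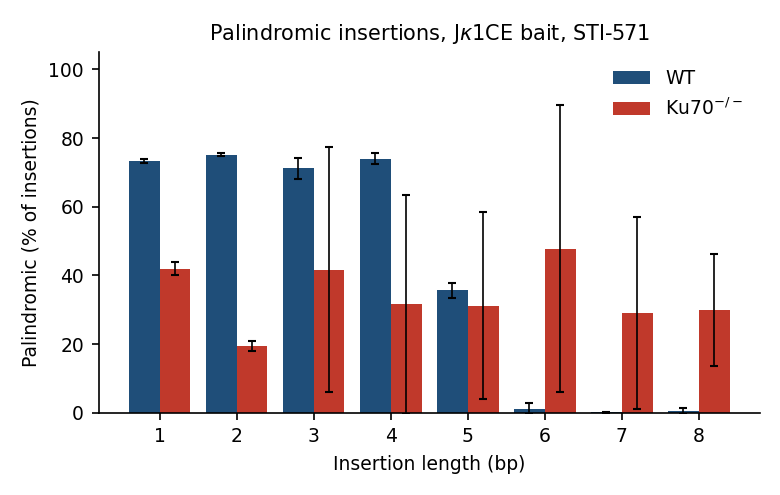
Share of insertions that are palindromic (percent) against insertion length (bp) in WT and *Ku70-/-* cells with STI-571 from the Jκ1CE bait. Bars show the mean ± SD over all 3 libraries.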

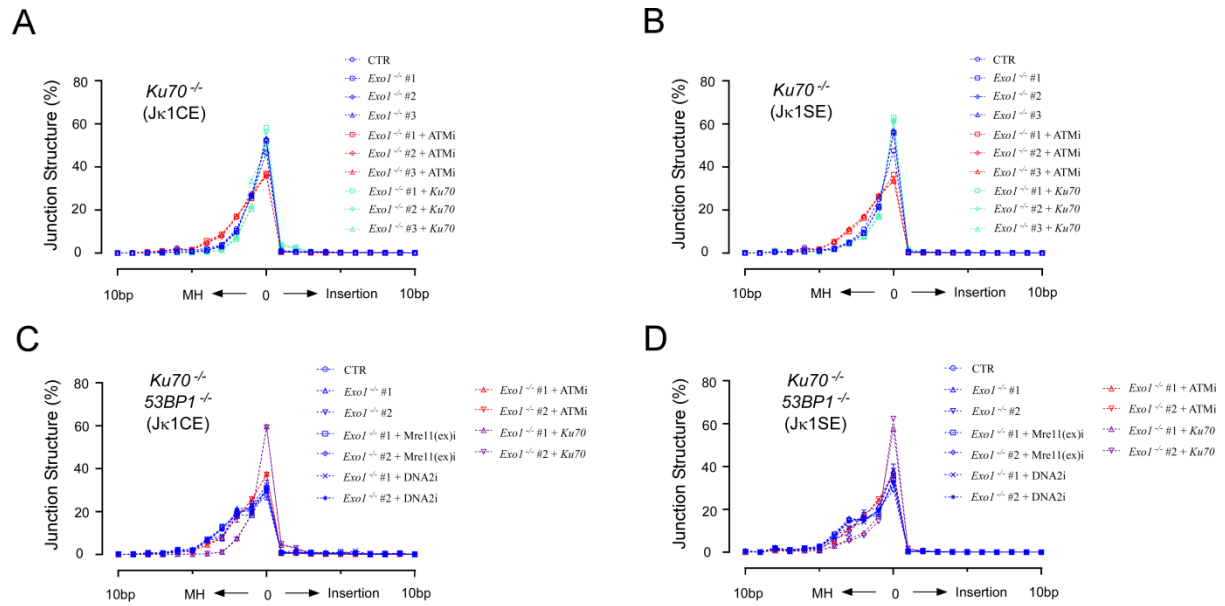

**Fig. S15. Exo1 deficiency did not change the junction structures of V region recombinants by A-EJ. (A-B)** The distribution of junction structures for in the conditions of *Ku70*<sup>-/-</sup>*Exo1*<sup>-/-</sup> (#1/2/3) with/without ATMi or Ku70 rescue expression. **(C-D)** Same as (A-B) but for *Ku70*<sup>-/-</sup>*53bp1*<sup>-/-</sup> parental control and additional Exo1 deletion with/without ATMi or Ku70 rescue expression. All the experiments were independently repeated three times.

**A**

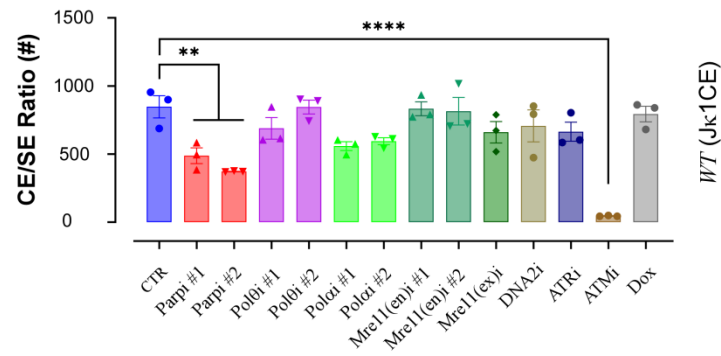

**B**

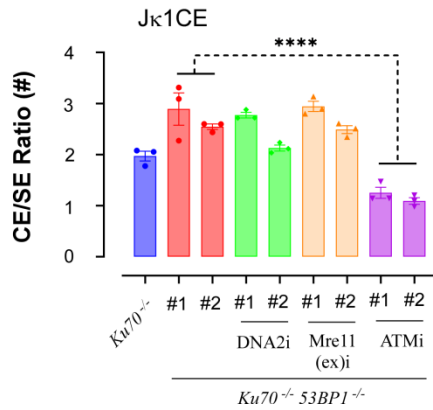

**C**

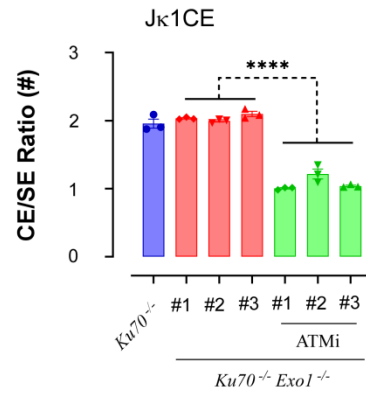

**Fig. S16. ATM sustains the fidelity of coding end recombination.** (A) The coding to signal (CE/SE) ratios from the Jk1CE bait are shown for WT with/without indicated inhibitors. (B-C) Same as (A) but *Ku70*<sup>-/-</sup> with/without *53bp1*<sup>-/-</sup> or *Exo1*<sup>-/-</sup> treated with/without indicated inhibitors. The difference between WT (CTR) and inhibitors are evaluated by One-way ANOVA plus post-comparison (A); differences for *Ku70*<sup>-/-</sup> *53bp1*<sup>-/-</sup> (B) and *Ku70*<sup>-/-</sup> *Exo1*<sup>-/-</sup> (C) are evaluated by Two-way ANOVA plus post-comparison, with \*\* (p<0.01) and \*\*\*\* (p<0.0001). All the experiments were independently repeated three times.

A

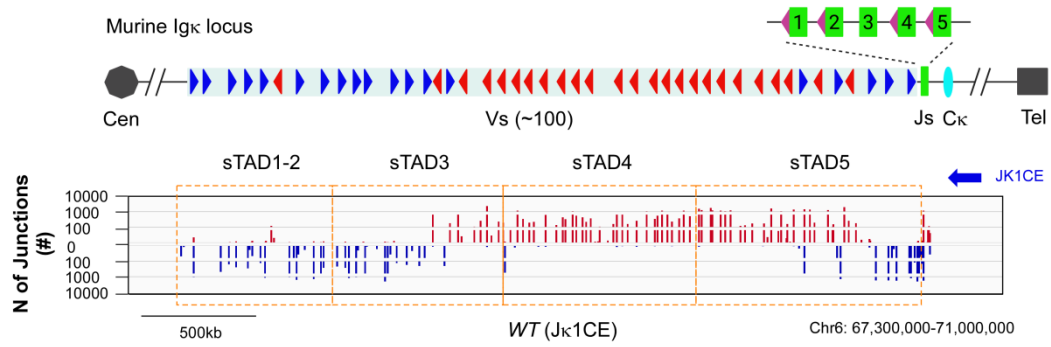

B

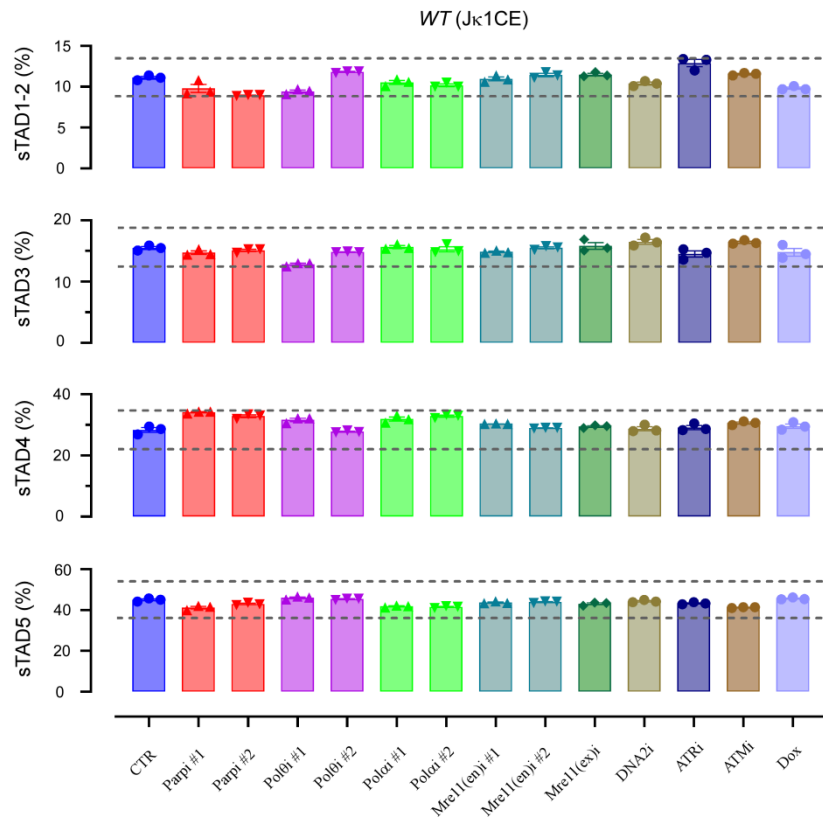

**Fig. S17. The regional landscape of V<sub>κ</sub> gene segment usage was not altered with treatment of the indicated compounds in WT cells. (A)** The Igκ locus is divided into four subTADs: sTAD1-2, sTAD3, sTAD4 and sTAD5, as shown in the WT control. **(B)** The percentage of sTAD1-2, sTAD3, sTAD4 and sTAD5 in WT *vAbI* cells with or without indicated compounds. The dash lines indicate the ± 20% threshold change of the CTR.

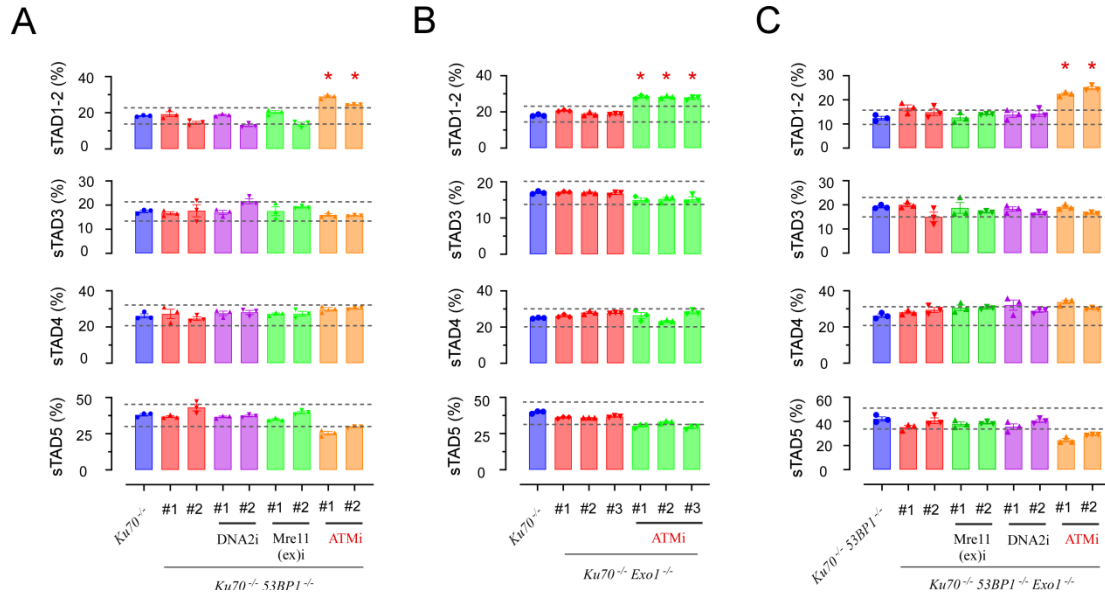

**Fig. S18. The regional landscape of *V<sub>k</sub>* gene segment usage changes for additional A-EJ genetic backgrounds when ATM is inhibited. (A)** The Jk1CE bait percentage of four sTADs (sTAD1-2, sTAD3, sTAD4 and sTAD5) in *vAb1 Ku70*<sup>-/-</sup> cells and *Ku70*<sup>-/-</sup>53bp1<sup>-/-</sup> with or without compounds including DNA2i, Mre11i and ATMi. The dash lines indicate the  $\pm 20\%$  threshold change of the CTR. **(B-C)** Same as (A) but for different treatment conditions as indicated.

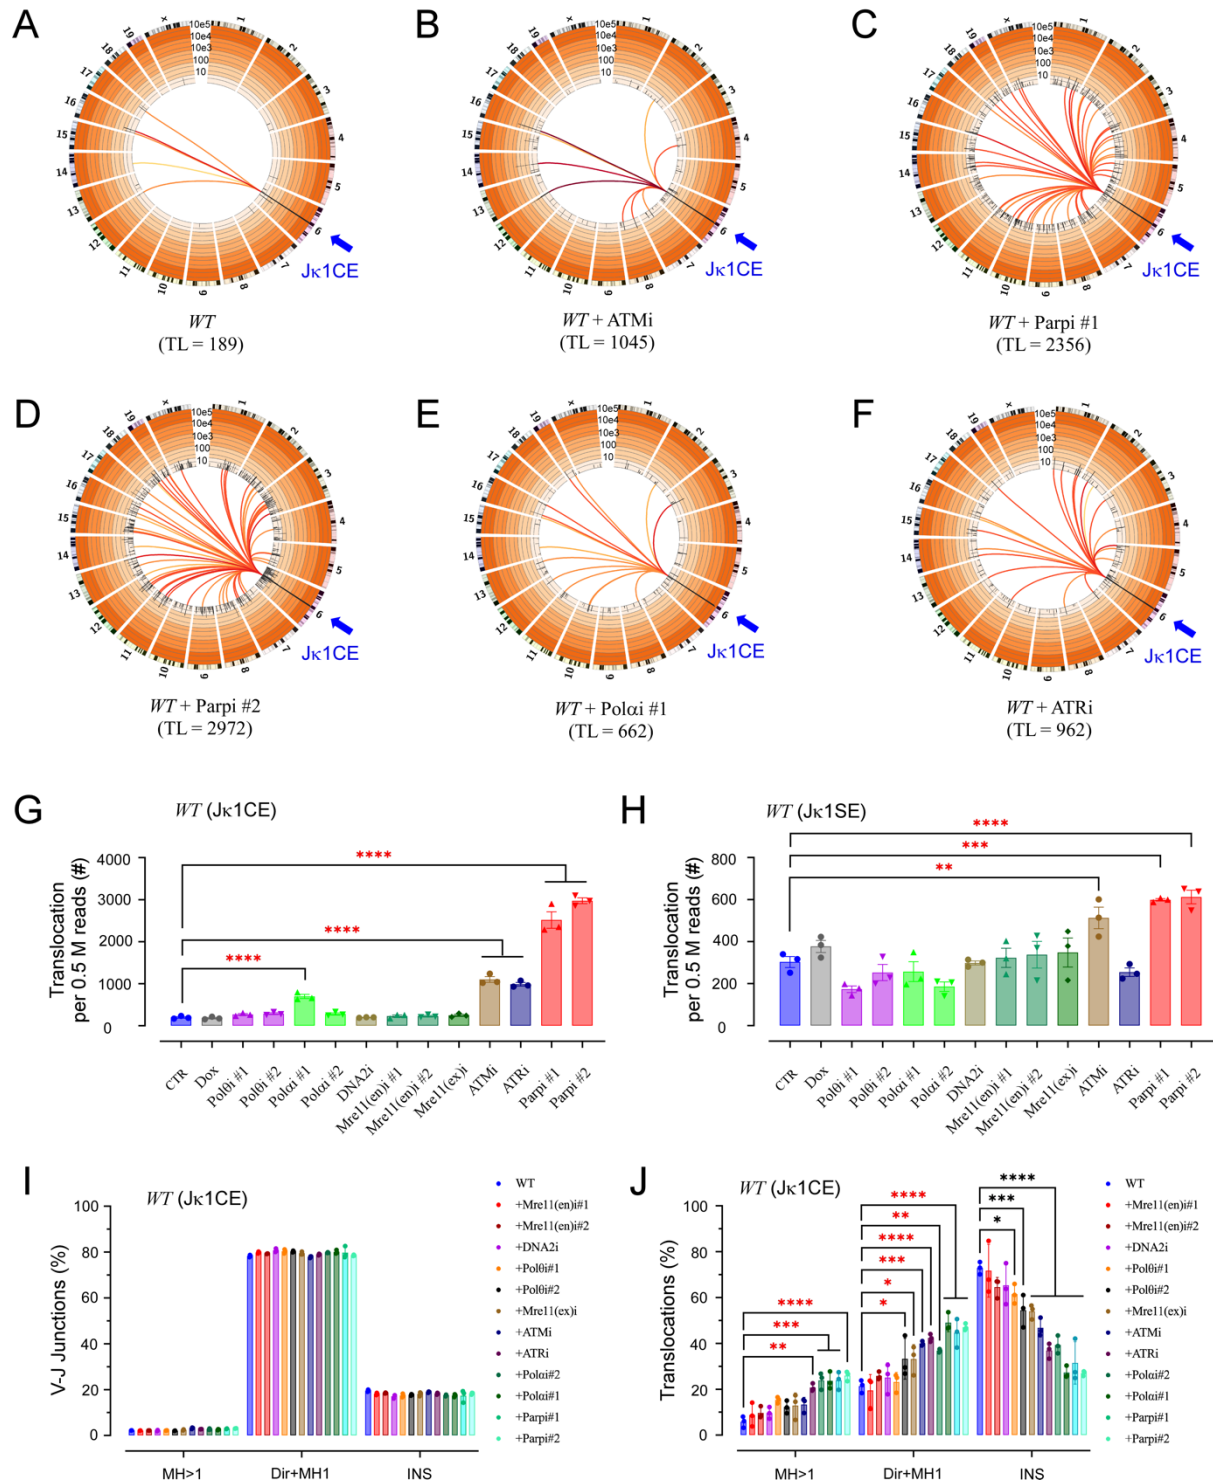

**Fig. S19. Characterizing the genes that affect chromosome translocation in WT cells. (A-F)** The representative genome-wide plots of junctions joined with Jk1CE in *vAb/ WT* cells (A), +ATMi (B), +Parpi #1 (C), +Parpi #2 (D), +Polai #1 (E) and +ATRi (F). **(G-H)** The relative translocation frequency per 0.5 M (million) reads in *vAb/ WT* cells with/without indicated inhibitors captured by Jk1CE (G) and Jk1SE (H) baits, respectively. The numbers of translocation in *WT* (CTR) combined with indicated inhibitors were evaluated by one-way ANOVA plus post comparison with \*\* ( $p < 0.01$ ), \*\*\* ( $p < 0.001$ ) and \*\*\*\* ( $p < 0.0001$ ). **(I-J)** Junction structures of V region joints (I) and the absolute

inter-chromosome translocations (J) in WT combined with indicated inhibitors. The junction structures were divided into three categories, microhomology larger than 1 bp (MH>1), direct repair plus the microhomology with 1 bp (Dir+MH1) and insertions (INS). (I-J) Standard deviation was used to calculate error bars. The junction structures between WT and the indicated inhibitors were evaluated by one-way ANOVA plus post comparison with \* ( $p<0.05$ ), \*\* ( $p<0.01$ ), \*\*\* ( $p<0.001$ ) and \*\*\*\* ( $p<0.0001$ ). All experiments were independently repeated three times.

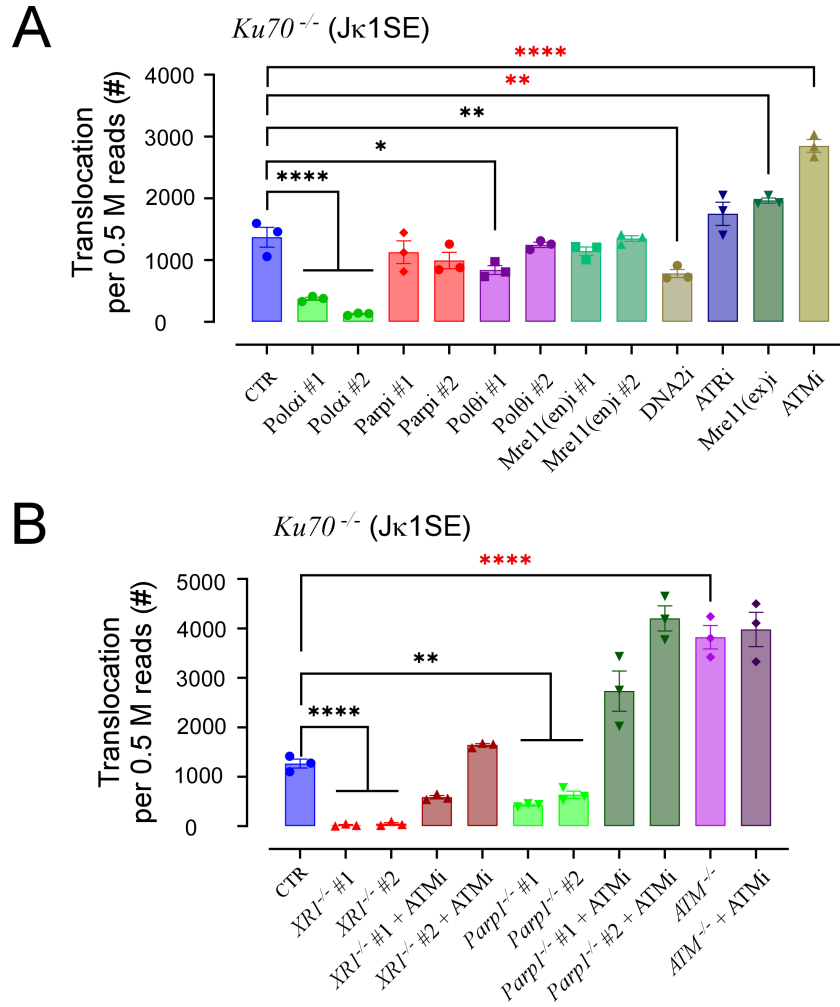

**Fig. S20. Characterizing the genes that affect chromosome translocation of Jk1SE in the absence of Ku70.** (A) The relative translocation frequency of Jk1SE per 0.5 M (million) reads in *Ku70*<sup>-/-</sup> cells with/without indicated inhibitors. (B) Same as (A) but for XRCC1 (XR1), Parp1 and ATM deletion with/without ATMi. The numbers of translocation in *Ku70*<sup>-/-</sup> (CTR) combined with indicated inhibitors or gene modification or both were evaluated by one-way ANOVA plus post comparison with \* (p<0.05), \*\*\* (p<0.001) and \*\*\*\* (p<0.0001). All experiments were independently repeated three times.

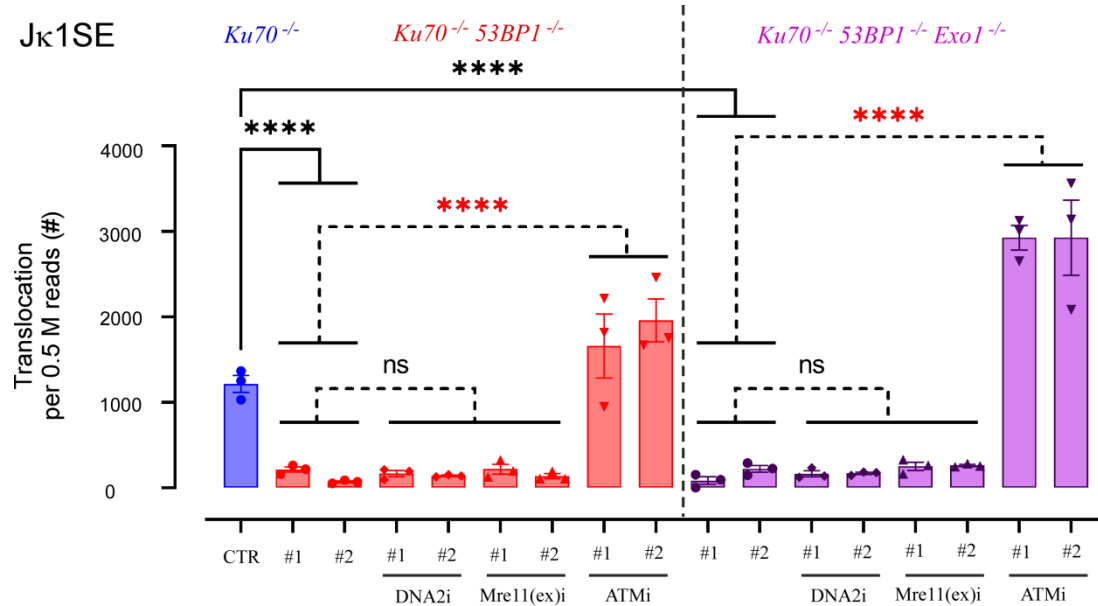

**Fig. S21. 53BP1 and ATM counter each other, while Exo1 has little effect on chromosome translocation by A-EJ.** The relative translocation frequency from Jk1SE bait per 0.5 M (million) reads in *Ku70*<sup>-/-</sup>, *Ku70*<sup>-/-</sup>*53bp1*<sup>-/-</sup> and *Ku70*<sup>-/-</sup>*53bp1*<sup>-/-</sup>*Exo1*<sup>-/-</sup> with/without indicated inhibitors. The numbers of translocation in *Ku70*<sup>-/-</sup> (CTR) combined with indicated gene deletions were evaluated by one-way ANOVA plus post comparison, while that within *Ku70*<sup>-/-</sup>*53bp1*<sup>-/-</sup> (red bars) and *Ku70*<sup>-/-</sup>*53bp1*<sup>-/-</sup>*Exo1*<sup>-/-</sup> (magenta bars) subgroups were evaluated by two-way ANOVA plus post comparison with \*\*\*\* (p<0.0001) and ns (no significance). All experiments were independently repeated three times.

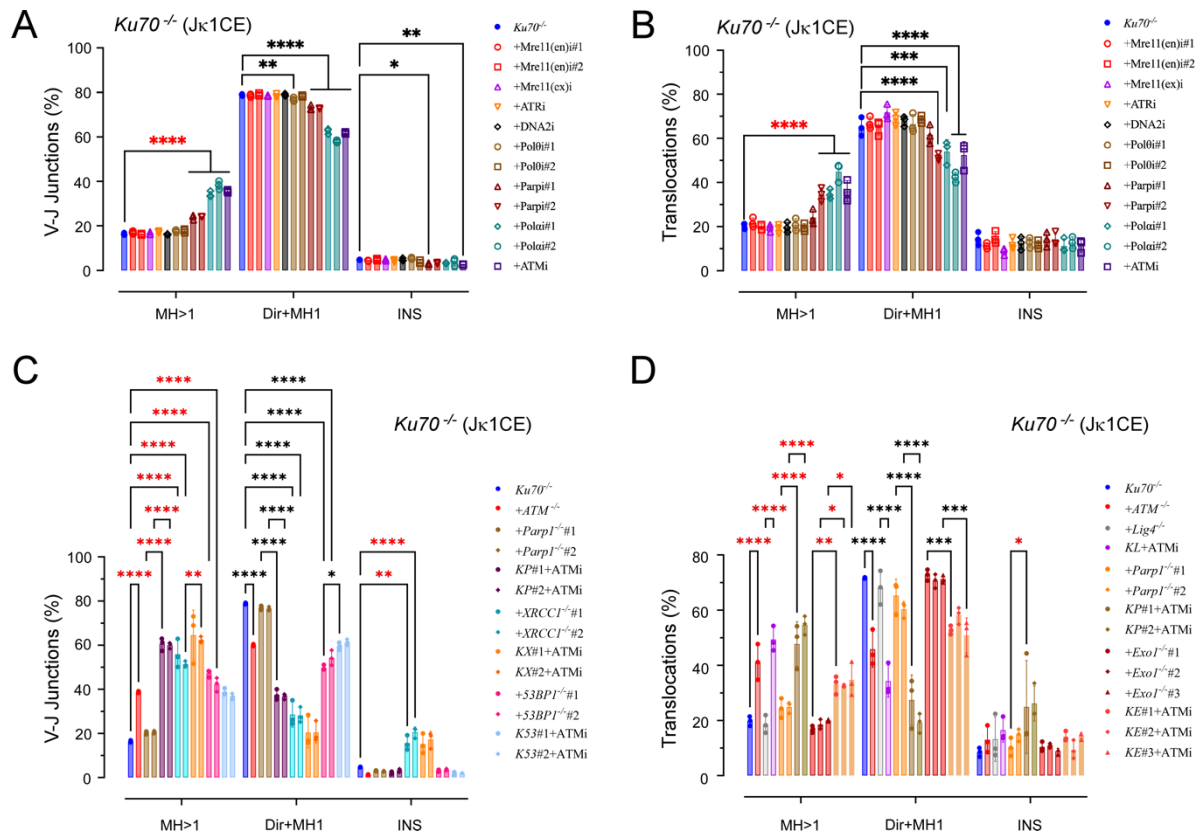

**Fig. S22. The repair structure of V-J junctions and chromosomal translocations from Jk1CE bait in *Ku70*<sup>-/-</sup> vAb1 cells.** (A-B) Junction structures are divided into three categories: microhomology larger than 1 bp (MH>1), direct repair plus one microhomology (Dir+MH1) and insertions (INS). The proportion of these categories were measured for V-J junctions (A) and for absolute interchromosomal translocations (B) in *Ku70*<sup>-/-</sup> vAb1 cells with/without inhibitors were quantified, respectively. (C) Same as (A) but for further gene deletions on top of *Ku70*<sup>-/-</sup>: *Ku70*<sup>-/-</sup> *Atm*<sup>-/-</sup> (+*ATM*<sup>-/-</sup>), *Ku70*<sup>-/-</sup> *Parp1*<sup>-/-</sup> (+*Parp1*<sup>-/-</sup> #1/2), *Ku70*<sup>-/-</sup> *Parp1*<sup>-/-</sup> with ATMi (KP #1/2 + ATMi), *Ku70*<sup>-/-</sup> *Xrcc1*<sup>-/-</sup> (+*XRCC1*<sup>-/-</sup> #1/2), *Ku70*<sup>-/-</sup> *Xrcc1*<sup>-/-</sup> with ATMi (KX #1/2 + ATMi), *Ku70*<sup>-/-</sup> *53bp1*<sup>-/-</sup> (+*53BP1*<sup>-/-</sup> #1/2) and *Ku70*<sup>-/-</sup> *53bp1*<sup>-/-</sup> with ATMi (K53 #1/2 + ATMi). (D) Same as (B) but for further gene deletions on top of *Ku70*<sup>-/-</sup>: *Ku70*<sup>-/-</sup> *Atm*<sup>-/-</sup> (+*ATM*<sup>-/-</sup>), *Ku70*<sup>-/-</sup> *Lig4*<sup>-/-</sup> (+*Lig4*<sup>-/-</sup>), *Ku70*<sup>-/-</sup> *Lig4*<sup>-/-</sup> with ATMi (KL + ATMi), *Ku70*<sup>-/-</sup> *Parp1*<sup>-/-</sup> (+*Parp1*<sup>-/-</sup> #1/2), *Ku70*<sup>-/-</sup> *Parp1*<sup>-/-</sup> with ATMi (KP #1/2 + ATMi), *Ku70*<sup>-/-</sup> *Exo1*<sup>-/-</sup> (+*Exo1*<sup>-/-</sup> #1/2/3) and *Ku70*<sup>-/-</sup> *Exo1*<sup>-/-</sup> with ATMi (KE #1/2/3 + ATMi). (A-D) Standard deviation was used to calculate error bars. The difference among each group was evaluated by one-way ANOVA plus post comparison with \* (p<0.05), \*\* (p<0.01), \*\*\* (p<0.001) and \*\*\*\* (p<0.0001). All the experiments were independently repeated three times.

### Tables and captions

Table S1. Cell line clones and genotyping.

Table S2. Cycling versus STI-571 clonal line V-J recombination from Jk1CE bait.

Table S3. Jk1CE bait recombination and translocation breakdown.

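A line of the coding end table gives the total junctions of a library, its Vκ region junctions with their split by sub-TAD and their CE/SE ratio, its Jκ region junctions, and its interchromosomal translocations, relative and absolute, divided into those at other antigen receptor loci and the rest. The 3 WT and 2 *Ku70-/-* control lines of this run were matched to the libraries used here by the library names in the sample titles. Their total junctions, Vκ region junctions and relative translocation counts equal the counts obtained here library by library, while their absolute translocation counts do not.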

Table S4. Jk1SE bait recombination and translocation breakdown.

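In the signal end table the lines of this run carry the library names of the coding end table, so they were tied to signal end libraries by genotype, treatment and total junctions. With that match the Vκ region and relative translocation counts are equal library by library as well, the absolute counts of the lines with STI-571 are not, and 1 of the 3 *Ku70-/-* libraries with STI-571 has no line. The fidelity column is SE/CE here, like joints over hybrid joints as in the coding end table, and the table gives no sub-TAD shares.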

Table S5. Oligos used to knockout and genotype DDR and A-EJ genes.

Table S6. Oligos used for HTGTS-JoinT-seq.

How the deposited data were processed for this re-analysis (not part of the article)

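The deposited files list 1 junction per line with its prey position and strand on mm9, the bait end, and where bait and prey align on the read. Before they deposited them, the authors demultiplexed the NovaSeq read pairs, trimmed adapters, took each library down to 500000 read pairs with Seqtk, mapped them to mm9 with TranslocWrapper.pl with duplicates kept, and added the junctions of the bait region with a script of their own. The paper gives the versions of Python and R that the authors used, and none for the programs that demultiplexed, trimmed, sampled and mapped the reads. Every count given here was made from these deposited lists, and no read was mapped again. Percentages, ratios and log2 values were computed here from those counts, not by the authors.

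All 48 libraries were mapped to genotype, treatment and bait by their sample labels, and none was left out. The labels give no replicate numbers. Table S3 numbers the coding end libraries it lists by library name; the other libraries carry letters that pair nothing. The labels give the STI-571 treatment as 96 h where the methods give 4 days, which is the same time. Libraries hold from 8294 to 385847 junctions. Each library was sequenced in 2 runs, told apart by the read names.

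The Jκ1 segment and Vκ genes were taken from GENCODE vM1 on NCBIM37, the same assembly as mm9 (chromosome 6 is 149517037 bases long in it). Vκ break sites came from the signal end junctions of STI-571-treated WT libraries, with at least 30 junctions at a position, no higher position within 50 bp, and CAC as the next bases, allowing a shift of 1 base. A junction was given to the nearest site within 200 bp. Coding and signal preys were told apart by the strand of the prey relative to the site, and distance was measured from the first base after the break. Overlap of bait and prey alignments on the read was taken as microhomology, a gap as insertion, and neither as direct, within 20 bp. The share within 10 bp of the break was taken of the junctions within 100 bp. The Jκ region was the 2 kb on either side of the bait break. Translocations were all junctions outside chromosome 6. Antigen receptor loci were windows of whole megabases around Igh, Igl, Tcra/Tcrd and Tcrg. Sub-TAD bounds were read from the dashed boxes of fig. S17A. Junctions with the same prey position and strand, bait end and overlap or gap were taken as copies where each junction was counted once. Separate joints alike in all of these were merged too. An insertion was called palindromic when its bases equal the reverse complement of the adjoining end of bait or prey.

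Libraries are the replicates, so tests between genotypes cannot tell loss of Ku70 from other differences between the cell lines. Groups were compared by exact two-sided permutation tests of the difference of library means, ratios and translocation counts on the log2 scale, and differences between genotypes by exact permutation within genotype. Permutation within genotype assumes no bait or inhibitor effect in either genotype, not equal effects in both. A large effect in a genotype widens the permuted differences and can raise p. Usage of single sites was fitted with limma 3.58.1 on log2 junctions per 1000 Vκ junctions with the value of 1 junction added, for sites with at least 50 junctions on average, at a Benjamini-Hochberg adjusted threshold of 0.05. The paper's analysis of variance was not used, as its groups are of 3. Sites named in the text are the 3 with the largest rise and the 3 with the largest fall past that threshold with no overlap between groups, per bait, and every locus the paper names. The site fit was tested on simulated data with 30 changed sites of log2 size 1.5 per bait. The simulated scatter came from the WT libraries, so the test does not cover the larger scatter that the unlisted library adds. The fit recovered 100.0% of them from the coding end bait and 96.7% from the signal end bait, called 5 and 2 unchanged sites, and called none when no site was changed.

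Results were also computed under alternatives fixed before the data were examined, though not every alternative was run for every result. They were 100-bp windows, the whole Vκ region, sites from the ligase inhibitor libraries only (132 sites) and sites with 10 times the support (115 sites). Others were the share of all junctions as denominator, each junction counted once, other window sizes and classes, and a replicate block. The last were only the *Ku70-/-* coding end libraries listed in Table S3, and leaving out each library in turn. Further alternatives were added after the data were seen: only the signal end libraries listed in Table S4, Vκ junctions counted once beside translocations, a Jκ region from Jκ1 to Jκ5, a crossed replicate block, and sub-TAD shares without 5 sites. The comparison of read bases between genotypes was run again after its selection of alignments was corrected, and the criterion by which draws from the listed libraries were taken to decide between explanations was set after the draws were seen.

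Work was done in python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pyarrow 21.0.0 and matplotlib 3.10.9, and in R 4.3.3. Other sequencing runs of the paper were not analysed here; where their values are given, they come from Table S3 and are named as such.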

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

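The tests of a bait yield factor, of few counted junctions at the 5 sites, of restored Ku70, of the sub-TAD shares without the 5 sites, of a common factor with L82-G17 and of other splits of the libraries were chosen only after the result was seen.

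The effect of the bait on V-J efficiency differs between the genotypes. Signal end minus coding end libraries gave 7.91 percentage points in *Ku70-/-* and −4.36 points in WT cells with STI-571, a difference of 12.3 points (exact permutation p = 0.005, the smallest it can give). A yield factor for each bait that both genotypes share cannot give opposite signs, which argues against it; the log2 ratios of the same values, 0.47 in *Ku70-/-* and −0.09 in WT, differ by 0.56 (exact permutation p = 0.005) and add nothing further. A yield of all junctions that differs between genotypes stays open as a candidate explanation, since as a share of all junctions the WT difference is 2.25 points and the contrast 3.76 points (exact permutation p = 0.255). So does the number of copies per junction, whether amplified or formed separately, since the contrast is 1.86 points with each junction counted once (exact permutation p = 0.235). A different handling of signal ends without Ku is a further open, untested explanation.

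A signal in sites that the paper does not discuss is the near absence of 5 neighboring Vκ sites (Igkv3-7, the site at 70613890, Igkv3-4, Igkv3-3 and Igkv3-2) from *Ku70-/-* libraries, although they take 8.33% of WT coding end Vκ junctions. Few counted junctions do not explain it, as the sites hold at least 1.65% of the Vκ junctions in every cycling WT library, which is counted less deeply. Another haplotype over the Vκ region is argued against by the read bases: of 6431 positions read in all 6 coding end libraries, 0 differ between the genotypes, while single mismatches are seen in 0.161 to 0.377% of bases per library. Those positions lie near 52 sites, and the bases at the 5 sites cannot be read in *Ku70-/-* cells. Loss of the DNA between the outer sites in the *Ku70-/-* line is a candidate explanation: 1 distinct *Ku70-/-* junction with STI-571 falls there away from sites, against 38 and 7 in the stretches of the same length upstream, and 14 against 4 and 10 in WT. In cycling *Ku70-/-* cells the counts are 1 against 50 and 10, and in cycling WT cells 1 against 0 and 0. The counts in the second stretch are small, so the contrast rests mostly on the nearer one. Whether restored Ku70 undoes the absence is not settled by Table S3. With restored Ku70 it gives 37.1% of Vκ junctions in sTAD5 (36.6 to 37.4%), and 15 of 16 lines with restored Ku70 have a mean under the lowest WT library there (44.2%), from 34.2%, with Exo1 #3 above it at 47.7%. The 16 include *Lig4-/-* lines, which the paper made from another parent line. It reports that restored Ku70 left recombination efficiency unchanged without LigIV, so those lines do not bear on the question. But the fidelity of joining was restored only in part, with a CE/SE ratio of 7.85 against 848 in WT, and a sub-TAD share is no count at the 5 sites. No genome sequence was examined, and a biological role of Ku70 at these sites is not excluded.

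The 5 sites bear on the sub-TAD shares of the coding end bait. Without them the sTAD5 difference goes from −7.74 to −2.62 points, within the spread between libraries, so their absence may account for most of it. The sTAD1-2 difference stays at 3.43 points without overlap between genotypes, so they do not explain the distal gain from this bait. The sTAD1-2 difference from the signal end bait is −1.79 points without the 5 sites, so the gain is not seen from both baits.

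The *Ku70-/-* library with STI-571 that the tables do not list has 74.8% of its coding end translocations at antigen receptor loci, a signal in data the paper does not report on. Draws of 1446 distinct junctions from the listed libraries, with the copy numbers of that library, gave 0.401 to 97.6% (95% of 1000 draws), so few distinct junctions and a different biology cannot be told apart for this share; the range is too wide to exclude anything. The same holds for its signal end counterpart, 1.15% in a range from 0 to 94.2%. For microhomology longer than 1 bp the library's 11.8% lies within 9.43 to 24.7%, a narrower range, so few distinct junctions may account for that value. No biological explanation was tested, as the design gives none for a replicate.

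The libraries with the ligase inhibitors L67 and L82-G17 are data the paper does not report on. V-J efficiency changed without overlap between libraries in 6 of 8 comparisons with DMSO: by −3.82 (WT, coding end), −5.22 (WT, signal end) and 3.21 points (*Ku70-/-*, coding end) with L67, and by −33.5 (WT, coding end), −40.3 (WT, signal end) and −11.2 points (*Ku70-/-*, signal end) with L82-G17. The exact permutation p is 0.1 for each, the smallest it can give, and 0.2 after Benjamini-Hochberg correction, so none passes. For L82-G17, fewer junctions of every kind by a common factor and a loss of Vκ joining cannot be told apart. Junctions other than Vκ fell too, by −0.79 against −0.94 for Vκ junctions in log2 (WT, coding end), −0.72 against −1.37 (WT, signal end) and −0.39 against −0.71 (*Ku70-/-*, signal end), and the Vκ share of all junctions changed by only −0.629, −2.28 and −3.95 points. A common factor would leave the ratio of Vκ to Jκ region junctions unchanged, and its log2 moved by 0.60, −0.32 and −0.26 (−0.13 over the listed libraries), but also by 0.67 in *Ku70-/-* coding end libraries, where V-J efficiency changed by −0.198 points. From the coding end bait the ratio thus rises with or without a fall in V-J efficiency, and does not bear on that fall. From the signal end bait the ratio and V-J efficiency fall in both genotypes. Without a signal end case that lacks the fall, the ratio cannot decide there. The smaller L67 changes depend on how junctions are counted and on the denominator: counted once the WT changes are 0.067 and 0.0136 points, and as a share of all junctions the *Ku70-/-* change is −0.0419 points. The L82-G17 change in *Ku70-/-* signal end libraries depends on the counting too, at −0.0511 points counted once. Lower joining by inhibited ligases stays open as a hypothesis for L82-G17 in WT cells; no marker of ligase activity or of cell survival is in these data.

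Some inhibitor effects differed between genotypes before correction for the 24 differences tested, and none passes a Benjamini-Hochberg adjusted 0.05. WT minus *Ku70-/-* effects from the coding end bait were −7.03 points in V-J efficiency with L67 (exact permutation p = 0.005, adjusted 0.06), and with L82-G17 −1.58 in log2 coding over hybrid joints (exact permutation p = 0.005, adjusted 0.06), 9.45 points in the share within 10 bp (exact permutation p = 0.025, adjusted 0.15) and −0.64 in log2 translocations (exact permutation p = 0.02, adjusted 0.15). From the signal end bait with L82-G17, the log2 ratio of like to hybrid joints differed by −0.07 (exact permutation p = 0.835). Log2 translocations there differed by 0.43, the opposite sign (exact permutation p = 0.52). The share within 10 bp there differed by 9.94 points (exact permutation p = 0.035, adjusted 0.168). The WT share is near its ceiling with DMSO (98.0% from the coding end and 99.7% from the signal end bait), where a change in points can hardly show, so the differences in this share mostly restate the falls in *Ku70-/-* libraries and do not show that WT cells respond less. Each sequencing run alone gave −1.55 and −1.58 for the ratio and 9.53 and 9.45 points for the share within 10 bp, but every library was read in both runs at nearly the same share, so these values re-read the same libraries and decide nothing about a difference between runs. The L67 difference is −0.112 points as a share of all junctions. Without WT L82-G17 library b the coding end share within 10 bp differs by 9.18 points, and without WT DMSO library a the signal end share differs by 9.91 points, both at exact permutation p = 0.05. Whether these differences are biological stays open, since they fail the correction.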

How the results depend on the processing

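Alternatives chosen only after the data were seen are the listed signal end libraries, Vκ junctions counted once beside translocations, the Jκ1 to Jκ5 span, the crossed replicate block and the shares without the 5 sites; the tests of all other alternatives were planned. Over 124 results, 1345 alternative values were computed: 1217 kept their call, 48 became weaker, 60 stronger, 17 reversed and 3 moved. Kept calls include some changes of sign where the groups overlap, such as coding end sTAD4 at −2.15 points without the 5 sites. Unless a sentence names a cause, the cause was not tested.

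Windows of 100 bp kept 84 of 85 results, and the whole Vκ region (7), sites from the inhibitor libraries (19), 10 times the site support (11), sub-TAD bounds matched to Table S3 (8) and a pseudocount of 10 junctions (14) kept all of theirs. With that pseudocount the signal end count stayed at 13 sites (7 up and 6 down), of which 12 are among the 13 of the main fit. The rise of V-J efficiency with STI-571, the share within 10 bp and the ratio of like to hybrid joints, *Ku70-/-* against WT, kept direction and separation under every alternative run.

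Counting each junction once changed most: of 104 results 79 kept their call, 11 became weaker, 5 stronger, 8 reversed and 1 moved. The signal minus coding difference in V-J efficiency of *Ku70-/-* cells went from 7.91 to −0.0555 points and its contrast with WT from 12.3 to 1.86. Direct and 1-bp joints, *Ku70-/-* minus WT, went from −0.217 to 30.9 points (coding end) and from −19.3 to 18.3 (signal end), signal end insertions from −0.803 to −28.8, and coding end sTAD4 from 0.244 to −6.56. Translocations fell from log2 2.41 to 0.26 (coding end) and from 2.99 to 1.32 (signal end), Jκ region joints from 4.08 to 0.232 points, and the palindromic share from 73.9 to 42.2%. With L67, V-J efficiency went from −3.82 to 0.067 (WT, coding end), from −5.22 to 0.0136 (WT, signal end) and from 3.21 to 1.15 points (*Ku70-/-*, coding end), the genotype difference from −7.03 to −1.08, and the log2 ratio of like to hybrid joints in *Ku70-/-* coding end libraries from 0.0201 to −0.0630. With L82-G17, V-J efficiency of *Ku70-/-* signal end libraries went from −11.2 to −0.0511 points, the coding end genotype difference from −33.3 to −1.60, and log2 translocations of *Ku70-/-* signal end libraries from −0.85 to 0.54.

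As a share of all junctions, 12 of 19 results kept their call. The WT signal minus coding difference went from −4.36 to 2.25 points and the contrast of genotypes from 12.3 to 3.76. With L67, V-J efficiency changed by −0.153 (WT, coding end) and −0.0419 points (*Ku70-/-*, coding end) and their difference by −0.112; with L82-G17, *Ku70-/-* coding end libraries went from −0.198 to 6.46 points and the genotype difference was −7.09.

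Leaving out positions with over 20 junctions lowered the translocation change to log2 0.92 (coding end) and 1.14 (signal end). With translocations counted as deposited, their difference from *Ku70-/-* Vκ junctions went from 15.3 to 2.62 points (microhomology over 1 bp), from −35.2 to −3.18 (direct and 1 bp) and from 19.9 to 0.563 (insertions). With Vκ junctions counted once too, it was −16.5 (direct and 1 bp) and 2.21 points (insertions) in *Ku70-/-* and went from 54.6 to 6.31 points (insertions) in WT cells. Any microhomology and direct joints as classes gave −19.4 points for the coding end; signal end insertions were −0.917 points within 10 bp and −0.818 with 100-bp windows. The palindromic share was 74.9% with both ends together and 82.7% with the bait end uncut.

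Without the 5 sites, coding end sTAD3 went from 2.81 to 1.33 points, coding end sTAD5 from −7.74 to −2.62 and signal end sTAD5 from −1.40 to 2.19; removing sites that only WT uses raises every other WT share by construction.

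With only the listed coding end libraries, 43 of 49 results kept their call; direct and 1-bp joints were −2.49 points, sTAD4 −1.59, the *Ku70-/-* L67 log2 ratio −0.13 and the *Ku70-/-* L82-G17 V-J efficiency −1.25 points. Only the listed signal end libraries kept 42 of 46. Under a replicate block of the Table S3 numbers, 18 of 21 results kept their call, direct and 1-bp joints were −2.46 points and sTAD4 −1.72; the numbers are shared by 2 pairs, whose differences correlate at r = −0.156, so they are not shown to pair the libraries.

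The count of sites past the threshold, 8 from the coding end bait, is 19 with no filter on low sites, 48 where the groups do not overlap (10% of sites by chance), 44 with the listed libraries and 20 with the replicate block; the count of 13 from the signal end bait is 53 without overlap and 61 with the listed libraries. A crossed replicate block called 10 sites, 7 of them among the 8.

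Without 1 library, site counts ranged from 5 to 44 (coding end) and 7 to 61 (signal end), the upper ends without the unlisted library. Other ranges were −2.49 to 0.976 points for coding end direct and 1-bp joints, −1.14 to −0.416 for signal end insertions, −1.59 to 1.44 for coding end sTAD4, −36.3 to −12.5 for the signal end receptor share, −7.10 to −3.79 for the L67 signal end genotype difference in V-J efficiency, −34.7 to −32.2 for that of L82-G17 from the coding end, −1.25 to 0.546 for L82-G17 in *Ku70-/-* coding end libraries, and log2 −0.13 to 0.10 for the L67 ratio there. Some values rest on few distinct junctions, foremost those of translocations and of the unlisted library.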

Differences from the paper's values

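The paper gives a ratio of coding to hybrid joints of about 850 to 1 for WT cells from the coding end bait; the 3 WT libraries of this run gave 474. The alternatives set in advance do not bring the value within 1.5 times of the paper's: 477 with 100-bp windows, 479 with sites from the ligase inhibitor libraries, 478 with 10 times the site support, 85.4 with each junction counted once, 66.8 by the side of the break, and 443 to 500.4 without 1 library. Table S3 itself gives 425 to 538 (mean 476) for these same libraries and 689 to 954 (mean 848) for the WT controls of another run.

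For insertions among Vκ junctions of *Ku70-/-* cells from the coding end bait, the paper shows about 5% in fig. S22, read by eye; the listed libraries gave 2.63%. The alternatives set in advance do not close the gap: 2.61% with 100-bp windows, 2.36% within 10 bp, 2.63% with any microhomology and direct joints as classes, 12.2% with each junction counted once, and 2.63 to 2.64% with either library alone. With the unlisted library the mean is 2.05%. The *Ku70-/-* shares within 10 bp of the break also differ. The paper's figures show about 35% (coding end) and 41% (signal end), where the listed libraries gave 45.5 and 51.8%.

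For insertions of 5 bp at WT coding ends, the paper shows a palindromic share of about 20% in fig. S14D, read by eye; the 3 libraries gave 35.6%. With each junction counted once the share was 14.1%, which lies within 1.5 times of the paper's value. Allowing both ends together (40.1%), requiring an uncut bait end (49.7%) and leaving out each library (35.0 to 36.9%) do not.

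The paper states that *Ku70-/-* translocations draw more on other antigen receptor loci. Their share from the signal end bait was lower in *Ku70-/-* than in WT libraries, 20.8% ± 0.551 (SD, n = 2) over the listed and 14.3% ± 11.3 (SD, n = 3) over all against 39.7% ± 24.1 (SD, n = 3), with overlap between genotypes. The paper describes WT translocations as mostly spontaneous; from the signal end bait 1 of the 3 WT libraries had most of them at antigen receptor loci, 65.5% (95% interval 61.081 to 69.699).

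For absolute translocation counts with STI-571, the paper's tables give means of 280 (*Ku70-/-*, coding end), 232.5 (*Ku70-/-*, signal end) and 42 (WT, signal end), and counting each junction once gave 284, 240 and 44.7; from WT coding end libraries both means are 151, with 139 to 162 in the paper's table and 140 to 159 here.

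The paper describes the relative and absolute translocation counts as highly correlated over its samples, a correlation that was not computed here. The unlisted *Ku70-/-* libraries, which the paper's tables do not hold, break the order of the listed ones and WT. From the coding end bait 1423 translocations as deposited lie far above the WT libraries (253 to 334). Counted once, 73 lie below the WT libraries (140 to 159). From the signal end bait 3563 is the highest and 24 the lowest of the 6 libraries.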

Other observations

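The tests of PCR copies, of unbroken Vκ DNA and of other splits of the libraries were chosen only after the result was seen; the test of the shared CAC was not.

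Hybrid joints of WT coding end libraries, though rare (119 to 144 distinct joints per library), often carry microhomology over 1 bp. PCR copies of a few junctions are argued against, since the lowest share with each junction counted once is 47.9%. Bait joined to unbroken Vκ DNA during library preparation is argued against by position, as at least 97.3% of these joints lie within 10 bp of the break. Overlaps of exactly the CAC shared by the Jκ1 coding strand and the Vκ heptamer make up at most 15.7% of the distinct joints with such microhomology (15.7, 12.3 and 5.71% by library). Overlaps with part of this CAC, or longer ones that contain it, were not counted, so its full share is not known. A joining pathway that uses microhomology for these rare WT joints is a hypothesis that stays open and was not tested.

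Site usage was also compared over all 10 splits of the 6 libraries. The genotype split gave the most sites for each bait, 1 of 10 splits with as many (8 sites from the coding end and 13 from the signal end bait), and the highest other split gave 0 sites. For these counts of sites chance cannot be excluded, as with 10 splits the share cannot fall under 0.1. That limit does not reach the 5 neighboring sites that make up the coding end falls: they hold at least 1.65% of Vκ junctions in each of the 24 WT libraries and at most 0.00483% in each of the 24 *Ku70-/-* libraries, which a chance split of libraries does not give.

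Under L82-G17 the share within 10 bp fell by 9.17 points in *Ku70-/-* coding end and by 9.91 points in *Ku70-/-* signal end libraries against DMSO, and changed by 0.28 and 0.03 points in WT, where the share is near 100% and these small changes say nothing about stability. The log2 ratio of coding to hybrid joints from the coding end bait changed by −0.76 in WT and 0.82 in *Ku70-/-* cells. From the signal end bait the log2 ratio of signal to hybrid joints rose in both genotypes, by 0.56 in WT and 0.63 in *Ku70-/-* cells. V-J efficiency with L82-G17 was 36.7% ± 2.63 (WT, coding end), 25.5% ± 1.62 (WT, signal end), 20.7% ± 0.208 (*Ku70-/-*, coding end) and 17.7% ± 0.890 (*Ku70-/-*, signal end; SD, n = 3 each), and with L67 66.3% ± 1.24, 60.6% ± 3.33, 24.1% ± 0.843 and 29.2% ± 1.25 (SD, n = 3 each).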
